# RNA binding by the glucocorticoid receptor attenuates dexamethasone-induced gene activation

**DOI:** 10.1038/s41598-023-35549-y

**Published:** 2023-06-09

**Authors:** Nickolaus C. Lammer, Humza M. Ashraf, Daniella A. Ugay, Sabrina L. Spencer, Mary A. Allen, Robert T. Batey, Deborah S. Wuttke

**Keywords:** Computational biology and bioinformatics, Molecular biology

## Abstract

The glucocorticoid receptor (GR) is a ligand-activated transcription factor that regulates a suite of genes through direct binding of GR to specific DNA promoter elements. GR also interacts with RNA, but the function of this RNA-binding activity remains elusive. Current models speculate that RNA could repress the transcriptional activity of GR. To investigate the function of the GR-RNA interaction on GR’s transcriptional activity, we generated cells that stably express a mutant of GR with reduced RNA binding affinity and treated the cells with the GR agonist dexamethasone. Changes in the dexamethasone-driven transcriptome were quantified using 4-thiouridine labeling of RNAs followed by high-throughput sequencing. We find that while many genes are unaffected, GR-RNA binding is repressive for specific subsets of genes in both dexamethasone-dependent and independent contexts. Genes that are dexamethasone-dependent are activated directly by chromatin-bound GR, suggesting a competition-based repression mechanism in which increasing local concentrations of RNA may compete with DNA for binding to GR at sites of transcription. Unexpectedly, genes that are dexamethasone-independent instead display a localization to specific chromosomal regions, which points to changes in chromatin accessibility or architecture. These results show that RNA binding plays a fundamental role in regulating GR function and highlights potential functions for transcription factor-RNA interactions.

## Introduction

The glucocorticoid receptor (GR) is a hormone-activated transcription factor (TF) that regulates numerous genes associated with stress, apoptosis, and inflammation^1–5^. GR is often the target of treatments for inflammatory diseases like rheumatoid arthritis and chronic obstructive pulmonary disease and, more recently, in the treatment of severe COVID-19 cases^6–9^. Due to GR’s importance as a drug target, its activation and regulation have been extensively characterized. In the canonical model of GR activation, gene regulation by glucocorticoids starts in the cytoplasm, where GR binds to glucocorticoids that passively diffuse into the cytoplasm which triggers dissociation from chaperone proteins and translocation into the nucleus^3^. GR then binds to pseudo-palindromic glucocorticoid response elements (GREs) on chromatin as a dimer and recruits transcriptional machinery to initiate robust gene activation^3,10–16^.

Although many studies have focused on GR-DNA interactions that drive gene activation, there are several reports of GR-RNA interactions that exhibit repressive effects on GR and glucocorticoid-responsive genes. In one case, GR was found to initiate degradation of CCL2 and CCL7 mRNA by direct binding in the cytoplasm and subsequent recruitment of decay factors^17–19^. In another case, the non-coding RNA Gas5 directly repressed GR transcriptional activity when present in high amounts presumably by competing for interaction with GR’s DNA-binding domain (DBD)^2,20^. The broad array of GR-RNA binding targets and localization-specific functions motivated us to probe these interactions in vitro to clearly define the requirements of high-affinity binding^21^. From this study we determined that the GR-DBD containing additional residues from the C-terminal-adjacent hinge region (GR-DBDext, Fig. 1A) robustly binds hairpin RNAs with identical affinity as that exhibited to GRE DNA^21^. Binding between DNA and RNA ligands is fully competitive and, unlike DNA binding in which the most thermodynamically important interactions are in the N-terminal recognition helix, high-affinity RNA binding requires basic residues in the hinge region^21^.

**Figure 1:**
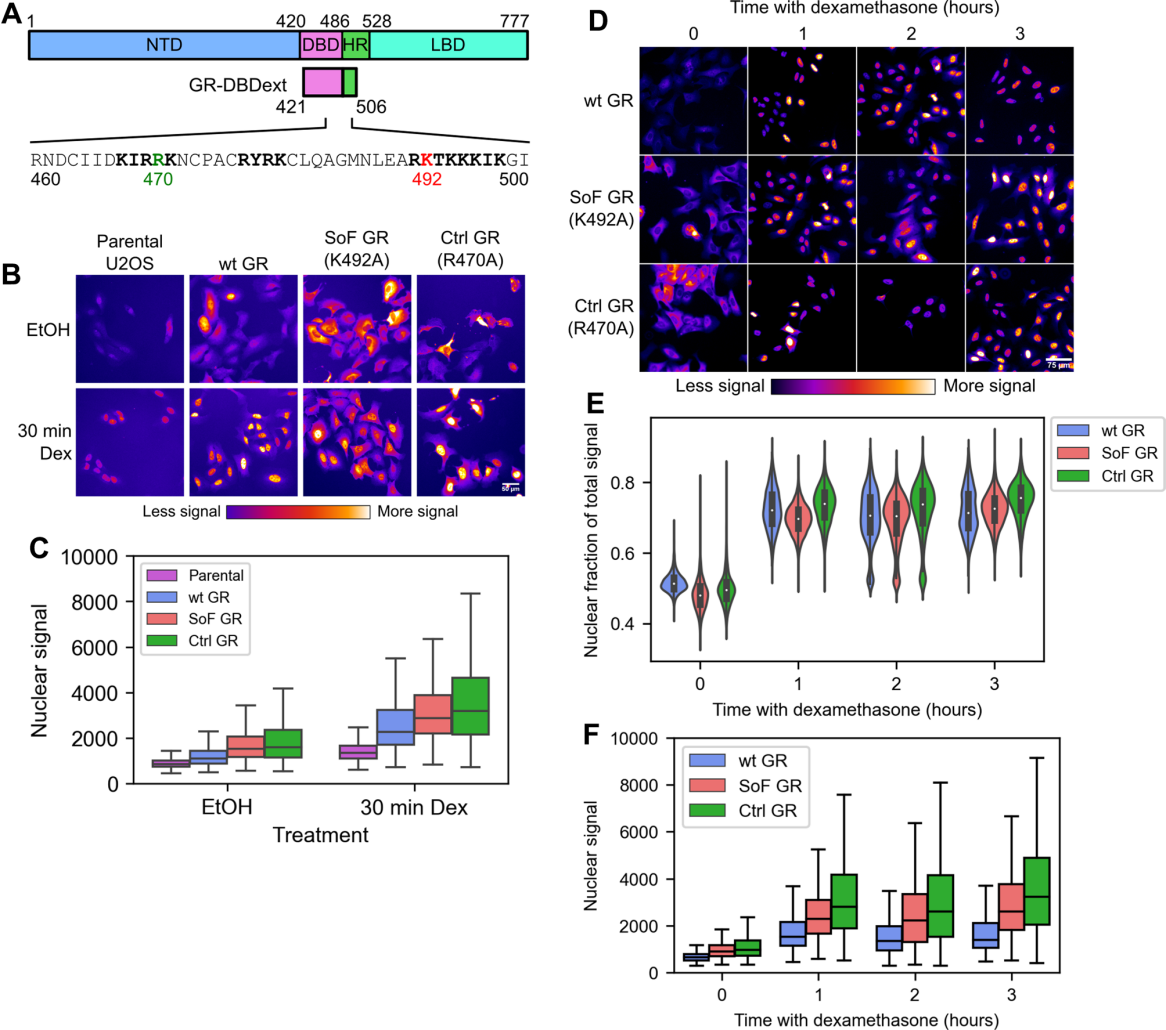
RNA binding does not regulate nuclear translocation of GR. (**A**) Domain map of full-length GR showing the N-terminal domain (NTD), DNA binding domain (DBD), hinge region (HR), and ligand binding domain (LBD). Below are the boundaries of the GR-DBDext construct and the sequence of amino acids 460–500 showing the tripartite nuclear localization signal (bold), SoF lysine residue (K492A, red), and Ctrl arginine residue (R470A, green)^11^. (**B**) Representative images of immunofluorescence using an anti-GR antibody with parental U2OS cells or FACS-sorted U2OS cell lines stably expressing wt GR-HaloTag, the SoF GR mutant, or Ctrl GR mutant selected for the transcriptomic assays. Cells were treated with 100 nM dexamethasone for 30 min or 0.01% ethanol (volume equivalent). Nuclear signal from each sample is quantified in (**C**). The intensity in all panels was scaled identically. (**C**) Box plot showing the nuclear fluorescent signal from immunofluorescence using an anti-GR antibody after 30 min of dexamethasone treatment. Outliers are hidden for clarity in comparing samples. (**D**) Representative images of immunofluorescence using an anti-GR antibody with U2OS cell lines stably expressing wt GR-HaloTag, the SoF GR mutant, or Ctrl GR mutant. Images are from a 3-h dexamethasone time course quantified in (**E**). The intensity in all panels was scaled identically. (**E**) Violin plots showing the fraction of total fluorescent signal that is nuclear from immunofluorescence using an anti-GR antibody. (**F**) Box plot showing the nuclear fluorescent signal from immunofluorescence using an anti-GR antibody after 3 h of dexamethasone treatment. Outliers are hidden for clarity in comparing samples.

Our in vitro results raise the tantalizing suggestion that any RNAs capable of adopting a hairpin structure could bind and regulate GR during glucocorticoid signaling by competing with DNA. However, no study to date has quantified the effect of RNA regulation on GR transcriptional activity by targeting GR’s RNA affinity directly. In this study, we assessed the function of GR-RNA binding in vivo by leveraging our in vitro results to generate a separation-of-function (SoF) mutant of GR with an 11-fold reduction in RNA affinity and 3.3-fold reduction in DNA affinity through mutation of K492 to alanine, a key basic residue in the hinge region^21^. We generated three U2OS cell lines stably expressing GR with a C-terminal HaloTag. The expressed GR-HaloTag is wild-type (wt) GR, the SoF GR mutant, or a control GR mutant (R470A) which has a moderate reduction in DNA affinity to match that of the SoF GR mutant^21,22^. We then measured changes in the dexamethasone-driven transcriptome associated with GR-RNA binding using 4-thiouridine (4sU) labeling of transcripts and high-throughput sequencing. Rather than finding a global impact on gene expression, we instead find that reducing GR-RNA affinity increases expression of two distinct subsets of genes. One set of genes is likely directly activated by GR based on co-occurrence with GR ChIP sites, which suggests RNA binding can play a repressive role at sites of transcriptional activation. The second set of genes is upregulated independent of dexamethasone treatment and shows localization to contiguous regions of chromatin, suggesting a role in modulating chromatin accessibility or architecture. These results present two distinct modes of GR regulation through binding RNA and provides insight into a novel element of GR’s complex regulatory pathways.

## Results

### Reducing the RNA binding affinity of GR does not impact GR nuclear translocation in response to dexamethasone

We previously identified a GR domain (GR-DBDext, residues 421–506, Fig. 1A) that exhibited tight and competitive binding to both a consensus GRE DNA and an RNA hairpin derived from the ncRNA Gas5^21^. This domain includes the classic DNA-binding domain with an 18 amino acid basic C-terminal extension into the adjacent hinge region (Fig. 1A). Previously, we performed an alanine scan of all basic residues within GR-DBDext and measured the binding affinities of these mutant proteins to consensus GRE DNA and the Gas5 RNA hairpin^21^. This comprehensive analysis revealed an RNA-binding separation-of-function (SoF) mutation at K492A (Fig. 1A). GR-DBDext with this mutation exhibits an 11-fold reduction in RNA affinity and a mere 3.3-fold reduction in DNA affinity^21^. As even this modest reduced DNA affinity could affect transcriptional activity, we used R470A as a control (Ctrl) mutant (Fig. 1A), which has a 4.8-fold reduction in DNA affinity but maintains wt RNA affinity.

To study the effects of reducing RNA binding affinity on GR function, we generated stable U2OS cell lines expressing the SoF GR mutant, Ctrl GR mutant, or wt GR with a C-terminal HaloTag^22^. GR constructs were integrated using the PiggyBac transposon system and puromycin was used for selection of successful genome integrations^23^. The U2OS cell line was chosen because several reports established very low expression of endogenous GR and an impaired response to dexamethasone in this cell line relative to glucocorticoid-sensitive cell lines, thus minimizing complications due to endogenous protein expression^16,24–26^. Because of this, a wide range of studies have used this cell line for investigating the impact of GR mutations on glucocorticoid signaling^14–16,25–27^. After transfection and selection, cells were sorted utilizing the HaloTag with conjugated dye through FACS and cell fractions were chosen to match nuclear GR abundance between cell lines after GR activation using immunofluorescence (Fig. 1B,C). Due to potential overlap of the SoF GR mutation and GR’s nuclear localization signal (Fig. 1A), we also confirmed the unhindered nuclear translocation (Fig. 1D,E) of all constructs during dexamethasone treatment^11^. Additionally, we observed that nuclear GR protein abundance is relatively constant for all GR constructs over 3 h of dexamethasone treatment (Fig. 1F). This observation is consistent with other studies that reported a decrease in GR abundance on time scales of 6–12 h of dexamethasone treatment, suggesting a lag time before appreciable degradation of GR begins^28,29^.

### GR binds RNA in vivo

Before performing transcriptomic assays in SoF GR cells, we independently determined that wt GR binds robustly to RNAs in this cell-based system. RNA immunoprecipitation (RIP) with GR showing RNA binding has been performed previously, but not in the U2OS cell line^17^. To confirm that GR binds to RNAs in our cells, we performed RIP with UV crosslinking and sequencing. 

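RIP-seq was carried out in U2OS cells, an osteosarcoma line, that stably express wt GR fused to the HaloTag, a protein tag that binds covalently to its resin. According to the sample labels, the cultures received dexamethasone at 100 nM and were collected after 1, 2 and 3 h, or received 0.01% ethanol as the untreated control at 0 h, whereas the methods describe a treatment of 3 h. The dishes received 400 mJ per square centimeter of 254 nm UV light, which links RNA covalently to the protein it touches. At each of the 4 time points there were 2 biological replicates. Each culture gave an IP library, made from the RNA that stayed on the resin after denaturing washes, and an input library, made from total RNA of the same lysate, for 16 libraries in all. Ribosomal RNA was removed from both kinds of library. The input libraries were made from 1000 ng of RNA and amplified for 9 PCR cycles, and the IP libraries were amplified for 17 cycles. The authors deposited the number of reads counted on each gene in each library, as whole numbers without normalization. The aligner, counter and annotation used for the RIP-seq are not given in the sources used here, since the methods name such tools for the 4sU-seq. The 8 input libraries held between 18140293 and 24514269 counts, with a median of 22396950, and the 8 IP libraries held between 2091459 and 3505601 counts, with a median of 2630338. The methods state a depth of 18 to 24 M reads per sample (M, mega), which are sequenced reads, while all values here use the counts on genes. In 665 pairs where a gene lies inside an intron of a longer gene on the same strand, the count of the longer gene was at least that of the inner gene in all 16 libraries for 665 pairs, against 278 of 480 pairs on opposite strands. The counts therefore cover introns, use the strand, and count a read on each of the overlapping genes. Counts were compared with the quasi-likelihood test of edgeR, with TMM normalization and all 16 libraries in a model of 8 groups, IP or input at each time point. The test took the 22878 genes that passed the edgeR filter on low counts, of the 45332 genes with at least 1 count. A gene was called enriched or depleted at a Benjamini-Hochberg adjusted p under 0.05. The choices that could change the calls include the pairing of IP and input of the same culture, the test and the libraries in the fit. They also include the filter on low counts, the threshold on adjusted p, and a correction for GC content.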

The covalent nature of both GR-RNA crosslinking and capture of GR-HaloTag allowed us to perform stringent denaturing washes that were designed to greatly reduce non-specific interactions^22,30^. The stringency of our HaloTag pulldown was confirmed using a silver stain and western blot against GR, where we found that the sample that remained on the resin after washing corresponded to the TEV cleavage product of GR-HaloTag (Fig. S1). 

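At 3 h of dexamethasone treatment, 2023 RNAs were higher in the IP than in the input and 2933 were lower, at an adjusted p under 0.05 by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The median log2 fold change was 0.77 among the enriched RNAs, with quartiles of 0.59 and 1.18, and -0.72 among the depleted RNAs, with quartiles of -0.9 and -0.57. Both replicates showed the direction of the call for 2020 of the 2023 enriched RNAs and for 2933 of the 2933 depleted RNAs. A change of at least 2-fold was seen for 633 of the enriched and 539 of the depleted RNAs. With IP and input paired by culture as a replicate block, 3703 RNAs were enriched and 4801 depleted, and these included 1984 of the 2023 enriched and 2924 of the 2933 depleted RNAs. The number of calls moved most with an offset for the GC content and length of the gene body, under which 275 RNAs were enriched and 165 depleted. In the same fit with the replicate block, the offset left 1357 enriched and 1543 depleted RNAs. In replicate 1 of the IP at 3 h, the 10 genes with the most counts held 22.9% of the counts, against 15.4% in replicate 2. The number of enriched RNAs fell when any library of 3 h was left out, and most without replicate 1 of the IP. The filter on low counts was rerun in each such fit, so that the set of genes tested changed as well. 

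**Figure D1:**
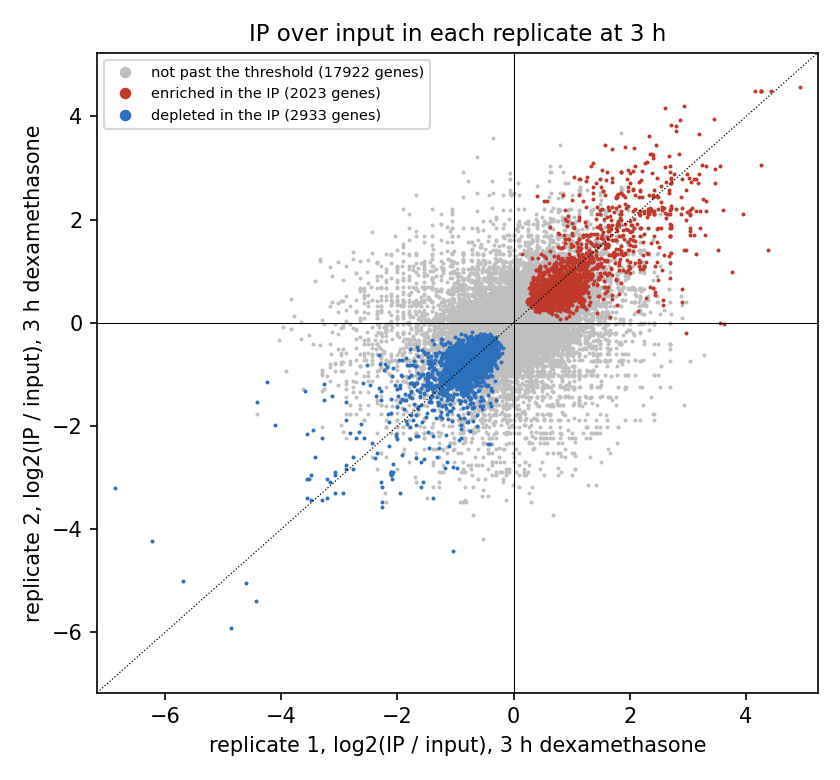
Log2 ratio of IP to input at 3 h of 100 nM dexamethasone in replicate 1 (x axis) and in replicate 2 (y axis), from CPM normalized by TMM with a prior count of 2, for the 22878 genes tested. Each point is a gene, red for the 2023 enriched, blue for the 2933 depleted and grey for the others, and the called genes lie in the corners where both replicates have the same sign, apart from 3 enriched genes.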

After 3 h of dexamethasone treatment, we find that 1980 RNAs are enriched in our GR-HaloTag IP relative to the input total RNA (Fig. 2). The significance of the enriched genes in the context of GR biology is unclear, however the broad extent of GR-RNA binding supports our in vitro findings of structure-specificity to a common RNA secondary structure.

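Of the RNAs enriched in the IP at 3 h, 1536 are annotated as protein-coding, 291 as lncRNA and 152 as pseudogenes in Gencode 44. Among all genes tested, 15163 are protein-coding and 5420 are lncRNA. The enriched genes had a median GC content over the gene body of 53.5% and a median length of 17618 bp, against 44.4% and 28305 bp for all genes tested and 38% and 86247 bp for the depleted genes. Enriched RNAs made up 40.8% of the calls in both directions. For 458 of the enriched RNAs, a gene that overlaps on the same strand carries at least 10% of their count, so that part of their reads are counted on both genes, and for 9 the overlap was not assessed because the identifier is not in Gencode 44. From the number of RNAs enriched in the IP, the paper infers that GR binds RNA broadly in cells, and it sees in this breadth support for its in vitro result that GR recognizes a common RNA secondary structure. The paper leaves open what the enriched genes mean for GR biology.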

**Figure 2:**
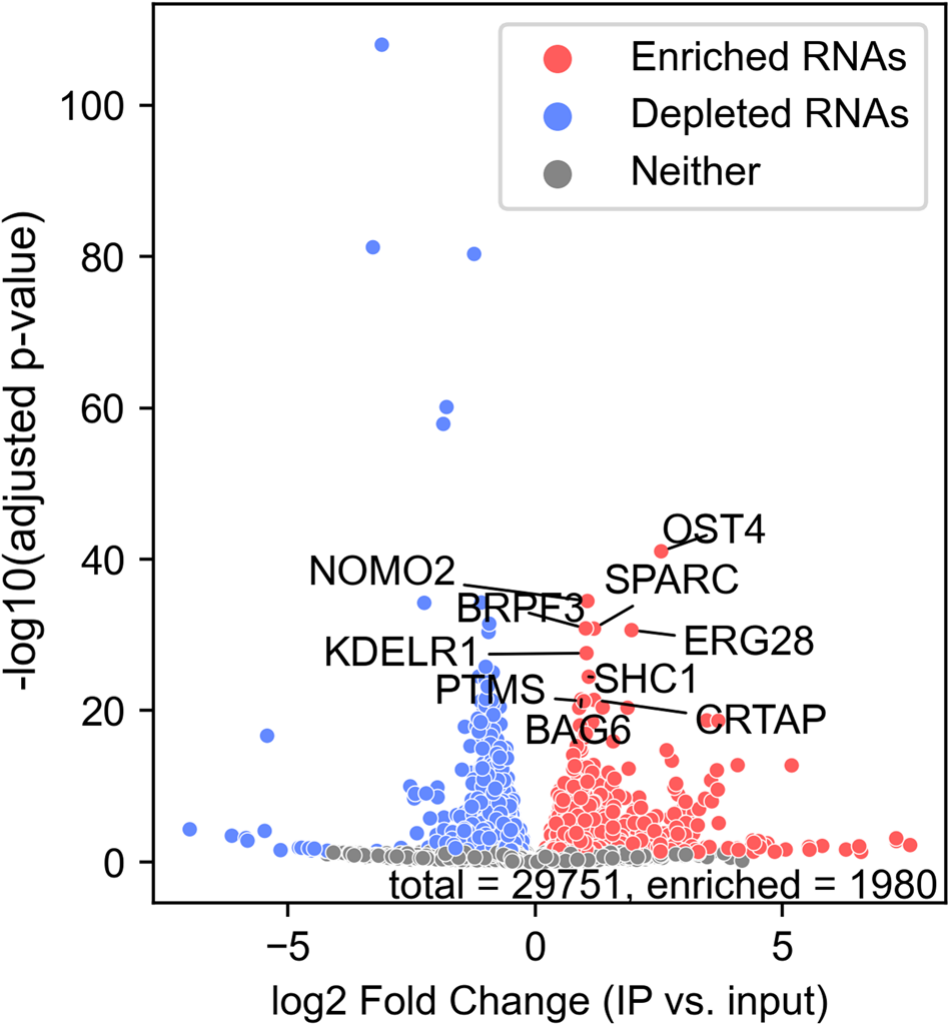
GR binds to RNAs in vivo. Volcano plot showing genes that are enriched or depleted in the GR RIP-seq. Cells were treated with 100 nM dexamethasone for 3 h. Log2 fold change is calculated as the RNA IP vs. input total RNA. Dot color indicates an adjusted p-value of fold change < 0.05 and a positive fold change (enriched, red) or negative fold change (depleted, blue). Labeled genes are the top 10 enriched genes ranked by adjusted p-value. The total number of genes in the plot and the number of enriched genes are listed. RIP-seq was performed in biological duplicate.

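All 10 genes labelled in Fig. 2 were enriched in the IP at 3 h, with log2 fold changes between 0.91 and 2.53 and a median of 1.05. They were higher in the IP in both replicates, and the 10 calls also hold when adjusted over the list alone. The study chose the list on these libraries, however, so that this count is not independent evidence. All 10 were also enriched at 0 h without dexamethasone, with log2 fold changes between 0.72 (PTMS) and 2.9 (OST4) and adjusted p of 0.000294 or less from edgeR. KDELR1 and PTMS were lower at 0 h than at 3 h, and the others were higher. The same fit called 0 differences between 3 h and 0 h. At 3 h, the largest change was that of OST4 (ENSG00000228474.6, chromosome 2 of GRCh38, 27070472 to 27071654, minus strand). It had 20.6 ± 0.603 normalized CPM (counts scaled to library size by TMM, SD, n = 2) in the input and 119 ± 36.8 in the IP, a log2 fold change of 2.53 (standard error 0.17, adjusted p = 4.68e-07 from edgeR). ERG28 (chromosome 14, 75649791 to 75660876, minus strand) had 25.3 ± 2.73 in the input and 96.1 ± 17.4 in the IP, a log2 fold change of 1.93 (standard error 0.15, adjusted p = 3.77e-06 from edgeR). SPARC (chromosome 5, 151661096 to 151686975, minus strand), the most abundant of the 10, had 383 ± 22.1 in the input and 860 ± 75.6 in the IP, a log2 fold change of 1.17 (standard error 0.11, adjusted p = 2.46e-05 from edgeR). CRTAP changed by 1.17 on the log2 scale, SHC1 by 1.06, NOMO2 by 1.04, KDELR1 by 1.02, BRPF3 by 1.00, PTMS by 0.96 and BAG6 by 0.91, with adjusted p between 2.87e-05 and 8.18e-05 from edgeR. NOMO1 and NOMO3, paralogs of NOMO2 that were named after their values were seen, changed by 0.82 and 0.89 on the log2 scale, and how reads were divided among the 3 genes is not given. SHC1 overlaps PYGO2 on the same strand. With the offset for GC content and gene body length, PTMS fell to 0.42 (adjusted p = 0.0952 from edgeR), and the other labelled genes kept their calls. With the offset and the replicate block together, PTMS was called at 0.41 (adjusted p = 2.41e-05 from edgeR). Over all the alternatives, the adjusted p of PTMS lay between 1.29e-20 and 0.0952. Ranked by p among the genes higher in the IP, 7 of the 10 were in the top 10 and the lowest was at rank 22. The other 3 genes in the top 10 were CASC19, FSIP1 and NBDY, with log2 fold changes of 3.44, 1.85 and 1.34. CASC19 rests on 32 and 53 counts in the IP libraries and 27 and 17 in the input libraries, and it overlaps ENSG00000224722 on the same strand. FSIP1 lies opposite THBS1, which is the more abundant of the pair.

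**Figure D2:**
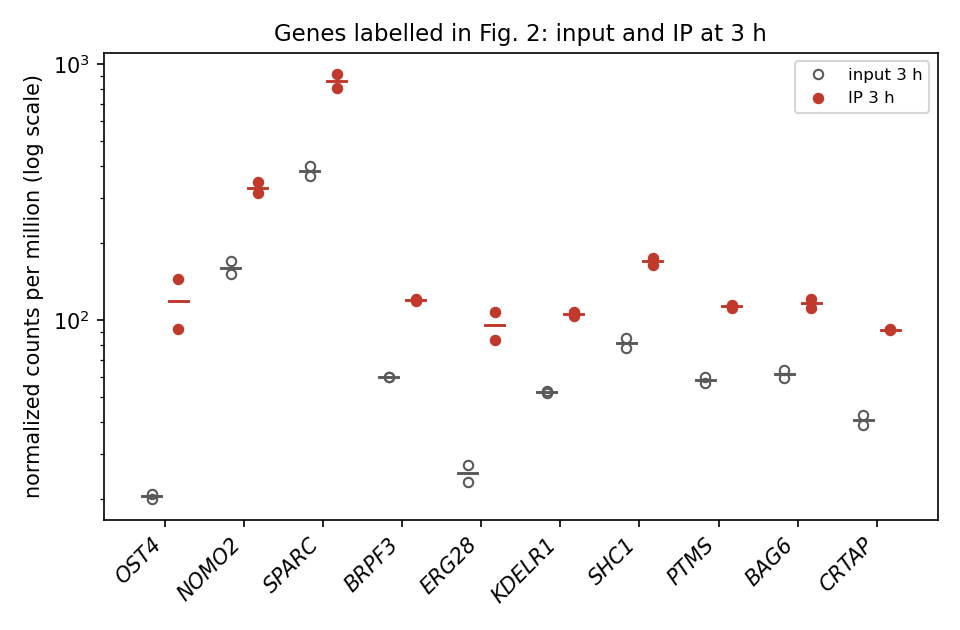
Normalized CPM (log scale) of the 10 genes labelled in Fig. 2, in the input (open grey circles) and the IP (filled red circles) at 3 h of 100 nM dexamethasone. Each circle is a library, 2 per group, and each line is the mean of the 2; both IP libraries lie above both input libraries for every gene shown.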

### RNA binding imparts distinct repression of two gene sets

Our initial hypothesis for the function of GR-RNA binding was that RNA functions as a competitive repressor of GR’s transcription factor activity by titrating GR off the DNA as RNA concentration increases, thus impacting the temporal response to glucocorticoid signaling. Our observations that DNA and RNA binding are competitive and that GR binds the common RNA hairpin motif without sequence specificity led to the prediction of a uniform but non-specific increase of transcriptional activity in the SoF GR cells as the ability of RNAs at sites of transcription to titrate GR off DNA is impaired^21^. To determine the effects of our SoF GR mutation on the dexamethasone-responsive transcriptome, we performed 4-thiouridine labeling of RNA upon continuous dexamethasone treatment followed by high-throughput sequencing (4sU-seq) of wt GR, SoF (K492A) GR, and Ctrl (R470A) GR-expressing cells. 4sU-seq was chosen to preferentially quantify transcripts expressed in response to dexamethasone^31,32^. The differences in GR’s transcriptional activity due to a reduction in RNA affinity were measured over a 3-h time course. PCA plots show that exon coverage for each sample varies by time in the first component (PC1) and by GR construct in the second component (PC2) (Fig. S2). These are the two factors we expected to be the most variable based on our experimental design, suggesting that the data does not vary due to unexpected factors.

We first examined how differential gene expression caused by dexamethasone treatment compared between the wt, SoF, and Ctrl GR cell lines. After three hours of dexamethasone treatment, 1413 genes are differentially expressed (adjusted p-value < 0.05) in all three cell lines (Fig. S3). Interestingly, each cell line also has a unique set of differentially expressed genes, which may indicate GR mutation-driven regulatory differences between cell lines. To probe how the GR mutations impact the expression of genes regulated by wt GR, we compared the abundance of 100 differentially expressed genes with the lowest adjusted p-values at 3 h of dexamethasone treatment in wt GR cells (Fig. S4). While these genes follow a similar pattern of differential expression between all GR constructs, some genes appear to have an increased magnitude of activation in the SoF GR cells after 3 h of dexamethasone treatment.

To further examine the effects of the SoF mutation on GR regulation, we plotted fold changes in differentially expressed genes at each time point pairwise between the SoF and Ctrl GR mutants and wt GR and visualized global differences in gene expression (Fig. S5). Using linear regression, we determined the largest discrepancy between SoF and Ctrl GR or wt GR regulation occurs at 3 h of dexamethasone treatment and so this time point was used for further comparisons (Fig. S5). The linear regression was fit using only genes that were statistically significant (adjusted p-value < 0.05) in a single sample or both within a sample pair. The higher gene fold-changes in SoF GR cells could be attributed to the absence of repressive RNA binding, similar to that reported for the GR-Gas5 ncRNA interaction^2,20^. The genes showing the largest difference in activation between SoF and Ctrl GR were isolated by finding statistical outliers based on log2 fold change and only including outliers below the regression line (Figs. 3A, S6). The regression line was used as a more stringent fold change cutoff as opposed to selecting any outlier genes with higher fold changes in SoF GR cells, which would also include genes with only slightly higher fold changes in SoF GR cells. Bivariate outliers were estimated using the minimum covariance determinant on genes whose fold changes have an adjusted p-value < 0.05 in a single sample or both within a sample pair. Doing this allowed us to identify a set of 50 dexamethasone-activated, high-confidence genes, which we term “SoF Dex-dep.,” that represent this repressive RNA effect after 3 h of dexamethasone treatment. Plotting the abundance of these genes over time for each GR construct illustrates the differences in transcriptional activation between SoF GR and both the Ctrl and wt GR (Fig. 3B). Representative genes from this set include BIRC3 (cIAP2), TSC22D3 (GILZ), CEBPB, and PDK4 (Figs. 3C–F, S7A–D) and the abundance over time of the 50 SoF Dex-dep. genes can be found in Fig. S8. The greater expression of BIRC3, TSC22D3, and PDK4 in the SoF GR cells was confirmed using RT-qPCR after 3 h of dexamethasone treatment (Fig. S7E–G). The activating effect of SoF GR and repressive effect of Ctrl GR relative to wt GR suggests that the effects of perturbations to RNA and DNA affinity are interdependent for this set of genes and that the level of de-repression due exclusively to loss of RNA binding may be even greater.

**Figure 3:**
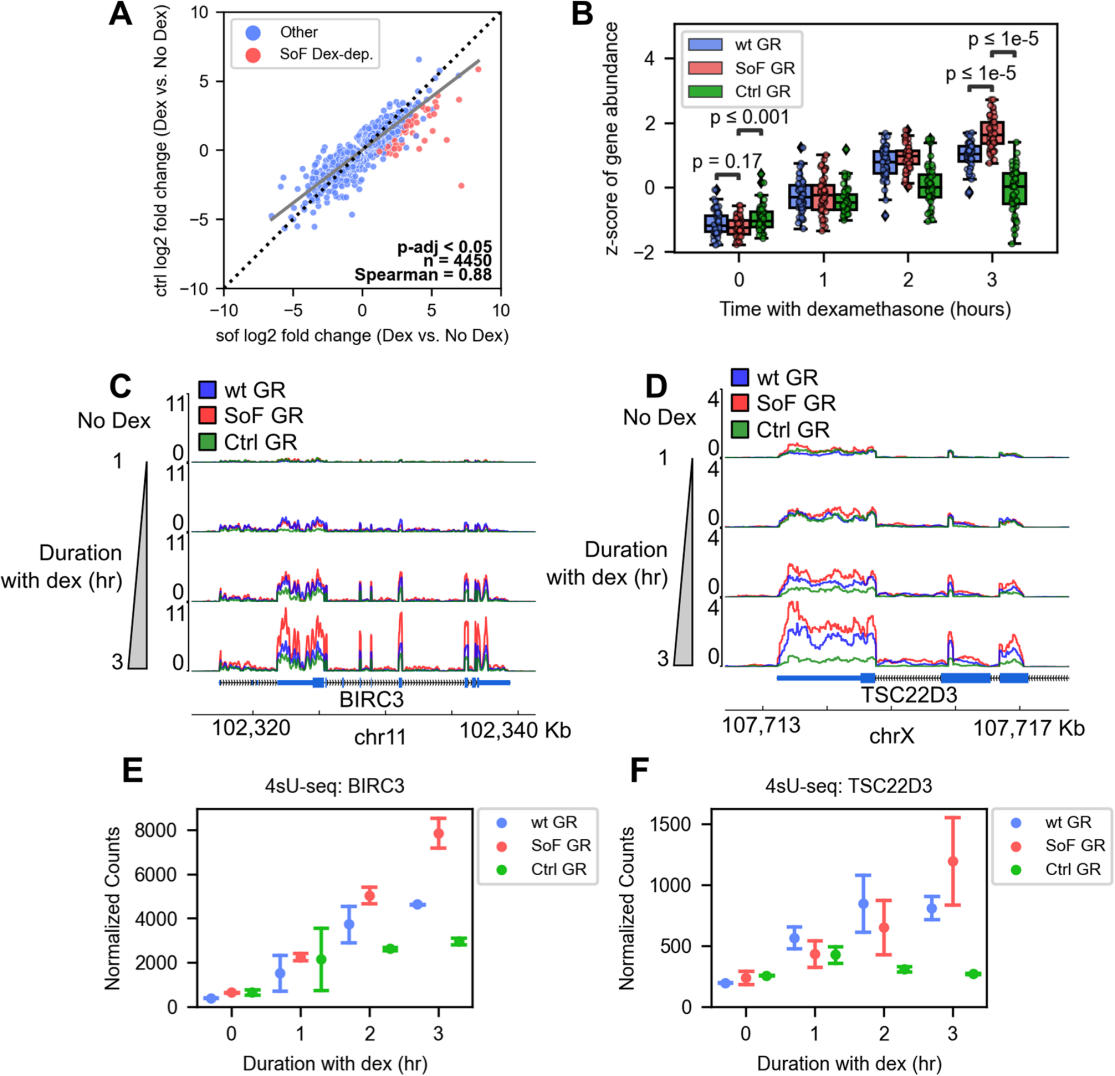
RNA binding is repressive for GR transcriptional activity at distinct subsets of genes. (**A**) Scatter plot showing the pairwise relation of gene fold changes between the SoF and Ctrl GR mutants at 3 h of 100 nM dexamethasone treatment. Dot color indicates statistical outliers picked as more activated with SoF GR (SoF Dex-dep. set). (**B**) Box and dot plot showing the z-score of gene abundance for SoF Dex-dep. genes over the 100 nM dexamethasone time course. Abundance is blue for the wt GR cells, red for the SoF GR mutant, and green for the Ctrl GR mutant. Significance testing was performed using Mann–Whitney tests. (**C**,**D**) Representative gene tracks for two SoF Dex-dep. genes: BIRC3 (**C**) and the 3’ end of TSC22D3 (**D**). Vertical progression corresponds to increasing 100 nM dexamethasone treatment time. Tracks display 4sU-seq reads normalized to transcripts per million plotted against chromosome coordinates. (**E**,**F**) Normalized 4sU-seq gene counts generated by DESeq2 for BIRC3 (**E**) and TSC22D3 (**F**) over the dexamethasone treatment time. Error bars in (**E**) and (**F**) represent 95% confidence intervals.

We also observed genes that were downregulated in SoF GR cells relative to Ctrl GR cells after 3 h of dexamethasone treatment (“SoF 3h Rep.”). These genes were chosen based on exhibiting a higher fold change in Ctrl GR cells (Fig. S9B). This gene set contains 23 genes and the difference in gene activation between SoF and Ctrl GR is less relative to the SoF Dex-dep. set (Fig. S9C). The abundance over time of these genes can be found in Fig. S10. The observation of dexamethasone-activated genes that are differentially up- or downregulated in SoF GR cells suggests that RNA binding does not serve a single, universal function in regulating GR’s transcriptional activity. Rather, a more complex gene family-specific process appears to be in place.

In addition to the dexamethasone responsive genes, we also identified a several genes that are upregulated upon expression of SoF GR independent of dexamethasone treatment, defining a second distinct set of regulated genes characterized by this differential behavior. We grouped these genes and term them “SoF Dex-ind.” (Fig. 4A). Representative genes of this set include HMBOX1 and SARAF (Fig. 4B–E), along with DCTN6 and LINC01029 (Fig. S11A–D). The gene abundance heatmap for the 103 SoF Dex-ind. genes can be found in Fig. S12. The increased expression of HMBOX1, SARAF, and DCTN6 in the SoF GR cells compared to wt GR and Ctrl GR cells is supported by RT-qPCR with no dexamethasone (ethanol) and 3 h of dexamethasone treatment (Fig. S11E–G). Interestingly, analysis of the identity of these genes, as with the rest of the SoF Dex-ind. set, reveals no straightforward connection to known GR functions, suggesting a regulatory mechanism independent of GR’s transcriptional activity. Furthermore, we found genes that were constitutively downregulated in SoF GR cells compared to wt GR cells and term them “SoF Const. Rep.” (Fig. S9D). The abundance over time of these 95 genes is shown in Fig. S13. Like the SoF Dex-ind. genes, the nature of these genes is not clearly related to canonical GR functions. While this dexamethasone-independent regulation was unexpected, it is reminiscent of the glucocorticoid-independent gene regulation exhibited by the GRβ isoform^33,34^. This isoform was shown to regulate thousands of genes without glucocorticoid stimulation when expressed in U2OS cells and many of those genes do not overlap with GRα-regulated genes^34^. These results suggest, in contrast to a uniform repressive effect, that GR’s RNA-binding function is specific to subsets of genes in both dexamethasone-dependent and independent contexts.

**Figure 4:**
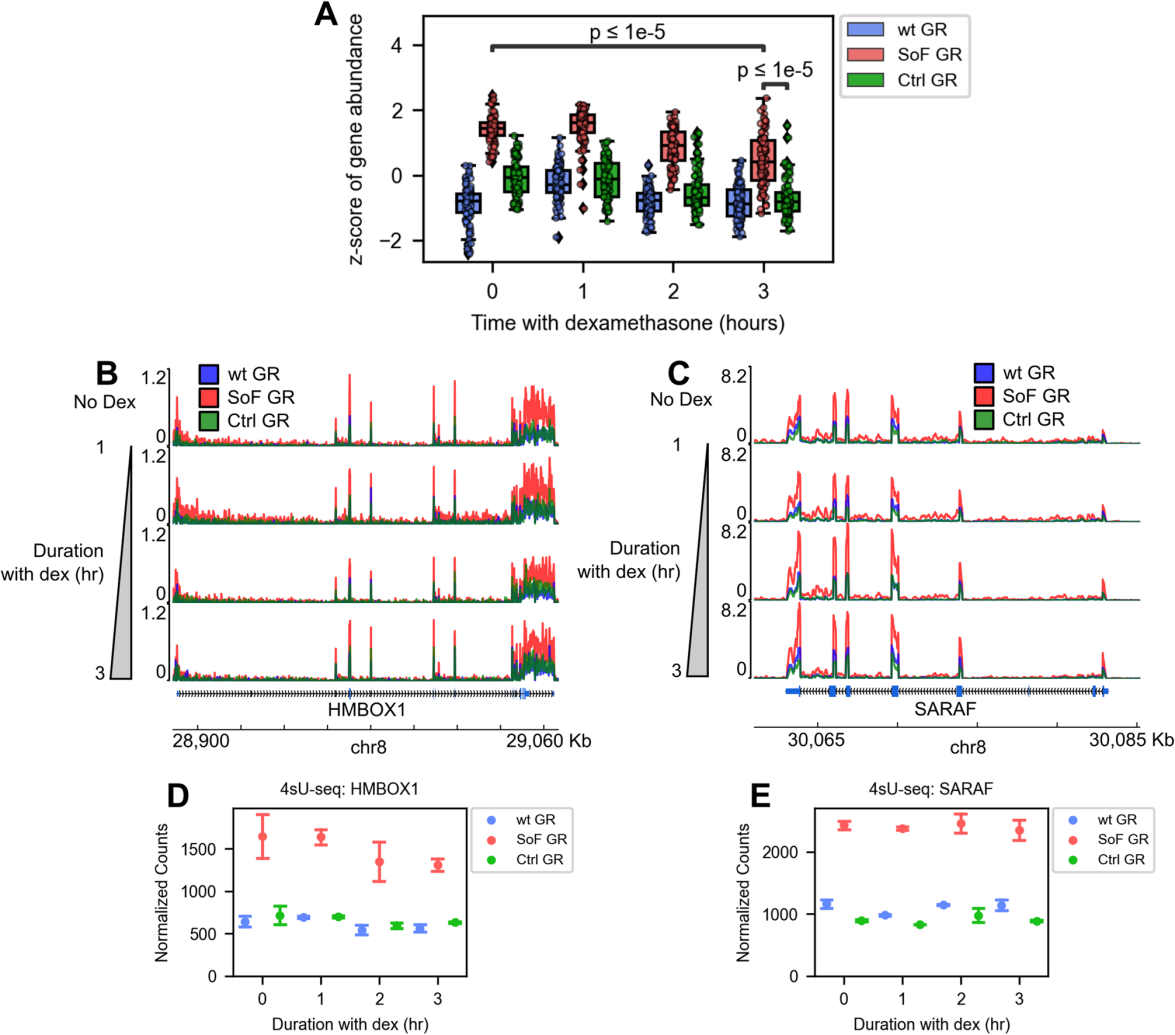
Reduction of GR-RNA affinity shows dexamethasone-independent activation at distinct subsets of genes. (**A**) Box and dot plot showing the z-score of gene abundance for genes activated in SoF GR cells independent of dexamethasone (SoF Dex-ind. set) over the 100 nM dexamethasone time course. Abundance is blue for the wt GR cells, red for the SoF GR mutant, and green for the Ctrl GR mutant. Significance testing was performed using Mann–Whitney tests. (**B**,**C**) Representative gene tracks for two SoF Dex-ind. genes: HMBOX1 (**B**) and SARAF (**C**). Vertical progression corresponds to increasing 100 nM dexamethasone treatment time. Tracks display 4sU-seq reads normalized to transcripts per million plotted against chromosome coordinates. (**D**,**E**) Normalized 4sU-seq gene counts generated by DESeq2 for HMBOX1 (**D**) and SARAF (**E**) over the dexamethasone treatment time. Error bars in (**D**) and (**E**) represent 95% confidence intervals.

### The RNA binding function of GR attenuates the dexamethasone-mediated activation of direct GR targets

The primary mechanism of direct transcriptional activation by GR is dimerization on chromatin at GREs^14,16,35,36^. One potential mechanism for RNA regulation of GR-driven gene activation would be for RNAs to compete with chromatin for binding to GR such that this mode of activation is repressed. To define the relationship between RNA binding and direct gene activation by GR, we probed the correlation of our SoF GR-upregulated gene sets with GR chromatin occupancy. To achieve this, we evaluated the co-occurrence of GR ChIP peaks from publicly available ChIP-seq datasets and the transcription start sites (TSSs) of genes from the SoF GR-upregulated gene sets. Co-occurrence of GR ChIP peaks and TSSs would suggest the genes in a given set are more likely directly activated by GR. By contrast, indirect gene activation, which could be initiated by the activation of other transcription factors, may show lower GR ChIP signal overlap and occur later in the dexamethasone time course relative to direct activation. To obtain ChIP peaks, we processed data from two previous studies that performed ChIP-seq in U2OS cells transfected with wt GR and used overlapping peaks present in both datasets (GEO accessions GSE109383 and GSE163398)^37^. Importantly, these ChIP-seq experiments were performed on timescales comparable to our 4sU-seq experiment. The TSSs were defined as the starting nucleotide of the gene body according to Gencode annotations to simplify the analysis^38^. To characterize the co-occurrence of ChIP signal and gene TSSs, we determined the relative distance between ChIP peaks and TSSs for our genes of interest as a smaller relative distance indicates more overlap between the two (Fig. 5A). To distinguish between direct and indirect gene activation, we also defined genes activated exclusively at each dexamethasone time point in wt GR cells (Act. 1–3 h). Specifically, these genes displayed a positive log2 fold-change when compared to the ethanol control sample with an adjusted p-value < 0.05. GR occupancy at activated genes decreases between 1 and 3 h of treatment, which suggests there is a shift from direct activation to predominantly indirect activation. Additionally, we included a shuffled set of gene TSSs to represent no co-occurrence with GR occupancy. Here, “shuffle” refers to the randomization of TSS genome positions using the bedtools shuffle function^39^. Thus, the shuffled sets serve as a visualization of non-association between TSSs and GR ChIP peaks as a negative control.

**Figure 5:**
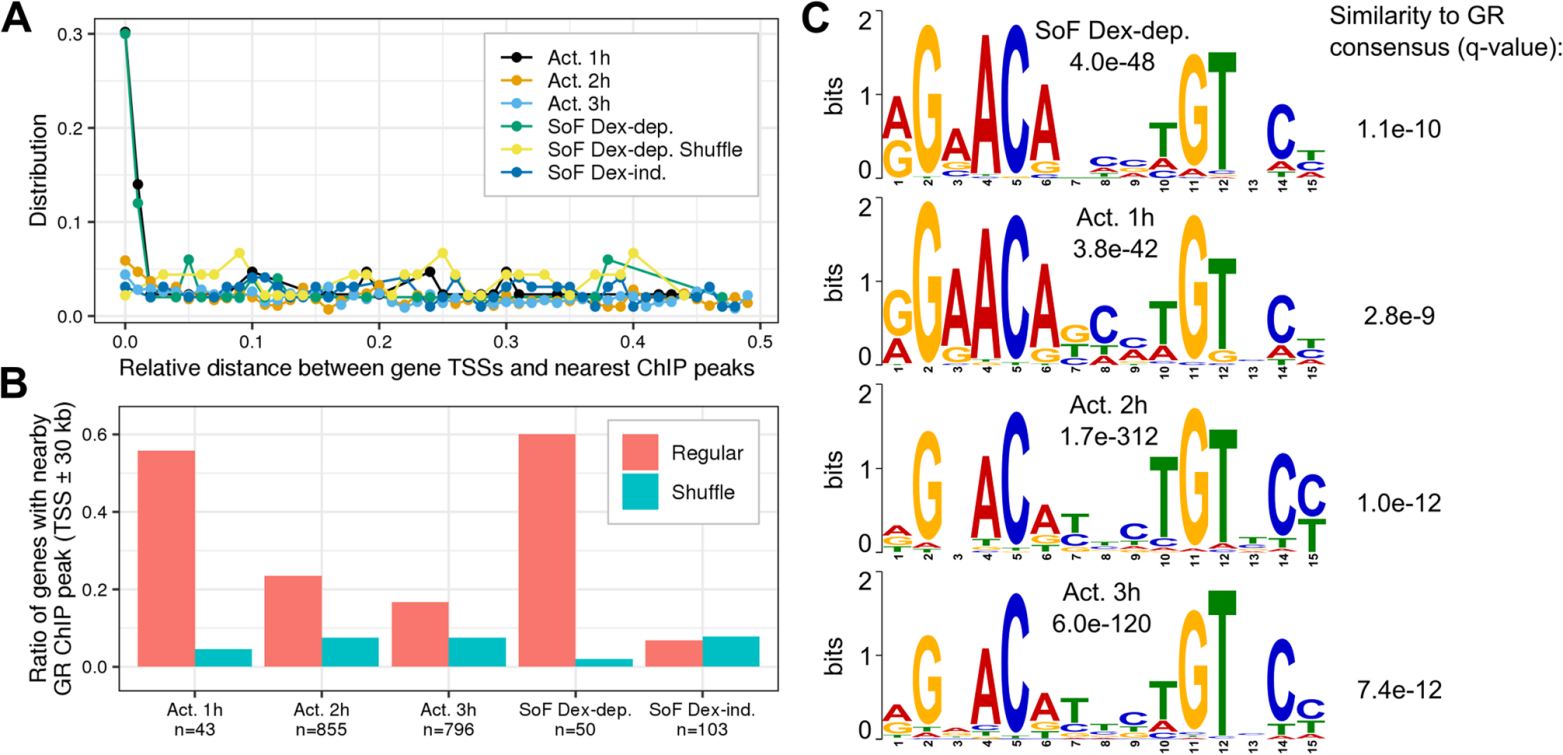
RNA binding represses direct GR targets. (**A**) Relative distance between ChIP peaks and gene TSSs in gene sets of interest. (**B**) Ratio of gene TSSs in each set with a GR ChIP peak within 30 kilobases with total number of genes in each set listed. The “Act.” sets refer to genes activated by 100 nM dexamethasone exclusively at 1, 2, or 3 h of treatment in wt GR cells. Shuffle refers to a version of those sets with the TSS regions randomized using bedtools shuffle, which serves as a negative control for GR ChIP co-occurrence^39^. (**C**) Motif logos from MEME motif discovery. Corresponding e-values from MEME are listed. Sequences were derived from GR ChIP peaks within 30 kb of TSSs. Similarity of each motif to the HOCOMOCO GR motif (GCR_HUMAN.H11MO.0.A) was quantified using Tomtom^42,89^.

We find that SoF Dex-dep. genes overlap with GR binding sites to the same degree as genes activated at 1 h, suggesting that the SoF Dex-dep. gene set primarily contains direct GR targets. In contrast, the distribution for the SoF Dex-ind. set is similar to the randomized shuffle set, suggesting that GR does not directly regulate these genes via chromatin binding (Fig. 5A). To complement our distance distribution results, we plotted the ratio of genes in each set with a GR ChIP peak within 30 kb of the TSS. This analysis serves as a more intuitive quantification of the overlap between TSSs and GR occupancy. This window size was chosen because GR preferentially binds at enhancers distal to gene TSSs^1^. Doing this, we again observe that SoF Dex-dep. genes overlap with GR binding sites in a similar way to genes activated at 1 h and that the SoF Dex-ind. genes have no more overlap than the corresponding shuffled set (Fig. 5B). These results suggest that the SoF Dex-dep. genes are direct GR targets while the SoF Dex-ind. genes are activated through a mechanism independent of direct GR-chromatin binding.

The downregulation of SoF Dex-dep. genes when comparing Ctrl GR to wt GR (Fig. 3B) was expected given the direct nature of their activation by GR. However, the upregulation of these same genes when comparing SoF GR to wt GR was surprising. Since DNA and RNA binding to GR is competitive in vitro, these observations could suggest that the GREs at these genes are more sensitive to DNA affinity perturbations^21^. This would be most relevant for the Ctrl or wt GR where RNA can more effectively compete with DNA for binding to GR relative to SoF GR. A situation where this could arise is in the presence of a half-GRE motif, which binds to GR-DBDext with weaker affinity than the full GRE^16,21,40,41^. We addressed this by performing de novo motif discovery with sequences derived from GR ChIP peaks that overlap with TSSs from genes of interest within a 30 kb window. We find that the SoF Dex-dep. motifs are very similar to the consensus full GRE motif (Fig. 5C)^15,16,42^. This suggests that a weaker GRE motif may not be a mediator of gene attenuation through GR-RNA binding. We note that this analysis does not address the potential impact of nucleotides flanking these GREs or the presence of composite, non-consensus GREs, both of which could affect GR affinity to these sites relative to a consensus GRE^14,43–45^.

### Genes repressed by GR-RNA binding cluster on chromosomes 3, 7, and 8

Our GR ChIP analysis strongly suggests that the SoF Dex-dep. genes are direct GR targets. To support this finding, we sought to determine the functional relationship between these genes and GR. We utilized Enrichr’s comprehensive gene set analysis to investigate if they are associated with other TFs or fall into specific pathways^46^. We first looked at SoF Dex-dep. genes and, as expected, they are enriched for both GR ChIP targets and glucocorticoid/nuclear receptor pathways (Fig. 6A). This supports our conclusion that RNA binding by GR reduces the transcriptional activation of direct and canonical GR targets. We also performed Enrichr analysis with the SoF 3h Rep. (repressed at 3 h, Fig. S10) and SoF Const. Rep. (constitutively repressed, Fig. S13) gene sets and only find ETS1 and POU2F1 ChIP targets to be significant, respectively (Fig. S14). Interestingly, POU2F1 (Oct-1) is known to interact with GR and contribute to gene activation at GREs with nearby octamer motifs^47,48^.

**Figure 6:**
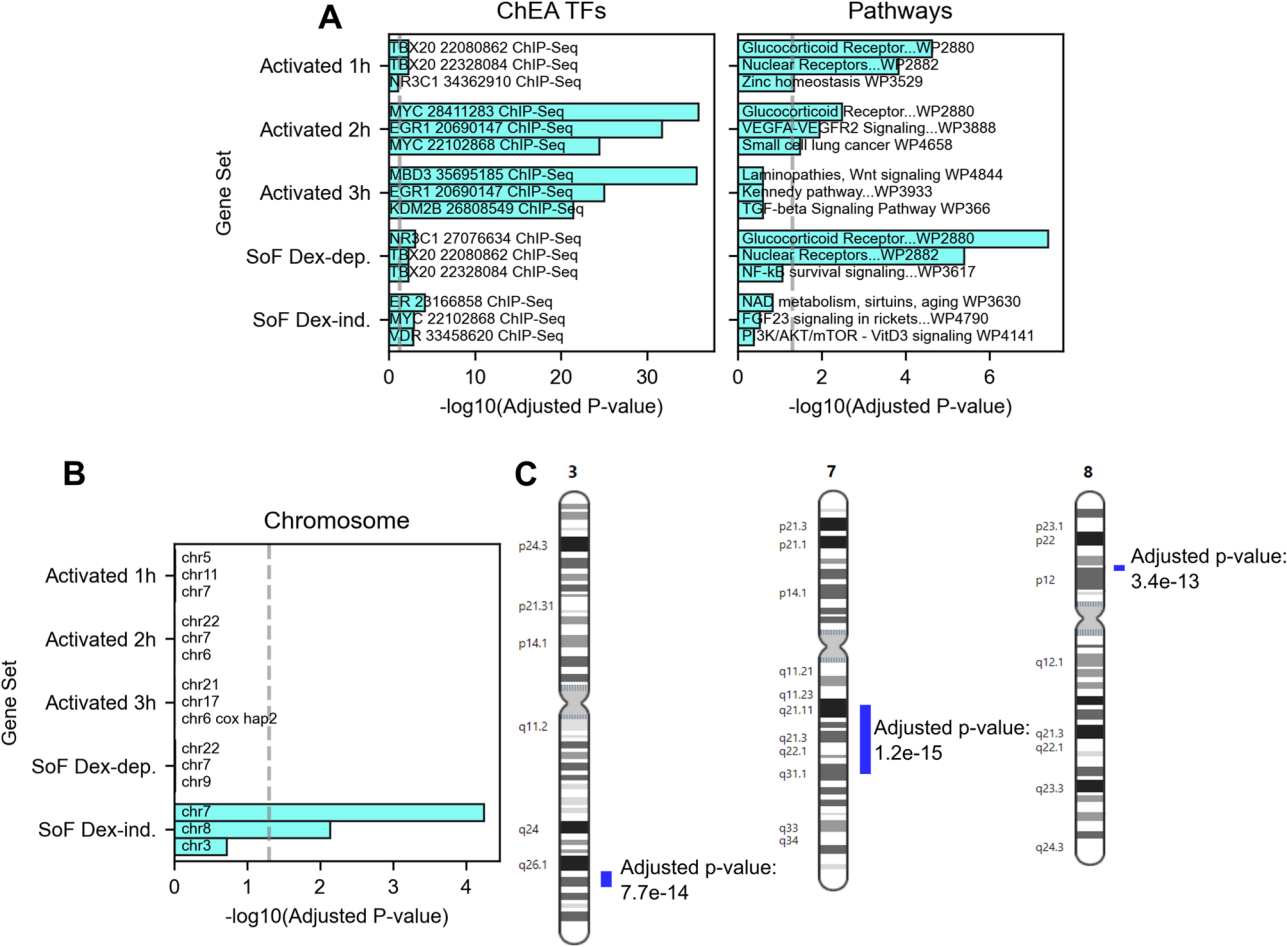
Genes activated in the absence of GR-RNA binding enrich for GR and NR pathways or specific chromosomes. (**A**,**B**) Enrichr gene set analysis with sets of interest for ChEA TF targets, WikiPathways (**A**), and chromosome (**B**)^46^. Plotted are the top three terms in each category based on the adjusted p-value. The pathway terms are shortened to fit in the plot. “Activated” refers to genes uniquely activated at 1, 2, or 3 h of 100 nM dexamethasone treatment. The dashed gray line indicates an adjusted p-value = 0.05. (**C**) Regions of chromosomal enrichment of SoF Dex-ind. genes based on output from the Positional Gene Enrichment tool^49^. Chromosomes 3, 7, and 8 are shown. Blue bars indicate enriched regions and their associated FDR-adjusted p-values are shown.

The SoF Dex-ind. genes do not correlate with GR ChIP signal, indicating that they are not direct GR targets, consistent with the fact that they are not responsive to dexamethasone. We next sought to determine common characteristics among SoF Dex-ind. genes that might point to their mechanism of action. Analysis of this gene set shows enrichment of non-GR TF targets with little functional correlation (Fig. 6A). While these genes do not display a canonical relationship to GR, the SoF Dex-ind. genes instead show a surprising positional correlation. About one-third of these genes are located contiguously on chromosomes 3, 7, and 8, whereas the other sets show no location enrichment (Fig. 6B). To support this finding, we used the Positional Gene Enrichment tool, which resulted in enrichment of the same chromosomes with defined enriched regions (Fig. 6C)^49^. This positional enrichment is unexpected and suggests a potential change in chromatin accessibility or architecture in the absence of GR-RNA binding independent of dexamethasone treatment.

## Discussion

Several studies have implicated RNA binding by GR in regulating expression of specific glucocorticoid-regulated genes, although the extent and significance of this activity is unknown^2,17–20^. Here, we specifically reduced GR-RNA affinity in cells and measured the impact on the dexamethasone-driven transcriptome. We find that distinct subsets of genes are further upregulated upon reduction of GR-RNA binding, both in response to and independent of dexamethasone treatment. Based on the trajectory of gene abundance, activation of dexamethasone-driven genes appears to be approaching its maximum at 3 h and that maximum level is higher upon attenuation of GR-RNA binding (Fig. S15). Consistent with this, a study of the dexamethasone-driven transcriptome in A549 cells shows that maximum gene activation was observed after about 3 h for some of these same genes^1^.

During continuous dexamethasone treatment, the maximum transcriptional response is dictated by the interplay between the residence time of GR on chromatin, proteasomal degradation of GR, and the binding of GR to chaperones^28,50–54^. Specifically, the proteasome is known to attenuate GR activation^28,50,51^. Additionally, perturbation of the proteasome or chaperone proteins affects the residence time of GR on chromatin, which is coupled to transcriptional output^52^. Given our results, we propose that RNA binding, either to the induced transcript or other proximal RNAs, could also similarly modulate GR’s residence time by competing with chromatin and repressing GR activity over continuous hormone stimulation (Fig. 7).

**Figure 7:**
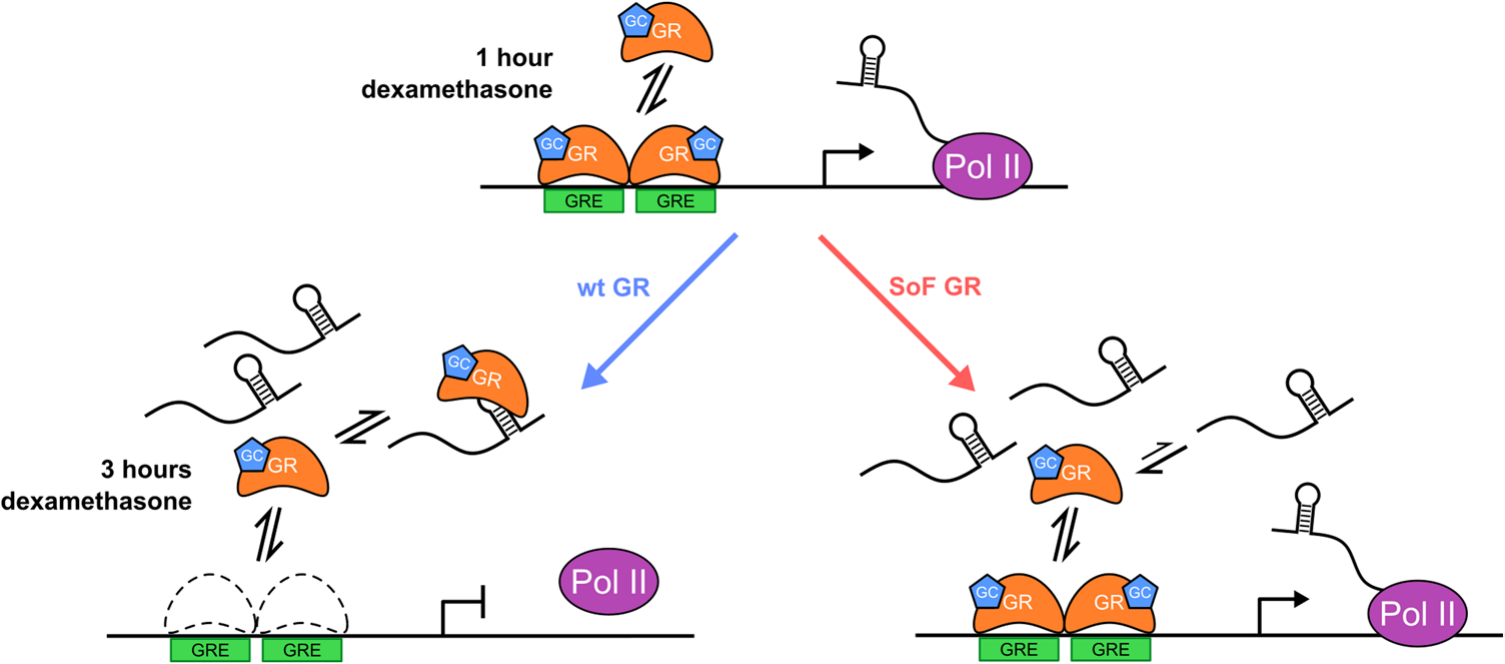
RNA limits activation of GR-bound genes. Model for repression of GR activity via RNA binding at sites of transcription. One hour after addition of dexamethasone, GR is present on chromatin at directly activated targets and transcription begins. After three hours of treatment, enough RNA is present to effectively compete GR off of chromatin and transcription reaches a maximum. However, if competitive binding between GR-DNA and GR-RNA complexes is skewed towards DNA binding, as in the case of the SoF GR, then the maximum for transcriptional activation will increase.

This activating effect of SoF GR was not universal, but instead affects just a subset of genes. While the origin of this specificity is unknown, based on our in vitro binding data and other in vivo studies, it may be that transcripts from this subset have a higher propensity for forming hairpin secondary structures that increases their affinity for GR binding^2,17,21^. 

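The text names 4 of the SoF Dex-dep. genes, and 0 of these 4 were enriched in the IP at 3 h by edgeR, adjusted over all genes or over the list alone. DESeq2 on the same 16 libraries also called 0 of them enriched. At an unadjusted p under 0.05, 1 of the 4 differed between IP and input, and it was lower in the IP. This was BIRC3 (chromosome 11 of GRCh38, 102317484 to 102339403, plus strand), which had 282 ± 22.5 normalized CPM (SD, n = 2) in the input and 162 ± 5.67 in the IP, a log2 fold change of -0.80 (standard error 0.14, adjusted p = 0.00119 from edgeR). With the offset for GC content and gene body length its log2 fold change was -0.25 (adjusted p = 0.43 from edgeR), with the offset and the replicate block together it was -0.25 (adjusted p = 0.00373 from edgeR), and its adjusted p over all the alternatives lay between 1.12e-19 and 0.43. TSC22D3 (chromosome X, 107713221 to 107777342, minus strand) had 4.86 ± 1.12 in the input and 6.84 ± 2.65 in the IP, a log2 fold change of 0.48 (standard error 0.29, adjusted p = 0.268 from edgeR). CEBPB (chromosome 20, 50190830 to 50192668, plus strand) had 26.7 ± 2.98 in the input and 28.7 ± 1.51 in the IP, a log2 fold change of 0.10 (standard error 0.25, adjusted p = 0.813 from edgeR). With the offset and the replicate block together, CEBPB was lower in the IP, at -0.42 (adjusted p = 0.0491 from edgeR, the lowest of its alternatives, of which the highest was 1). PDK4 (chromosome 7, 95583499 to 95596516, minus strand) had 6.79 ± 0.478 in the input and 5.49 ± 0.739 in the IP, a log2 fold change of -0.31 (standard error 0.31, adjusted p = 0.512 from edgeR). The IP counts were 29 and 18 for TSC22D3 and 20 and 18 for PDK4. Total RNA of the 4 genes was higher at 3 h than at 0 h in the input, with log2 fold changes of 5.78 for BIRC3, 3.76 for PDK4, 1.88 for CEBPB and 0.98 for TSC22D3 and adjusted p of 0.0236 or less from edgeR. The remaining genes of Fig. S16 were not tested as a list, since their names are given only in a picture.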

We note, however, that we did not observe specific enrichment of these SoF Dex-dep. genes in our GR-HaloTag RIP dataset (Fig. S16). This could be due to the potentially transient nature of these interactions or that the pulldown captures the bulk GR population, when only a subset is engaged in transcriptional activity. Additionally, we did not specifically test for RNA binding deficiencies in vivo in this study, however, the data from our in vitro study strongly suggests that the SoF GR mutation reduces GR-RNA binding^21^. As a result, validation of the detailed mechanism of this regulation will require further investigation.

Many factors influence the interaction between GR and chromatin and subsequent gene regulation. Our study does not account for non-uniformity in DNA affinity changes between our mutant GR constructs and the varied GRE sequence space among GR-regulated genes, especially in conjunction with co-regulatory factors^3,14,15,21^. These affinities were characterized with a single consensus GRE and both the SoF and Ctrl GR constructs may bind differently between GRE sequences. As DNA binding is known to have allosteric effects on GR, binding at varied GREs could impact also the ability for RNA to compete for binding^14,15,55^.

Our data are consistent with and extend the effects of GR-RNA association noted in other studies of a limited set of RNAs^2,20^. The ncRNA Gas5 was found to likewise repress GR transcriptional activity by binding to its DBD. The magnitude of repression was directly related to the increased abundance of Gas5 during serum starvation^2,20^. Our results corroborate this repressive RNA effect with a GR-centric approach and extend these findings to the whole transcriptome under normal tissue culture conditions. Specifically, Kino et al. found that the SoF Dex-dep. genes BIRC3 (cIAP2) and TSC22D3 (GILZ) were also repressed by Gas5^2^. Other genes found to be repressed by Gas5 were not contained in our SoF Dex-dep. set, but this could be due to our stringent threshold for inclusion in this set or cell type-specific gene regulation. In another study, the same GR-K492A mutation we identified as our SoF GR mutation showed increased activation of a luciferase reporter with a murine mammary tumor virus (MMTV) promoter, a model steroid receptor transcriptional activation reporter^56,57^. These observations corroborate our more comprehensive conclusion that RNA binding by GR represses direct GR targets.

Notably, GR-RNA binding repressed expression of a second group of genes independent of dexamethasone treatment (SoF Dex-ind.) that are spatially contiguous on chromatin. While an interpretation of this observation is necessarily speculative, it suggests that GR-RNA binding could contribute to the maintenance of chromatin accessibility or architecture in the regions enriched for SoF Dex-ind. genes. While GR is thought to be mostly cytoplasmic in the absence of glucocorticoids, several studies have observed GR nuclear localization to occur without ligand and in coordination with cell cycle phases^3,10,11,58–62^. Indeed, in the absence of dexamethasone, about half of the total anti-GR fluorescent signal in our immunofluorescence experiment was nuclear (Fig. 1E). Additionally, there is recent precedent for the role of RNA in maintaining nuclear compartments^63,64^. These results suggest that nuclear GR contributes to the maintenance of chromatin organization through association with RNA.

The region of GR critical for RNA binding overlaps with the nuclear localization signal and is prone is post-translational modification (Fig. 1A). Specifically, the CLOCK/BMAL1 circadian rhythm-regulated heterodimer was found to acetylate the lysines K480, K492, K494, and K495, though a direct connection between acetylation and nuclear localization has not been established^11,56^. Mutation of K492 to alanine, as in our SoF GR construct, would remove a potential acetylation site and could modulate GR activity separately from RNA binding. However, recent studies have suggested that acetylation of lysines in the RNA-binding proteins G3BP1, Tau, and FUS reduces their affinities to RNA^65–67^. These findings raise the intriguing possibility that RNA binding by GR could be regulated by modification of the basic residues critical for RNA-binding activity. The resulting reduced RNA affinity may mimic our results with SoF GR and potentiate binding to chromatin.

Competitive DNA/RNA binding likely extends to other nuclear receptors and other families of transcription factors as well. The region of basic residues implicated in GR-RNA binding is highly conserved among other nuclear receptors (Fig. S17) and there is a growing body of evidence for the regulation of estrogen receptor α (ERα) via RNA binding^68–70^. Recently it was found that ERα, like GR, binds RNA hairpins with high affinity and RNA also competes for binding with DNA^68^. Ablation of ERα-RNA affinity could have the same effect on the estradiol-driven transcriptome that we found with GR. However, the only established relationship thus far between ERα-RNA binding and the estradiol-driven transcriptome is recruitment to sites of repression via eRNA^69^. It is also becoming increasingly evident that this RNA binding phenomenon extends to many other TFs. YY1, SMAD3, SOX2, and TFIIIA among others have been shown to interact with RNA with the potential to modulate their transcriptional function, although not all of these TFs bind DNA and RNA competitively^71–77^. RNA-bound proteome studies have identified many more TFs, including some that contain arginine- and lysine-rich motifs akin to the basic RNA-binding region in GR that associated directly with RNA^78–80^. Based on our results with GR, negative feedback caused by RNA binding may be a fundamental feature of TFs to regulate transcriptional activity.

## Methods

### Cell culture and generation of stable GR-HaloTag-expressing cell lines

Parental U2OS cells were a gift from Dr. Amy Palmer’s lab (CU-Boulder), originally from ATCC (HTB-96). Cells were cultured in DMEM supplemented with 10% fetal bovine serum (FBS, Peak Serum Inc.) and 1 X penicillin–streptomycin (100 U/ml, 100 µg/ml, Life Technologies Corporation) in a humidified incubator maintained at 37 °C and 5% CO_2_. For experiments with dexamethasone treatment, charcoal-stripped FBS was used to remove background hormones. For every 50 mL FBS, 1 g activated charcoal (MilliporeSigma) was washed with sterile 40 mL 1 X PBS. PBS was aspirated and then 37.5 mg of dextran 70 (Tokyo Chemical Industries) and 50 mL FBS was added. FBS was rocked for 1 h at 4 °C and sterile filtered.

To generate stable cell lines, we first cloned wild-type or mutant (K492A or R470A) GR C-terminally tagged with HaloTag into the BamHI and EcoRI sites on the PiggyBac plasmid PB-CMV-MCS-EF1α-Puro (System Biosciences, PB510B-1)^22,23^. Cell lines were generated using the PiggyBac Transposon system via transfection with TransIT-LT1 transfection reagent (Mirus Bio). After 2 μg/mL puromycin selection, cells were sorted using FACS with HaloTag-conjugated Janelia Fluor 646 as the fluorescent marker (Promega). Cells were sorted into low, low-medium, medium–high, and high intensity fractions based on the signal distribution. Cell fractions for transcriptomics assays were selected to match nuclear signal between GR constructs after 30-min dexamethasone treatment using immunofluorescence (performed as stated in the following section).

### Measurement of GR translocation with immunofluorescence

Prior to final plating, each cell line was grown on a 6 cm dish using DMEM supplemented with 10% charcoal-stripped FBS and 1 X penicillin–streptomycin for at least 24 h. Cells were then plated on a 96-well polystyrene plate (Greiner, 655090) at about 1500 cells/well with the same stripped-serum DMEM. After about 3 days, the media was changed for stripped-serum DMEM containing 100 nM dexamethasone (MilliporeSigma) for 1, 2, or 3 h. The untreated cell media was replaced with media without dexamethasone. Dexamethasone treatment was stopped via fixation with 4% PFA in PBS. Cells were permeabilized in 0.1% Triton-X for 15 min at room temperature. We then blocked with 3% bovine serum albumin (BSA) at room temperature for 1 h. Cells were incubated with the anti-GR antibody G-5 (Santa Cruz Biotechnology, sc-393232) at a 1:500 dilution in 3% BSA overnight at 4ºC. This was followed by incubation with a goat anti-mouse antibody conjugated to Alexa Fluor 488 (Invitrogen, A-11001) in 3% BSA at a 1:1000 dilution for 1 h at room temperature. Nuclei staining was done using a 1:10,000 dilution of Hoechst in PBS for 15 min at room temperature. Between each step, two washes were done in each well using 100 μL PBS per wash. Images were obtained on a Nikon TiE microscope using a 10 × 0.4 numerical aperture objective. Nuclear GR signal was quantified from a nuclear mask, which was generated using Otsu’s method on cells stained for Hoechst. The cytoplasmic signal was extracted using a four-pixel-wide cytoplasmic ring dilated from the nuclear mask. The regionprops function in MATLAB was used to quantify the mean signal for both the nucleus and cytoplasm of each cell using the binary masks. The mean nuclear and cytoplasmic signal for each imaged cell was used to compare GR expression between cell lines or to calculate the nuclear fraction of total signal (the ratio of nuclear signal to the sum of nuclear and cytoplasmic signals).

### RNA immunoprecipitation of GR-HaloTag

Protocol was adapted from Holmes et al. with HaloTag-specific adaptations from Gu et al.^30,75^. U2OS cells stably expressing wt GR-HaloTag were grown to 10–15 million cells on 15 cm dishes in stripped-serum DMEM. Media was replaced with stripped-serum DMEM containing 100 nM dexamethasone for the treated samples or 0.01% ethanol (volume equivalent) for untreated samples. After 3 h of treatment, media was replaced with 13 mL ice cold 1 X PBS and the dish was subjected to 400 mJ/cm^2^ of 254 nm UV radiation (Stratalinker 1800). Cells were then harvested by scraping and transferred to a 15 mL conical tube. Cells were pelleted at 4 °C, 500×*g* for 5 min. Pellet was then washed in 1 mL ice cold 1 X PBS and pelleted at 4 °C, 4000×*g* for 75 s. PBS was aspirated and cell pellet was flash frozen in liquid nitrogen. Pellets were stored at − 70 °C.

Cell pellets were thawed and resuspended in 500 mL cold lysis buffer (50 mM Tris pH 8.0 at 4 °C, 150 mM NaCl, 0.1% SDS, 1% Triton X-100, 5 mM EDTA, 0.5% sodium deoxycholate, 1 mM DTT, 1 X protease inhibitor cocktail (Promega, G652A), and 100 U/mL RNaseOUT (Invitrogen)). Care must be taken to use protease inhibitor cocktails without AEBSF to avoid inhibition of HaloTag activity. Resuspension was rested on ice for 10 min and then cells were lysed with sonication (Bioruptor UCD-200) in an ice bath on high power, 30 s on/off for 10 min. Cell lysate was centrifuged at 16,100×*g* at 4 °C for 10 min. Supernatant was diluted with 500 μL of dilution buffer (50 mM Tris pH 8.0 at 4 °C, 150 mM NaCl, 5 mM EDTA, 1 mM DTT, 1 X protease inhibitor cocktail (Promega, G652A), and 100 U/mL RNaseOUT). 50 μL of the diluted supernatant was aliquoted as the input sample. 100 μL Magne HaloTag beads (Promega, G7281) were then washed in 200 μL dilution buffer. Diluted supernatant was added to the beads and rotated at 4 °C for 2 h. After bead incubation, supernatant was discarded and beads were washed 3 times with 200 μL high-salt PBST wash buffer (1 X PBS, 500 mM NaCl, 0.1% Triton X-100, 1 mM DTT, 100 U/mL RNaseOUT) and 2 times with 200 μL PBST wash buffer (1 X PBS, 0.1% Triton X-100, 1 mM DTT, 100 U/mL RNaseOUT). Beads were then washed three times with 200 μL 8 M urea with 3-min incubations for each. Then beads were washed three times with 200 μL SDS wash buffer (10% SDS, 50 mM Tris pH 8.0 at 4 °C, 1 mM EDTA, 1 mM DTT, 0.1% Triton X-100) with 3-min incubations for each. To wash out remaining denaturing washes, beads were again washed 3 times with 200 μL PBST wash buffer. Supernatant was removed and beads were stored overnight at − 20 °C. The purity of the pulldown was assessed using SDS-PAGE followed by silver stain and a parallel western blot using anti-GR antibody G-5 (Santa Cruz Biotechnology, sc-393232) as the primary antibody at a 1:100 dilution in TBS-T with 3% BSA. The secondary antibody was an HRP-conjugated rabbit anti-mouse antibody (Invitrogen, 31450) at a 1:5000 dilution in TBS-T with 3% BSA.

To isolate RNAs, beads were resuspended in 50 μL of nuclease-free water and 33 μL of 3 X reverse-crosslinking buffer (3 X PBS, 6% N-lauroyl sarcosine, 30 mM EDTA, 15 mM DTT, 2424 U/mL RNaseOUT). The same volume of 3 X reverse-crosslinking buffer was added to the input sample. 20 μL proteinase K (New England Biolabs) was then added to each sample. Samples were heated at 42 °C and 53 °C for one hour each with agitation every 10 min. Each sample was then mixed with 1 mL TRIzol (Invitrogen) and 200 μL chloroform followed by 20 s of vortex. Samples were centrifuged at 16,000×*g* for 15 min at 4 °C and the aqueous layer was transferred to a new tube. Each sample aqueous layer was then mixed with 500 μL isopropanol and 1 μL GlycoBlue (Invitrogen) and incubated at 4 °C for 10 min. Samples were centrifuged at 12,000×*g* for 10 min at 4 °C to pellet, supernatant was removed, and pellets were allowed to air dry for 5 min. Pellets were then resuspended in 85 μL nuclease-free water, 10 μL of 10 X DNase I reaction buffer, and 1 μL DNase I (New England Biolabs) and incubated at room temperature for 15 min. RNA was cleaned using the RNeasy MinElute Cleanup kit (Qiagen) with the quick start protocol. RNA was eluted in 14 μL nuclease-free water and frozen at − 20 °C.

RNA libraries were prepared using the KAPA RNA HyperPrep kit with RiboErase (Roche). For input samples, 1000 ng total RNA was used as input. For IP samples, 10 μL of sample was used due to low yield. Dual-index adapters including unique molecular identifiers were used to avoid PCR duplicates (IDT). For IP samples, 200 nM adapter stocks were used to avoid adapter contamination. Input sample libraries were PCR amplified for 9 cycles and IP sample libraries were amplified for 17 cycles. Samples were then sequenced on an Illumina NovaSEQ 6000 for 2 × 150 bp paired-end reads at the University of Colorado School of Medicine Genomics and Microarray Core Facility. Samples were sequenced to 18–24 million reads.

### 4-thiouridine (4sU) labeling and RNA isolation

Labeling was performed using a protocol adapted by the Goodrich-Kugel Lab (CU-Boulder) from Garibaldi et al.^81^. Briefly, each cell line was grown to about 80% confluence on 10 cm dishes in stripped-serum DMEM. Media was replaced with stripped-serum DMEM containing 100 nM dexamethasone for the treated samples or 0.01% ethanol (volume equivalent) for untreated samples. During the final hour of each treatment, media was supplemented with 200 µM 4-thiouridine (4sU, MilliporeSigma) to label newly transcribed RNAs. The untreated sample received 4sU for 1 h as well. At the end of treatment, cells were lysed by adding 3 mL TRIzol (Invitrogen) directly to the dish and incubating for 5 min. Total RNA was purified from the aqueous TRIzol fraction using isopropanol precipitation.

### 4sU-labeled RNA biotinylation and pulldown

Biotinylation was performed using a protocol adapted by the Goodrich-Kugel Lab (CU-Boulder) from Garibaldi et al.^81^. To biotinylate 4sU-labeled RNAs, we mixed 50–70 μg of total RNA with the biotinylation reaction buffer containing 10 mM HEPES pH 7.5, 1 mM EDTA, and 0.1 mg/mL biotin-MTSEA-XX in dimethylformamide (Biotium). Reaction was carried out for 30 min in the dark at room temperature and was followed by phenol–chloroform extraction and isopropanol precipitation. Streptavidin pulldown of biotinylated RNAs was performed using the μMACS streptavidin kit (Miltenyi Biotec) and RNAs were eluted with 100 mM DTT. Biotinylated RNAs were then precipitated in ethanol, resuspended in water, and frozen at − 20 °C. Typical yields were 2% of total RNA based on Qubit quantification. Biotinylation and pulldown were done in sample replicate pairs to reduce variability from the pulldown. The quality of purified RNA was assessed using a TapeStation (Agilent).

### Biotinylated RNA library preparation and sequencing

RNA libraries were prepared using the KAPA RNA HyperPrep kit with RiboErase (Roche). 400 ng of biotinylated RNA was used as input. Dual-index adapters including unique molecular identifiers were used to avoid PCR duplicates (IDT). Libraries were PCR amplified for 8 cycles and sequenced on an Illumina NovaSEQ 6000 for 2 × 150 bp paired-end reads at the University of Colorado School of Medicine Genomics and Microarray Core Facility. Samples were sequenced to 24–36 million reads.

### 4sU-seq analysis

Reads were tagged with UMIs using UMI-tools (v1.1.2)^82^. Reads were then trimmed using Trim Galore (v0.6.6) using the following parameters: -2colour 20, -paired^83^. Trimmed reads were aligned to the hg38 genome assembly using STAR (v2.7.3a) and deduplicated using UMI-tools (v1.1.2) using the following parameters: -paired, -unpaired-reads discard, -chimeric-pairs discard^84^. Deduplicated read coverage over exons was counted using featureCounts (Rsubread v2.0.1, R v4.0.3) and Gencode v39 gene annotations (https://www.gencodegenes.org/human/release_39.html)^38,85^.

Differential expression analysis was performed using DESeq2 (v1.34.0)^86^. For each cell line, differential expression results were obtained for each treatment time versus zero dexamethasone (0.01% ethanol). Results were also separately generated for each mutant versus the wild-type GR sample ignorant of treatment time. Time-dependent results were used to identify genes with stronger activation in the separation-of-function GR sample (“SoF Dex-dep.” genes). Mutation-dependent DESeq2 results were used to identify genes constitutively upregulated in the separation-of-function GR sample (“SoF Dex-ind.” genes). To select SoF Dex-dep. genes, bivariate outliers of log2 fold change between mutant samples at 3 h of dexamethasone treatment were identified using the minimum covariance determinant function provided by scikit-learn^87^. Outliers whose treatment fold changes were statistically significant (adjusted p-value < 0.05) in the SoF GR sample or both were then compared to a linear regression fit between the log2 fold changes of statistically significant genes from each sample to determine which genes exhibited the largest discrepancy in activation between SoF and Ctrl GR samples. Visual representations of this analysis can be found in Figs. S6 and 3A. The Enrichr web-based application was used for gene set enrichment and the Positional Gene Enrichment tool was used for determining enrichment of specific chromosomal regions^46,49^.

### RT-qPCR for measuring gene expression

Each cell line was grown to approximately 80% confluence in 6-well plates in stripped-serum DMEM. Media was replaced with stripped-serum DMEM containing 100 nM dexamethasone for the treated samples or 0.01% ethanol (volume equivalent) for untreated samples. At the end of treatment, cells were lysed by adding 500 μL TRIzol (Invitrogen) directly to the well and incubating for 5 min. Total RNA was purified from the aqueous TRIzol fraction using isopropanol precipitation. RT-qPCR was then carried out using the Luna Universal One-Step RT-qPCR Kit (New England Biolabs). 50 ng of total RNA was used in each reaction as the template and the forward and reverse primers for each gene added to a final concentration of 400 nM. Primer sequences can be found in Table S1. To calculate the relative expression of each gene, we first determined the ΔC_q_ values for each gene compared to our control gene RPLP0 (C_q, gene_ – C_q, RPLP0_). We then calculated the ΔΔC_q_ values between time points (ΔC_q, 3 h_ – ΔC_q, 0_) or GR mutant samples (ΔC_q, mutant_ – ΔC_q, wt_). This value was used to determine relative expression (relative expression = 2^−ΔΔCq^).

### ChIP-seq analysis

The U2OS GR ChIP-seq datasets used were from GSE109383 and GSE163398^37^. The nf-core/chipseq pipeline was used for data processing and bedtools intersect was used to select GR ChIP peaks present in both datasets^39,88^. Bedtools reldist and window functions were used to compare our 4sU gene sets to GR ChIP peaks^39^. XSTREME from the MEME-suite was used for motif discovery and comparison using sequences from relevant ChIP peaks^89^.

## Supplementary Information

Supplementary Information.

## Data Availability

Scripts for data processing and analysis can be found on Github (https://github.com/nicklammer). Raw and processed 4sU-seq and RIP-seq data can be found on GEO (4sU: GSE216337; RIP: GSE217888).

## References

[1] McDowell IC (2018). Glucocorticoid receptor recruits to enhancers and drives activation by motif-directed binding. Genome Res..

[2] Kino T, Hurt DE, Ichijo T, Nader N, Chrousos GP (2010). Noncoding RNA Gas5 is a growth arrest- and starvation-associated repressor of the glucocorticoid receptor. Sci. Signal..

[3] Weikum ER, Knuesel MT, Ortlund EA, Yamamoto KR (2017). Glucocorticoid receptor control of transcription: Precision and plasticity via allostery. Nat. Rev. Mol. Cell Biol..

[4] Ramamoorthy S, Cidlowski JA (2013). Ligand-induced repression of the glucocorticoid receptor gene is mediated by an NCoR1 repression complex formed by long-range chromatin interactions with intragenic glucocorticoid response elements. Mol. Cell. Biol..

[5] Bothe M, Buschow R, Meijsing SH (2021). Glucocorticoid signaling induces transcriptional memory and universally reversible chromatin changes. Life Sci. Alliance.

[6] Kadmiel M, Cidlowski JA (2013). Glucocorticoid receptor signaling in health and disease. Trends Pharmacol. Sci..

[7] Lee S, Krüger BT, Ignatius A, Tuckermann J (2022). Distinct glucocorticoid receptor actions in bone homeostasis and bone diseases. Front. Endocrinol..

[8] Adcock IM, Ito K (2005). Glucocorticoid pathways in chronic obstructive pulmonary disease therapy. Proc. Am. Thorac. Soc..

[9] Horby P (2021). Dexamethasone in hospitalized patients with Covid-19. N. Engl. J. Med..

[10] Htun H, Barsony J, Renyi I, Gould DL, Hager GL (1996). Visualization of glucocorticoid receptor translocation and intranuclear organization in living cells with a green fluorescent protein chimera. Proc. Natl. Acad. Sci..

[11] Savory JGA (1999). Discrimination between NL1- and NL2-mediated nuclear localization of the glucocorticoid receptor. Mol. Cell. Biol..

[12] Reddy TE (2009). Genomic determination of the glucocorticoid response reveals unexpected mechanisms of gene regulation. Genome Res..

[13] Luisi BF (1991). Crystallographic analysis of the interaction of the glucocorticoid receptor with DNA. Nature.

[14] Meijsing SH (2009). DNA binding site sequence directs glucocorticoid receptor structure and activity. Science.

[15] Watson LC (2013). The glucocorticoid receptor dimer interface allosterically transmits sequence-specific DNA signals. Nat. Struct. Mol. Biol..

[16] Schiller BJ, Chodankar R, Watson LC, Stallcup MR, Yamamoto KR (2014). Glucocorticoid receptor binds half sites as a monomer and regulates specific target genes. Genome Biol..

[17] Ishmael FT (2011). The human glucocorticoid receptor as an RNA-binding protein: Global analysis of glucocorticoid receptor-associated transcripts and identification of a target RNA motif. J. Immunol..

[18] Cho H (2015). Glucocorticoid receptor interacts with PNRC2 in a ligand-dependent manner to recruit UPF1 for rapid mRNA degradation. Proc. Natl. Acad. Sci..

[19] Park OH (2016). Identification and molecular characterization of cellular factors required for glucocorticoid receptor-mediated mRNA decay. Genes Dev..

[20] Hudson WH (2014). Conserved sequence-specific lincRNA–steroid receptor interactions drive transcriptional repression and direct cell fate. Nat. Commun..

[21] Parsonnet NV, Lammer NC, Holmes ZE, Batey RT, Wuttke DS (2019). The glucocorticoid receptor DNA-binding domain recognizes RNA hairpin structures with high affinity. Nucleic Acids Res..

[22] Los GV (2008). HaloTag: A novel protein labeling technology for cell imaging and protein analysis. ACS Chem. Biol..

[23] Ding S (2005). Efficient transposition of the piggyBac (PB) transposon in mammalian cells and mice. Cell.

[24] Rogatsky I, Trowbridge JM, Garabedian MJ (1997). Glucocorticoid receptor-mediated cell cycle arrest is achieved through distinct cell-specific transcriptional regulatory mechanisms. Mol. Cell. Biol..

[25] Rogatsky I (2003). Target-specific utilization of transcriptional regulatory surfaces by the glucocorticoid receptor. Proc. Natl. Acad. Sci..

[26] Meijsing SH, Elbi C, Luecke HF, Hager GL, Yamamoto KR (2007). The ligand binding domain controls glucocorticoid receptor dynamics independent of ligand release. Mol. Cell. Biol..

[27] Tiwari M, Oasa S, Yamamoto J, Mikuni S, Kinjo M (2017). A quantitative study of internal and external interactions of homodimeric glucocorticoid receptor using fluorescence cross-correlation spectroscopy in a live cell. Sci. Rep..

[28] Pujols L (2001). Expression of the Human glucocorticoid receptor α and β isoforms in human respiratory epithelial cells and their regulation by dexamethasone. Am. J. Respir. Cell Mol. Biol..

[29] Stavreva DA (2019). Transcriptional bursting and co-bursting regulation by steroid hormone release pattern and transcription factor mobility. Mol. Cell.

[30] Gu J (2018). GoldCLIP: Gel-omitted Ligation-dependent CLIP. Genomics Proteomics Bioinformatics.

[31] Rutkowski AJ (2015). Widespread disruption of host transcription termination in HSV-1 infection. Nat. Commun..

[32] Schwalb B (2016). TT-seq maps the human transient transcriptome. Science.

[33] Kino T (2009). Glucocorticoid receptor (GR) β has intrinsic, GRα-independent transcriptional activity. Biochem. Biophys. Res. Commun..

[34] Lewis-Tuffin LJ, Jewell CM, Bienstock RJ, Collins JB, Cidlowski JA (2007). Human glucocorticoid receptor β binds RU-486 and is transcriptionally active. Mol. Cell. Biol..

[35] Hudson WH, Youn C, Ortlund EA (2013). The structural basis of direct glucocorticoid-mediated transrepression. Nat. Struct. Mol. Biol..

[36] Frank F, Okafor CD, Ortlund EA (2018). The first crystal structure of a DNA-free nuclear receptor DNA binding domain sheds light on DNA-driven allostery in the glucocorticoid receptor. Sci. Rep..

[37] Lee BH, Stallcup MR (2018). Different chromatin and DNA sequence characteristics define glucocorticoid receptor binding sites that are blocked or not blocked by coregulator Hic-5. PLoS ONE.

[38] Frankish A (2019). GENCODE reference annotation for the human and mouse genomes. Nucleic Acids Res..

[39] Quinlan AR, Hall IM (2010). BEDTools: A flexible suite of utilities for comparing genomic features. Bioinformatics.

[40] Lim H-W (2015). Genomic redistribution of GR monomers and dimers mediates transcriptional response to exogenous glucocorticoid in vivo. Genome Res..

[41] Johnson TA, Paakinaho V, Kim S, Hager GL, Presman DM (2021). Genome-wide binding potential and regulatory activity of the glucocorticoid receptor’s monomeric and dimeric forms. Nat. Commun..

[42] Kulakovskiy IV (2018). HOCOMOCO: Towards a complete collection of transcription factor binding models for human and mouse via large-scale ChIP-Seq analysis. Nucleic Acids Res..

[43] Le DD (2018). Comprehensive, high-resolution binding energy landscapes reveal context dependencies of transcription factor binding. Proc. Natl. Acad. Sci..

[44] Levo M (2015). Unraveling determinants of transcription factor binding outside the core binding site. Genome Res..

[45] Schöne S (2016). Sequences flanking the core-binding site modulate glucocorticoid receptor structure and activity. Nat. Commun..

[46] Chen EY (2013). Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinform..

[47] Préfontaine GG (1999). Selective binding of steroid hormone receptors to octamer transcription factors determines transcriptional synergism at the mouse mammary tumor virus promoter. J. Biol. Chem..

[48] Préfontaine GG (1998). Recruitment of octamer transcription factors to DNA by glucocorticoid receptor. Mol. Cell. Biol..

[49] De Preter K, Barriot R, Speleman F, Vandesompele J, Moreau Y (2008). Positional gene enrichment analysis of gene sets for high-resolution identification of overrepresented chromosomal regions. Nucleic Acids Res..

[50] Wallace AD, Cidlowski JA (2001). Proteasome-mediated glucocorticoid receptor degradation restricts transcriptional signaling by glucocorticoids. J. Biol. Chem..

[51] Deroo BJ (2002). Proteasomal inhibition enhances glucocorticoid receptor transactivation and alters its subnuclear trafficking. Mol. Cell. Biol..

[52] Stavreva DA, Müller WG, Hager GL, Smith CL, McNally JG (2004). Rapid glucocorticoid receptor exchange at a promoter is coupled to transcription and regulated by chaperones and proteasomes. Mol. Cell. Biol..

[53] Kinyamu HK, Archer TK (2007). Proteasome activity modulates chromatin modifications and rna polymerase II phosphorylation to enhance glucocorticoid receptor-mediated transcription. Mol. Cell. Biol..

[54] Wallace AD, Cao Y, Chandramouleeswaran S, Cidlowski JA (2010). Lysine 419 targets human glucocorticoid receptor for proteasomal degradation. Steroids.

[55] Presman DM (2016). DNA binding triggers tetramerization of the glucocorticoid receptor in live cells. Proc. Natl. Acad. Sci..

[56] Nader N, Chrousos GP, Kino T (2009). Circadian rhythm transcription factor CLOCK regulates the transcriptional activity of the glucocorticoid receptor by acetylating its hinge region lysine cluster: Potential physiological implications. FASEB J..

[57] Fletcher TM (2000). Structure and dynamic properties of a glucocorticoid receptor-induced chromatin transition. Mol. Cell. Biol..

[58] Carrigan A (2007). An active nuclear retention signal in the glucocorticoid receptor functions as a strong inducer of transcriptional activation. J. Biol. Chem..

[59] Vandevyver S, Dejager L, Libert C (2012). On the trail of the glucocorticoid receptor: Into the nucleus and back. Traffic.

[60] Galigniana MD, Echeverría PC, Erlejman AG, Piwien-Pilipuk G (2010). Role of molecular chaperones and TPR-domain proteins in the cytoplasmic transport of steroid receptors and their passage through the nuclear pore. Nucleus.

[61] Mazaira GI, Echeverria PC, Galigniana MD (2020). Nucleocytoplasmic shuttling of the glucocorticoid receptor is influenced by tetratricopeptide repeat-containing proteins. J. Cell Sci..

[62] Matthews L (2011). Cell cycle phase regulates glucocorticoid receptor function. PLoS ONE.

[63] Quinodoz SA (2021). RNA promotes the formation of spatial compartments in the nucleus. Cell.

[64] Jachowicz JW (2022). Xist spatially amplifies SHARP/SPEN recruitment to balance chromosome-wide silencing and specificity to the X chromosome. Nat. Struct. Mol. Biol..

[65] Ukmar-Godec T (2019). Lysine/RNA-interactions drive and regulate biomolecular condensation. Nat. Commun..

[66] Arenas A (2020). Lysine acetylation regulates the RNA binding, subcellular localization and inclusion formation of FUS. Hum. Mol. Genet..

[67] Gal J (2019). The acetylation of lysine-376 of G3BP1 regulates RNA binding and stress granule dynamics. Mol. Cell. Biol..

[68] Steiner HR, Lammer NC, Batey RT, Wuttke DS (2022). An extended DNA binding domain of the estrogen receptor alpha directly interacts with RNAs in vitro. Biochemistry.

[69] Yang M (2020). Enhancer RNAs mediate estrogen-induced decommissioning of selective enhancers by recruiting ERα and its cofactor. Cell Rep..

[70] Xu Y (2021). ERα is an RNA-binding protein sustaining tumor cell survival and drug resistance. Cell.

[71] Jeon Y, Lee JT (2011). YY1 Tethers Xist RNA to the inactive X nucleation center. Cell.

[72] Sigova AA (2015). Transcription factor trapping by RNA in gene regulatory elements. Science.

[73] Davis BN, Hilyard AC, Nguyen PH, Lagna G, Hata A (2010). Smad proteins bind a conserved RNA sequence to promote microRNA maturation by Drosha. Mol. Cell.

[74] Dickey TH, Pyle AM (2017). The SMAD3 transcription factor binds complex RNA structures with high affinity. Nucleic Acids Res..

[75] Holmes ZE (2020). The Sox2 transcription factor binds RNA. Nat. Commun..

[76] Pelham HR, Brown DD (1980). A specific transcription factor that can bind either the 5S RNA gene or 5S RNA. Proc. Natl. Acad. Sci. USA..

[77] Setzer DR, Menezes SR, Rio SD, Hung VS, Subramanyan G (1996). Functional interactions between the zinc fingers of Xenopus transcription factor IIIA during 5S rRNA binding. RNA.

[78] Niessing D (2000). Homeodomain position 54 specifies transcriptional versus translational control by bicoid. Mol. Cell.

[79] He C (2016). High-resolution mapping of RNA-binding regions in the nuclear proteome of embryonic stem cells. Mol. Cell.

[80] Castello A (2016). Comprehensive identification of RNA-binding domains in human cells. Mol. Cell.

[81] Garibaldi A, Carranza F, Hertel KJ (2017). Isolation of newly transcribed RNA using the metabolic label 4-thiouridine. Methods Mol. Biol. Clifton NJ.

[82] Smith T, Heger A, Sudbery I (2017). UMI-tools: Modeling sequencing errors in Unique Molecular Identifiers to improve quantification accuracy. Genome Res..

[83] Krueger, F. Trim Galore! https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/.

[84] Dobin A (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[85] Liao Y, Smyth GK, Shi W (2019). The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res..

[86] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[87] Pedregosa F (2011). Scikit-learn: Machine learning in python. J. Mach. Learn. Res..

[88] Ewels PA (2020). The nf-core framework for community-curated bioinformatics pipelines. Nat. Biotechnol..

[89] Bailey TL, Johnson J, Grant CE, Noble WS (2015). The MEME suite. Nucleic Acids Res..

# Supplementary material for: RNA binding by the glucocorticoid receptor attenuates dexamethasone-induced gene activation
**Source:** Sci Rep. 2023 Jun 9;13:9385. doi: 10.1038/s41598-023-35549-y
**Supplement:** Supplementary file 1 — Supplementary Information.

**Supplementary Information**

**RNA binding by the Glucocorticoid Receptor Attenuates Dexamethasone-Induced Gene Activation**

Nickolaus C. Lammer, Humza M. Ashraf, Daniella A. Ugay, Sabrina L. Spencer, Mary A. Allen, Robert T. Batey, Deborah S. Wuttke

Contents

Figure S1: Silver stain and western blot of GR-HaloTag pulldown (RIP)

Figure S2: PCA of gene coverage from each replicate plotted using DESeq2

Figure S3: UpSet plots comparing differential expression from dexamethasone treatment

Figure S4: Heatmap of gene abundance for genes differentially expressed in wt GR cells

Figure S5: Pairwise fold change scatter plots for differential expression after dexamethasone treatment

Figure S6: Pairwise fold change scatter plot outliers

Figure S7: Representative gene tracks, normalized gene counts, and relative expression for SoF Dex-dep. genes

Figure S8: Heatmap of SoF Dex-dep. gene abundance

Figure S9: Genes downregulated in SoF GR cells relative to Ctrl and wt GR cells

Figure S10: Heatmap of gene abundance for activated genes downregulated in SoF (SoF 3h Rep.)

Figure S11: Representative gene tracks, normalized gene counts, and relative expression for SoF Dex-ind. genes

Figure S12: Heatmap of SoF Dex-ind. gene abundance

Figure S13: Heatmap of gene abundance for genes constitutively downregulated in SoF (SoF Const. Rep.)

Figure S14: Enrichr plot for SoF 3h Rep. and SoF Const. Rep. gene sets

Figure S15: Line plots of SoF Dex-dep. and SoF Dex-ind. gene abundance

Figure S16: Abundance of SoF Dex-dep. genes from GR-HaloTag RIP-seq

Figure S17: Alignment of select nuclear receptor DNA-binding domains with hinge regions

Table S1: RT-qPCR primers

| **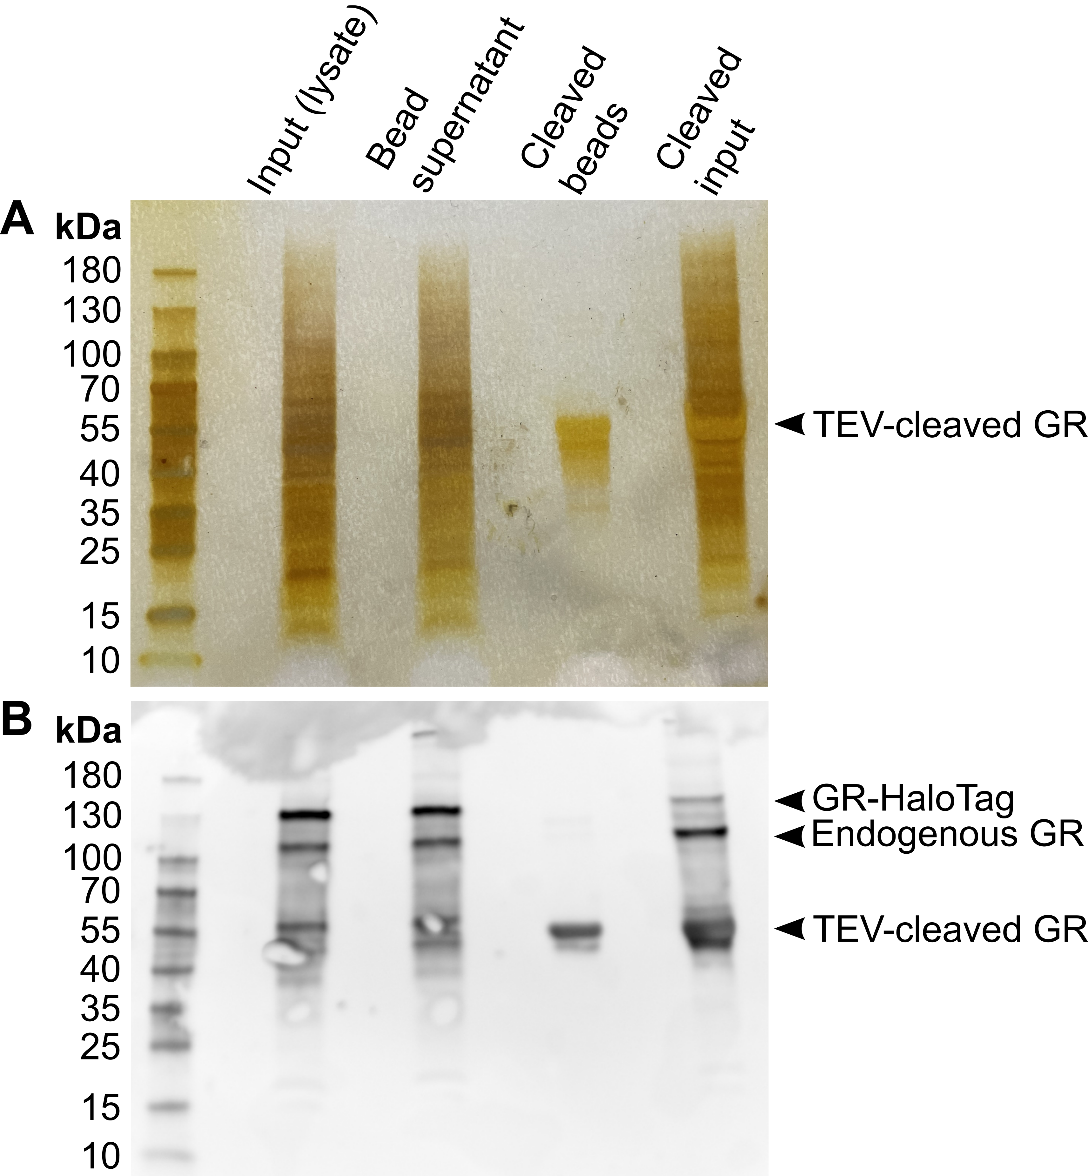** |
| --- |
| **Figure S1. Silver stain and western blot of GR-HaloTag pulldown (RIP).** (A and B) Silver stain (A) and western blot (B) showing the quality of the HaloTag pulldown used in the RIP experiment. Samples included are protein markers, input (cell lysate), the supernatant after incubation of the lysate with the HaloTag-capturing beads, bead sample after TEV cleavage, and input after TEV cleavage. TEV cleavage produces a product shorter than endogenous GR which required the inclusion of TEV-cleaved input. |

| **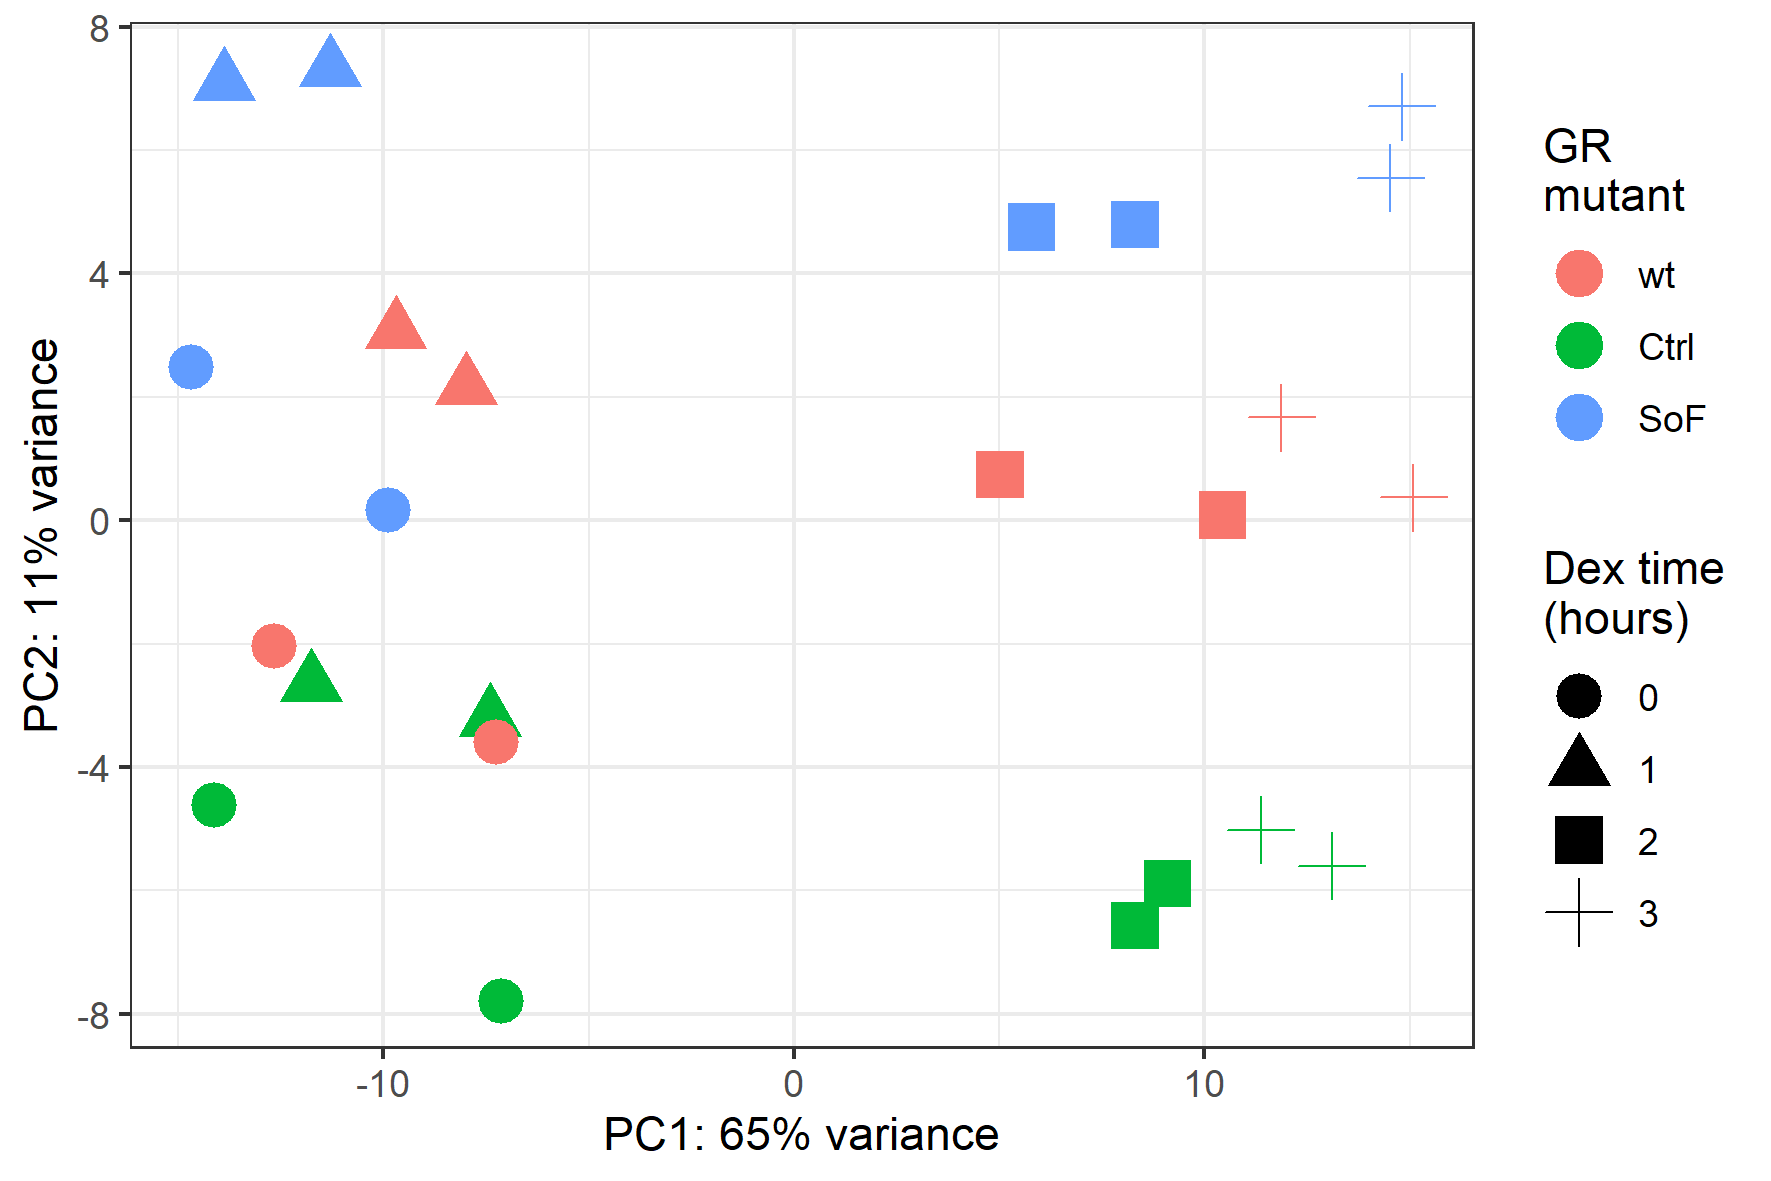** |
| --- |
| **Figure S2. PCA of gene coverage from each replicate plotted using DESeq2.** Regularized log transformed count data for each 4sU-seq replicate was used to make PCA plots in DESeq2. The PCA plot is grouped by GR mutant (colors) and treatment time (shapes). Dots with the same shape and color represent replicates (n = 2). |

| **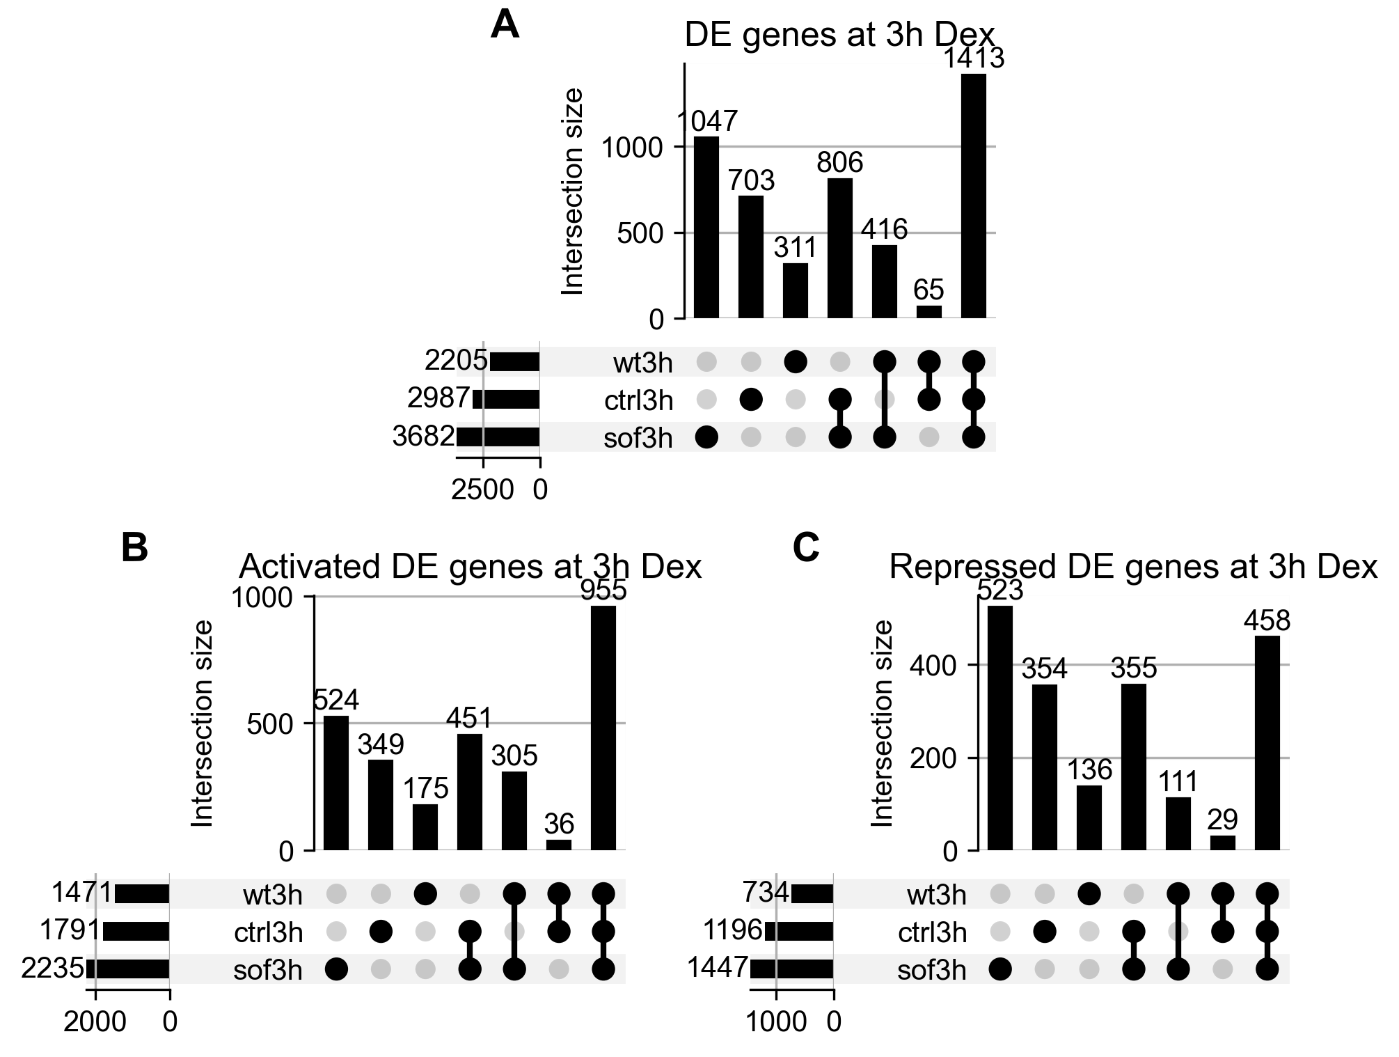** |
| --- |
| **Figure S3. UpSet plots comparing differential expression from dexamethasone treatment.** UpSet plots showing the overlap of genes differentially expressed after 3 hours of 100 nM dexamethasone treatment in each GR cell line. Differential expression is defined as having a fold change adjusted p-value < 0.05. Plots of all differentially expressed genes (A), activated genes (B), and repressed genes (C) and shown. |

| **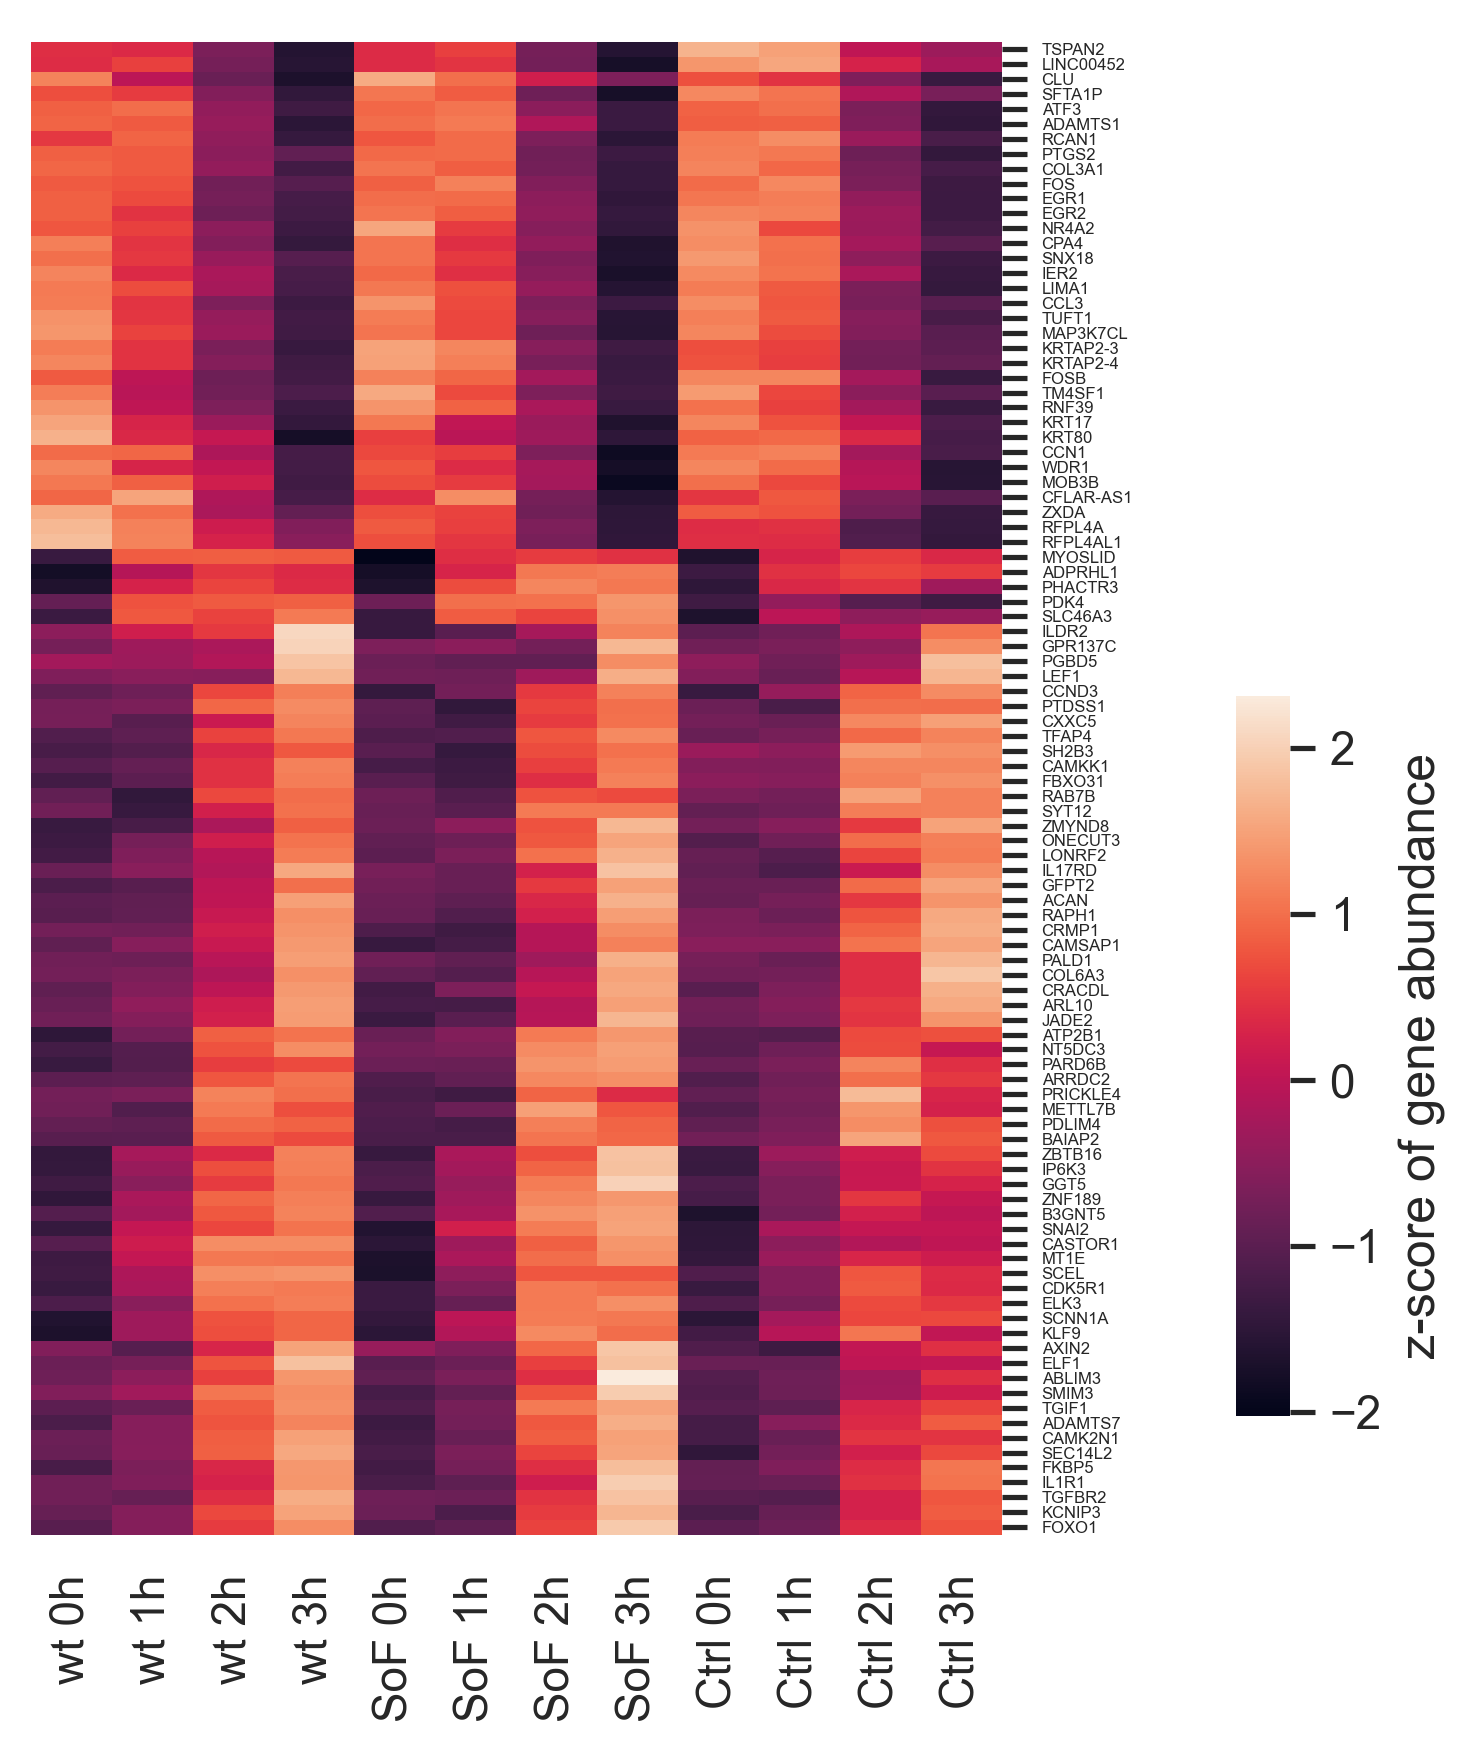** |
| --- |
| **Figure S4. Heatmap of gene abundance for genes differentially expressed in wt GR cells.** Z-score of gene abundance in each cell line and 100 nM dexamethasone time point for the 100 most differentially expressed genes in wt GR cells after 3 hours of dexamethasone treatment based on adjusted p-value. |

| **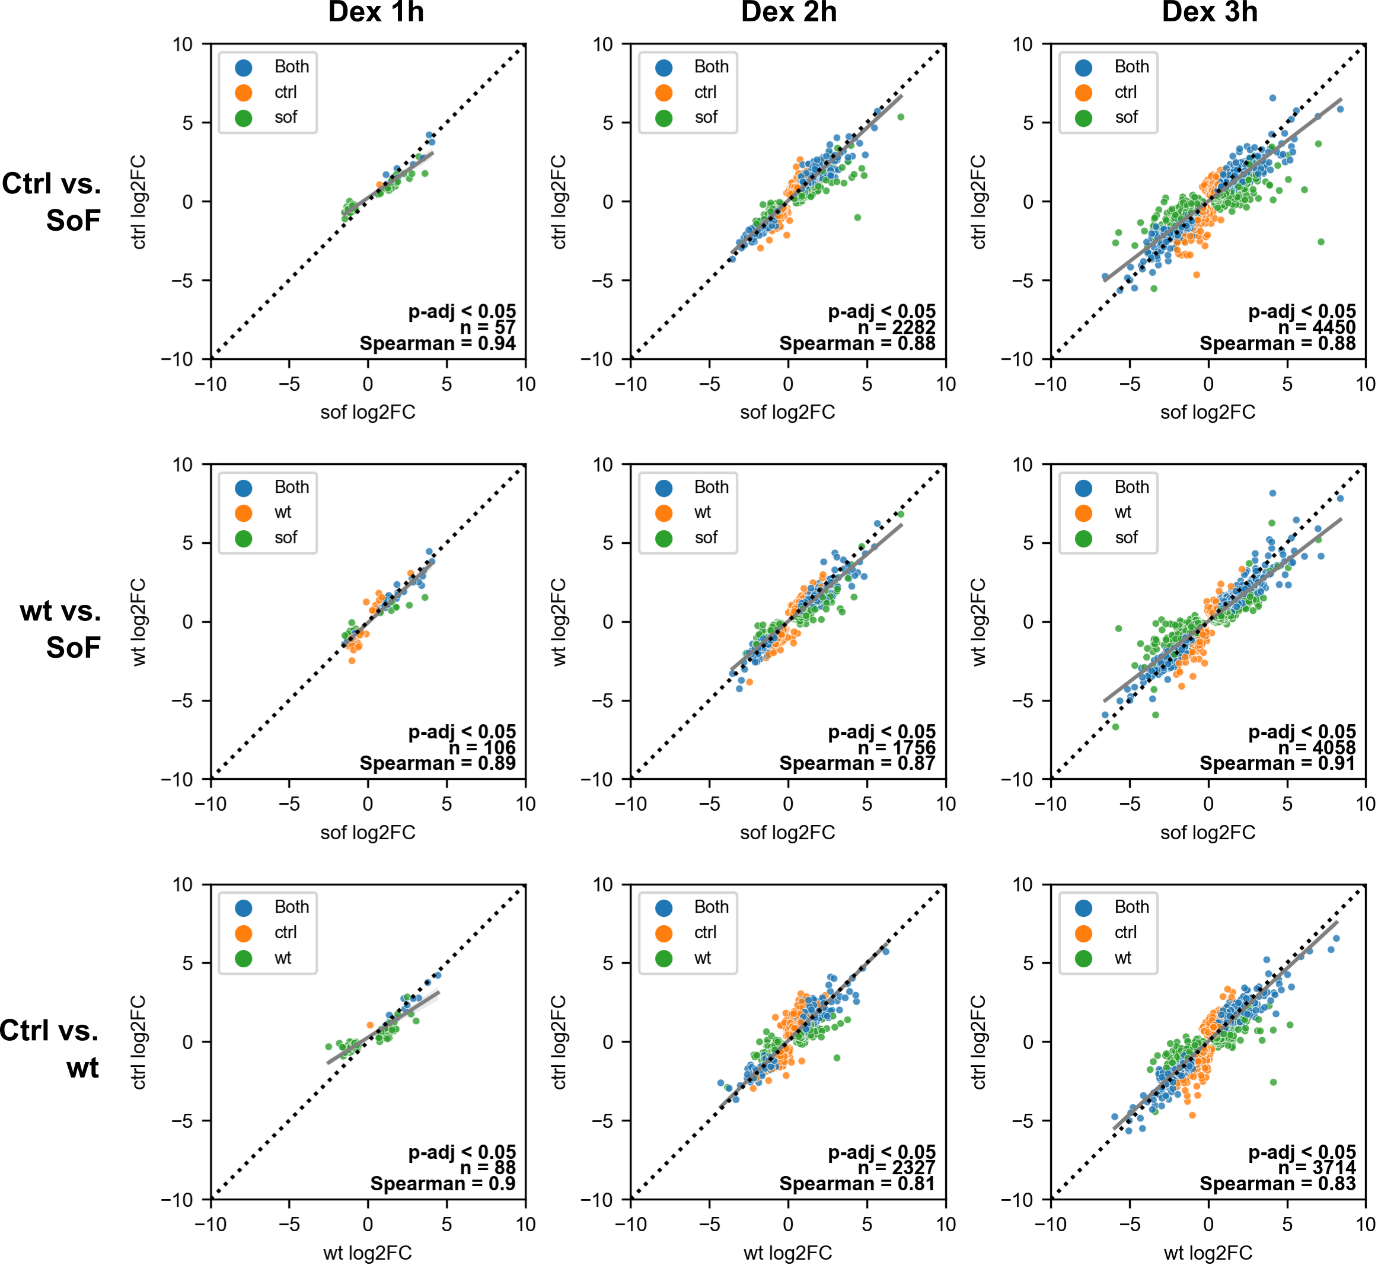** |
| --- |
| **Figure S5. Pairwise fold change scatter plots for differential expression after dexamethasone treatment.** Fold change scatter plots of sample pairs over the 100 nM dexamethasone time course. Each column is a different hour of the dexamethasone time course and each row is a different sample pair. Dot colors represent adjusted p-value of fold change < 0.05 in either or both samples shown. Gray line is the linear regression fit line and dashed line delineates equal x-y values. Spearman correlation coefficient and n total number of genes is listed. |

| **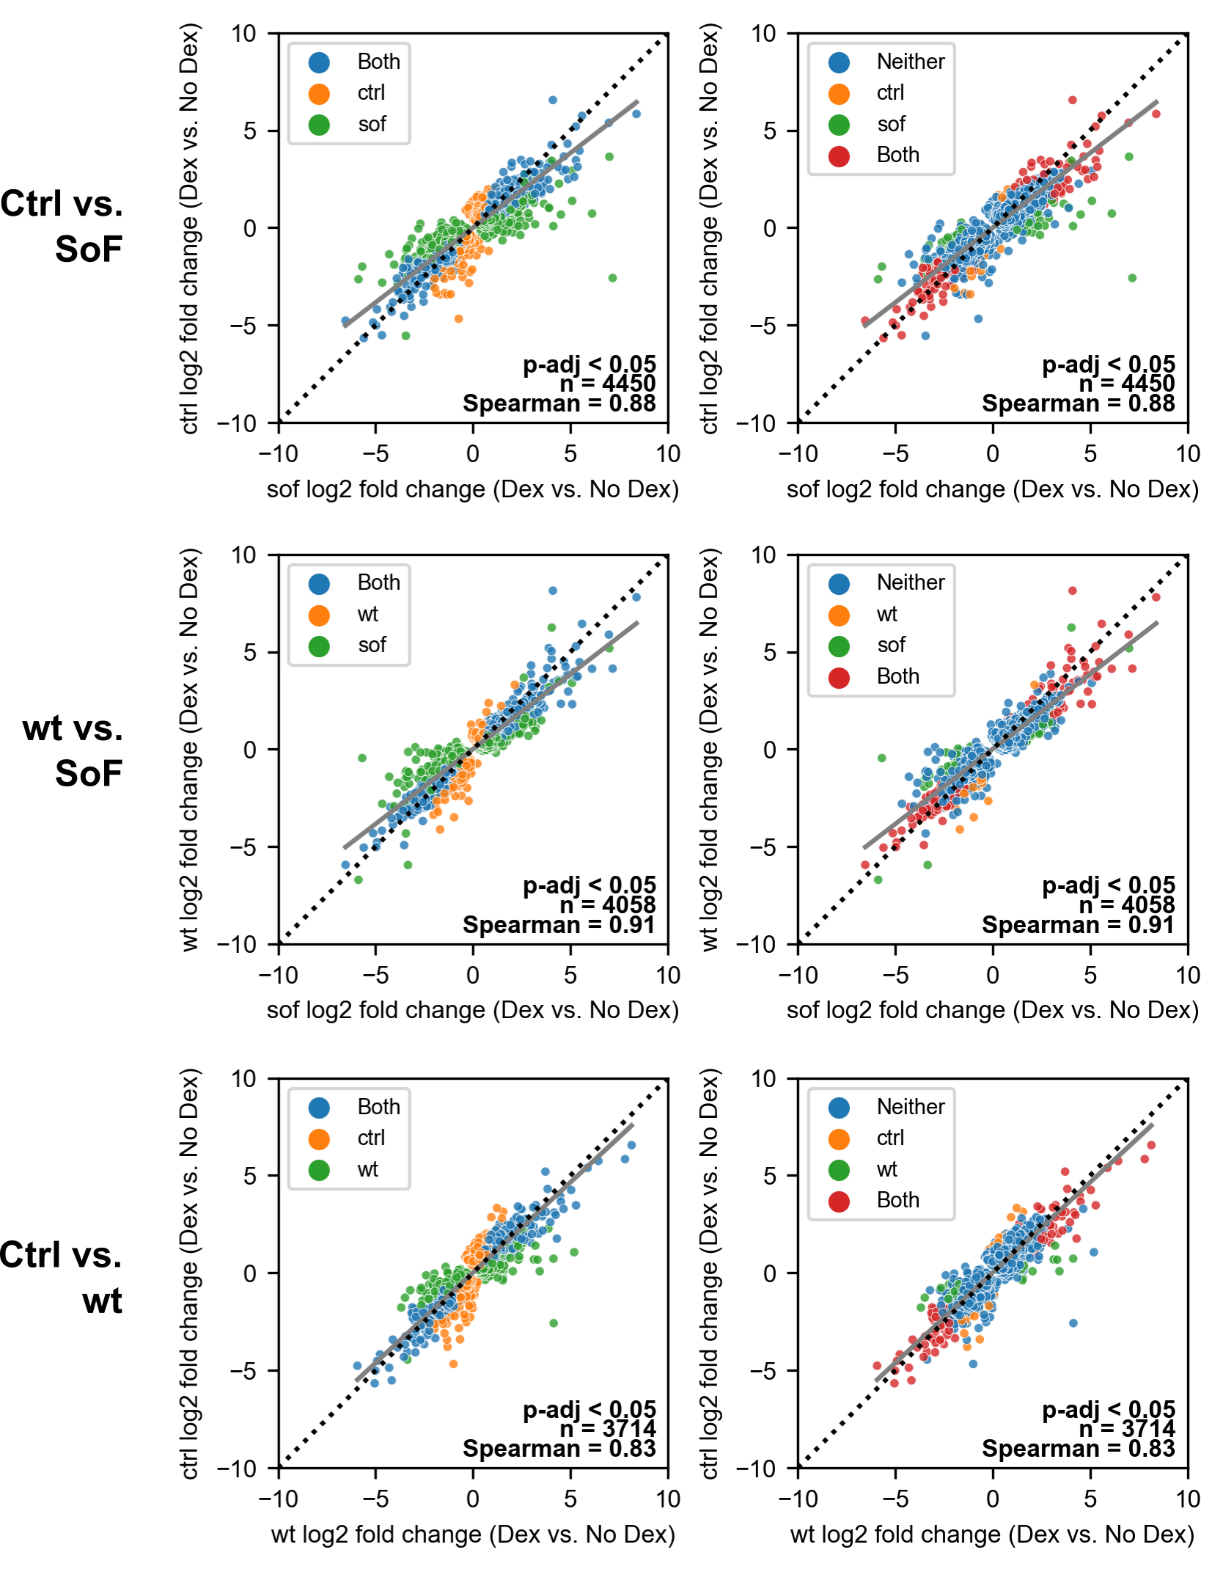** |
| --- |
| **Figure S6.** **Pairwise fold change scatter plot outliers.** Left column is the same fold change scatter plot from Figure S5 at 3 hours dexamethasone treatment. Right column shows the same scatter plot, but dot colors now indicate in which sample an outlier is statistically significant (adjusted p-value of fold change < 0.05). Minimum covariance determinant was used to estimate bivariate outliers from genes that were differentially expressed in either sample after passing an adjusted p-value threshold of 0.05. Gray line is the linear regression fit line and dashed line delineates equal x-y values. Spearman correlation coefficient and n total number of genes is listed. |

| **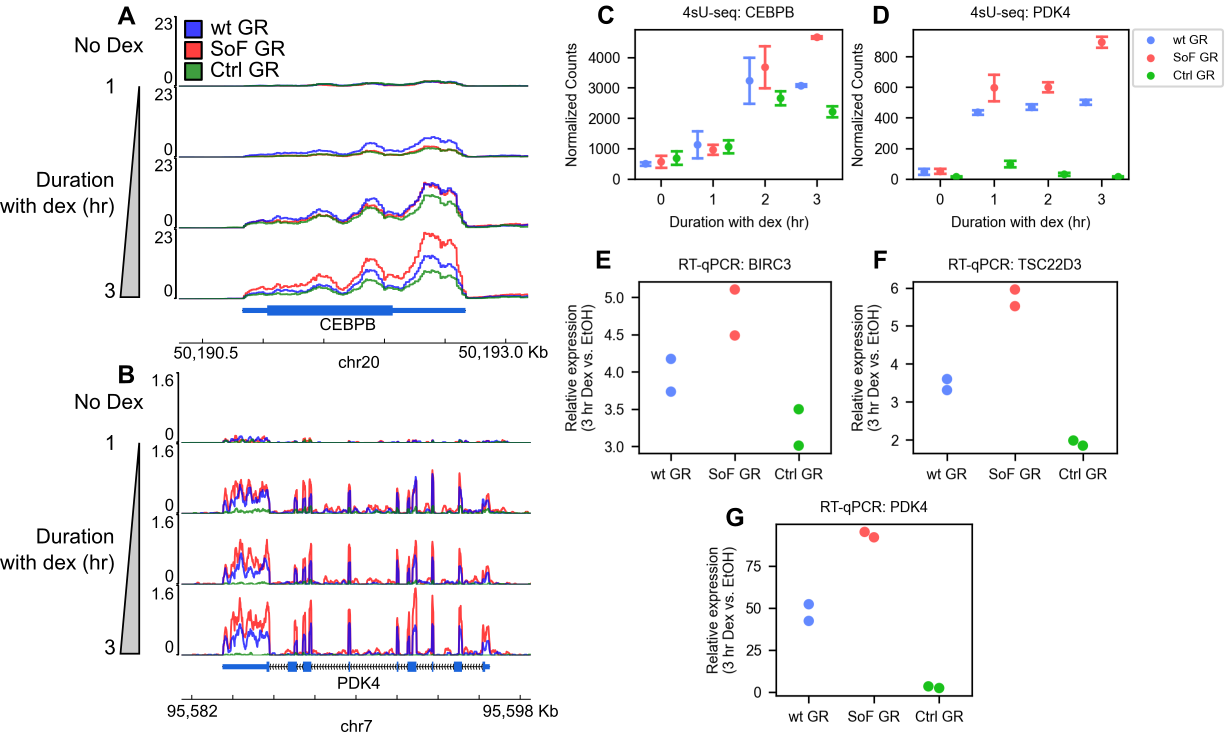** |
| --- |
| **Figure S7. Representative gene tracks, normalized gene counts, and relative expression for SoF Dex-dep. genes.** (A, B) Representative gene tracks from two SoF Dex-dep. genes: CEBPB (A) and PDK4 (B). Vertical progression corresponds to increasing 100 nM dexamethasone treatment time. Tracks display 4sU-seq reads normalized to transcripts per million plotted against chromosome coordinates. (C, D) Normalized gene counts generated by DESeq2 for CEBPB (C) and PDK4 (D) over the dexamethasone treatment time. (E, F, H) Expression of BIRC3 (E), TSC22D3 (F), and PDK4 (G) in each GR cell line after 3 hours of 100 nM dexamethasone treatment normalized to ethanol (vehicle) treatment as determined by RT-qPCR (n=2). Gene expression was determined in relation to RPLP0. Each of 2 replicates is shown. Error bars in C and D represent 95% confidence intervals. |

| **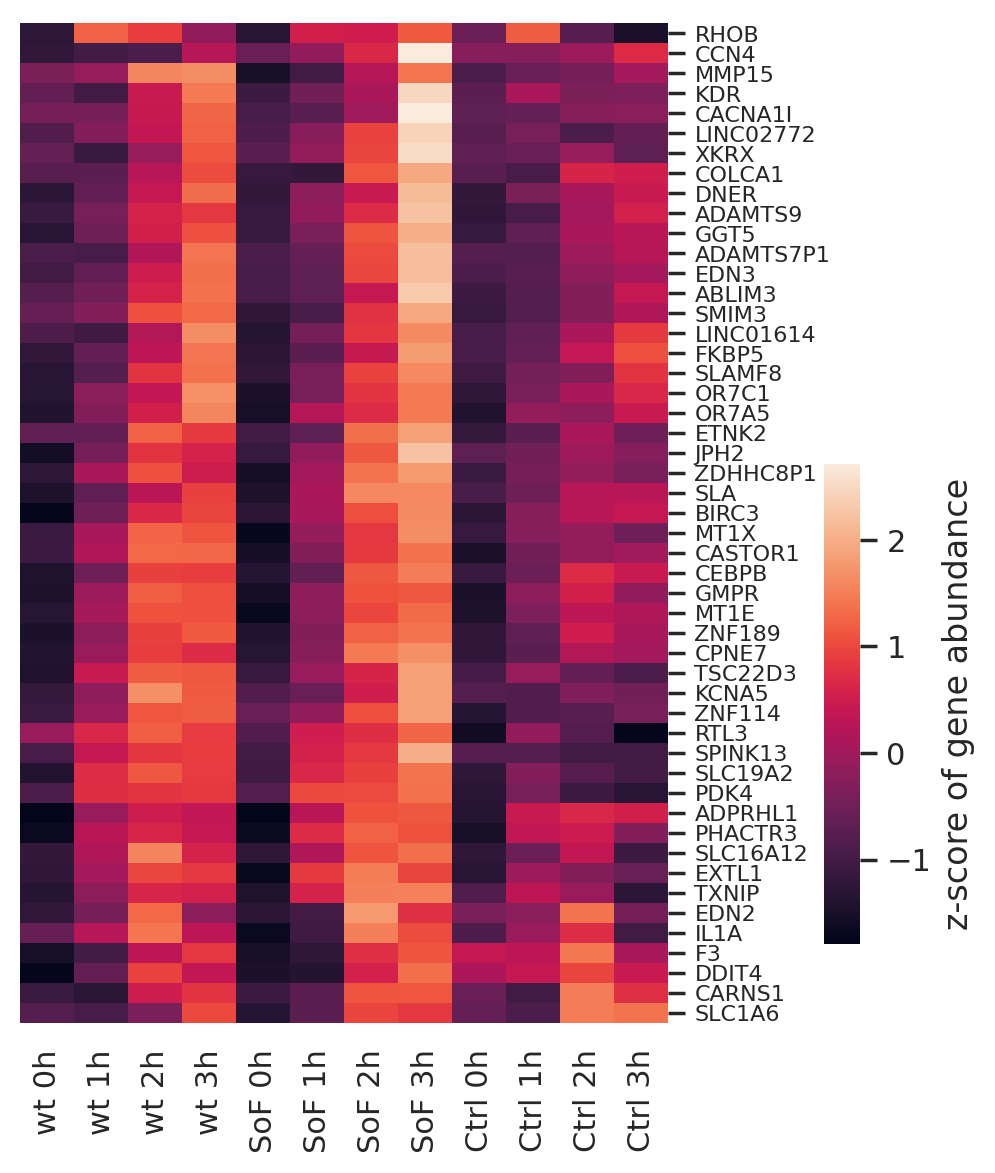** |
| --- |
| **Figure S8. Heatmap of SoF Dex-dep. gene abundance.** Z-score of gene abundance in each cell line and 100 nM dexamethasone time point for each gene in the SoF Dex-dep. gene set. Total size is 50 genes. |

| **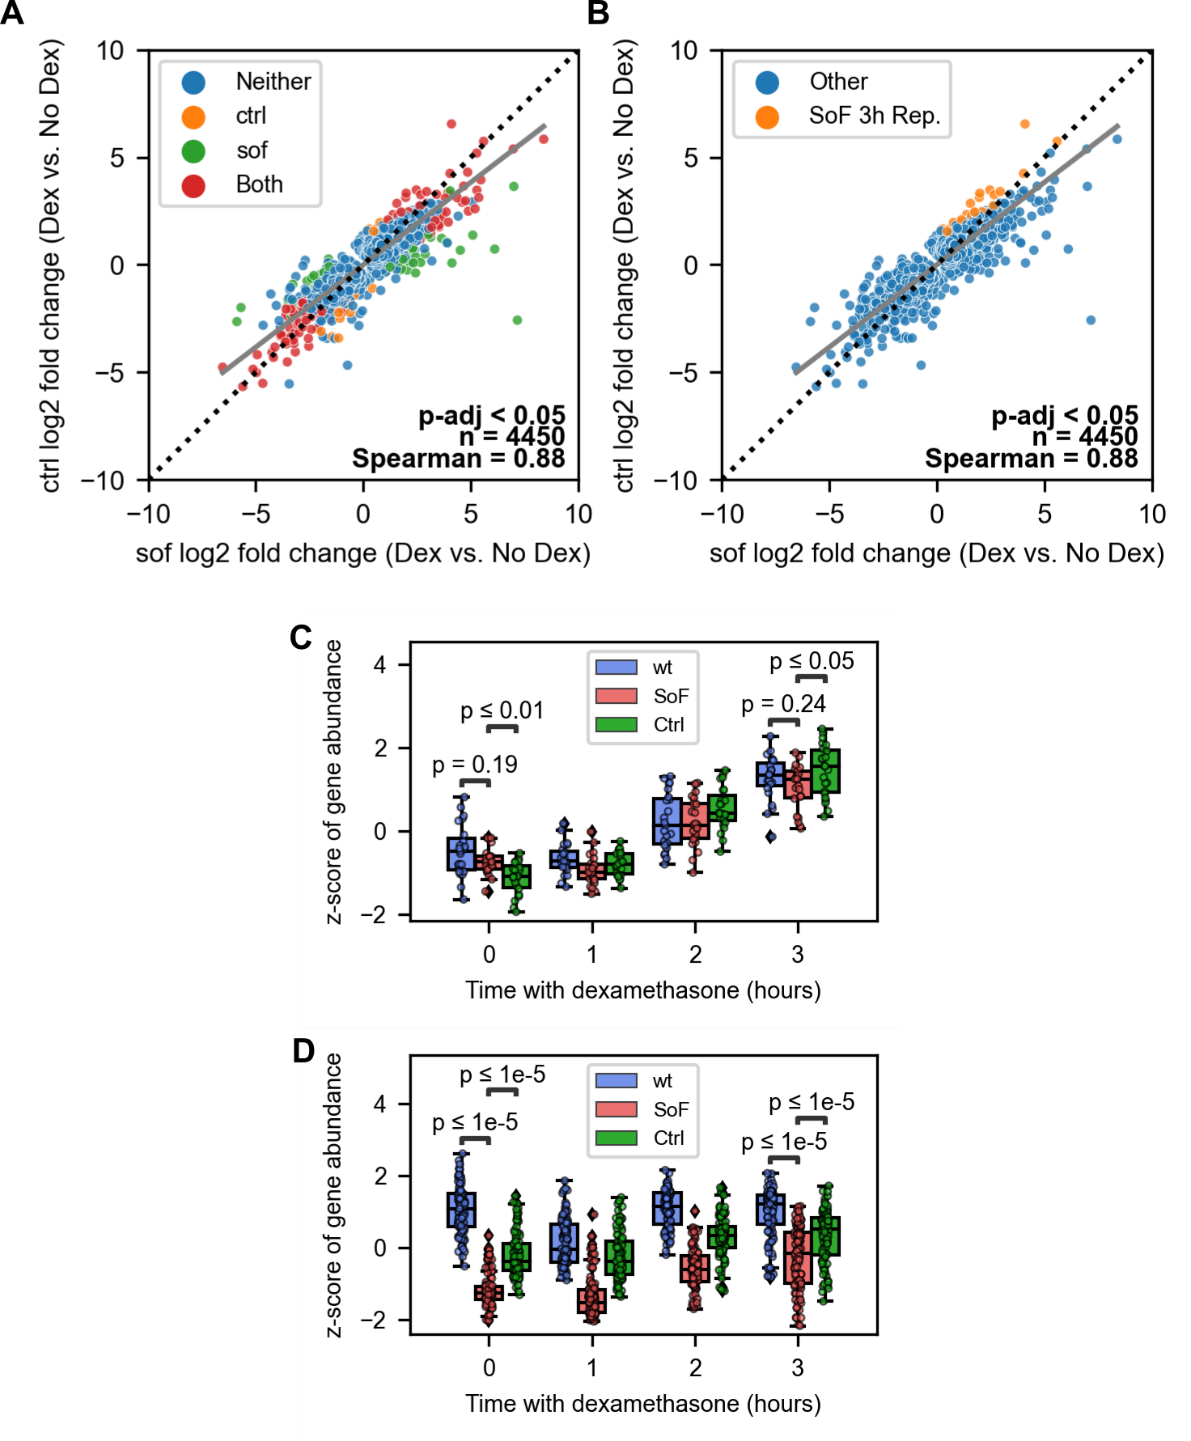** |
| --- |
| **Figure S9. Genes downregulated in SoF GR cells relative to Ctrl and wt GR cells.** (A, B) Fold change scatter plots showing outlier genes at 3 h dexamethasone treatment for SoF vs. Ctrl GR as in Figure S6 (A) and genes selected as downregulated in SoF GR cells relative to Ctrl GR cells (SoF 3h Rep., B). (C, D) Box and dot plots showing the z-score of gene abundance for SoF 3h Rep. genes (C) or genes constitutively downregulated in SoF GR cells relative to wt GR cells (SoF Const. Rep., D) over the 100 nM dexamethasone time course. Abundance is blue for the wt GR cells, red for the SoF mutant, and green for the Ctrl mutant. Significance testing was performed using Mann-Whitney tests. |

| **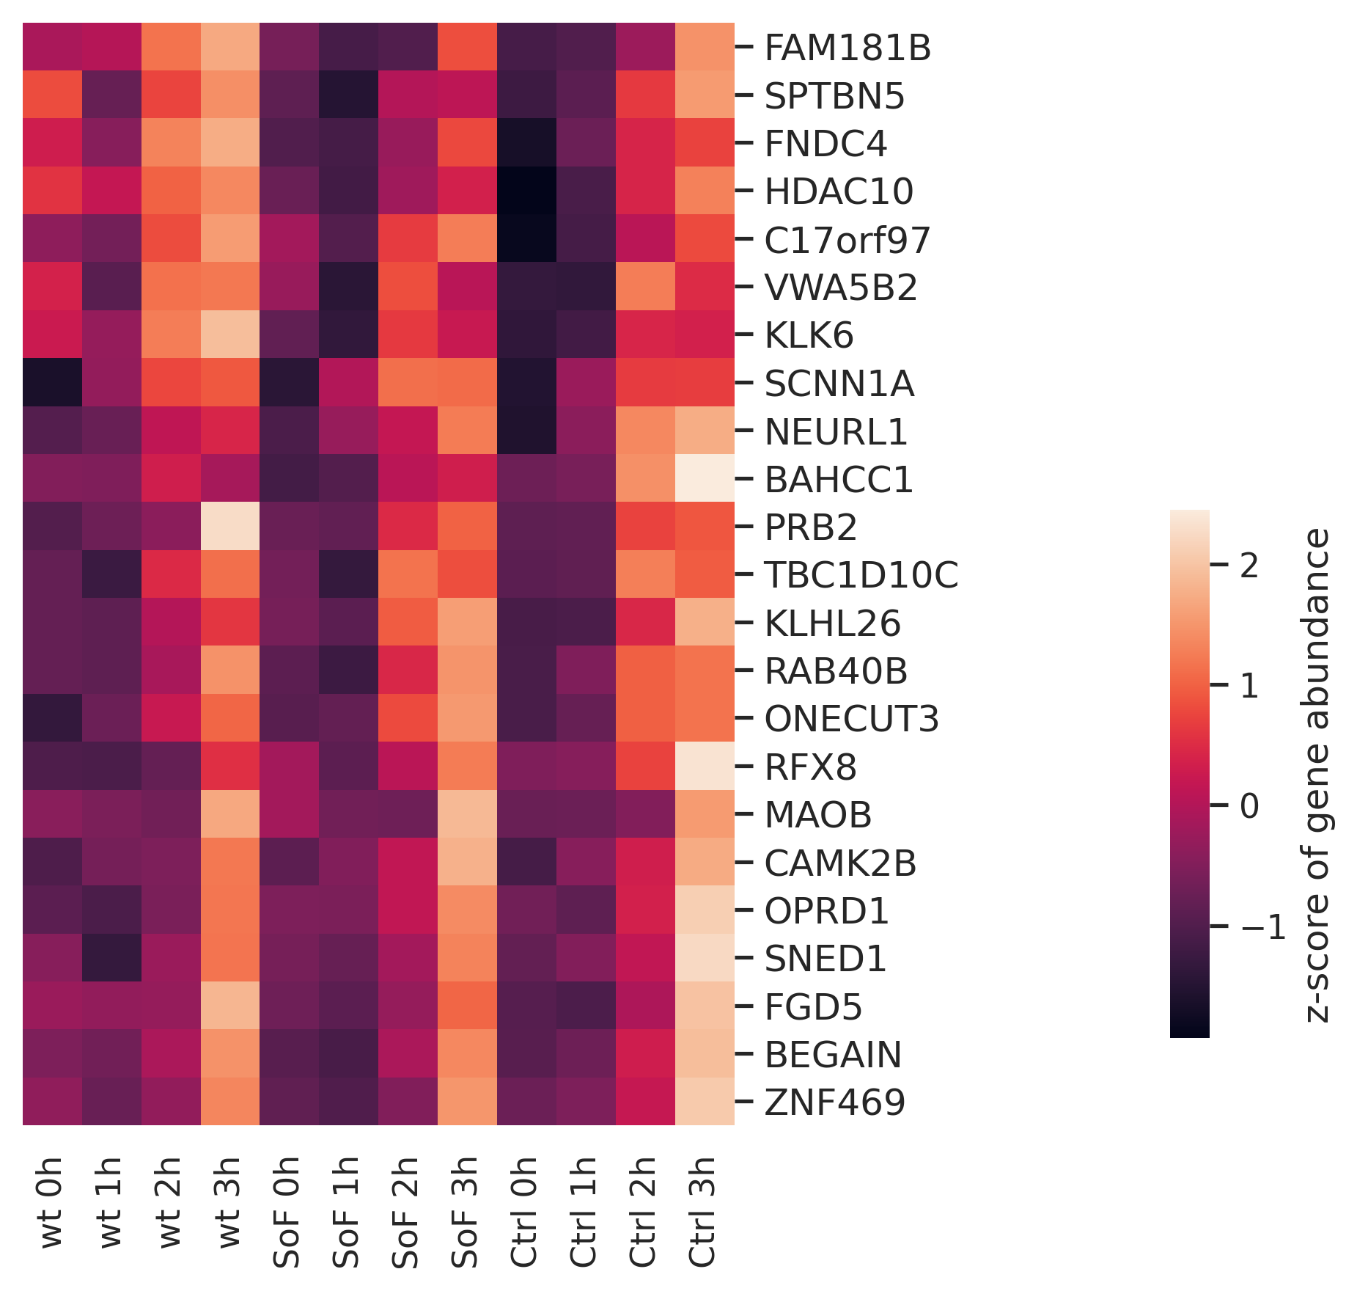** |
| --- |
| **Figure S10. Heatmap of gene abundance for activated genes downregulated in SoF (SoF 3h Rep.).** Z-score of gene abundance in each cell line and 100 nM dexamethasone time point for each gene in the set of genes downregulated at 3 h dexamethasone in SoF GR cells. Total size is 23 genes. |

| **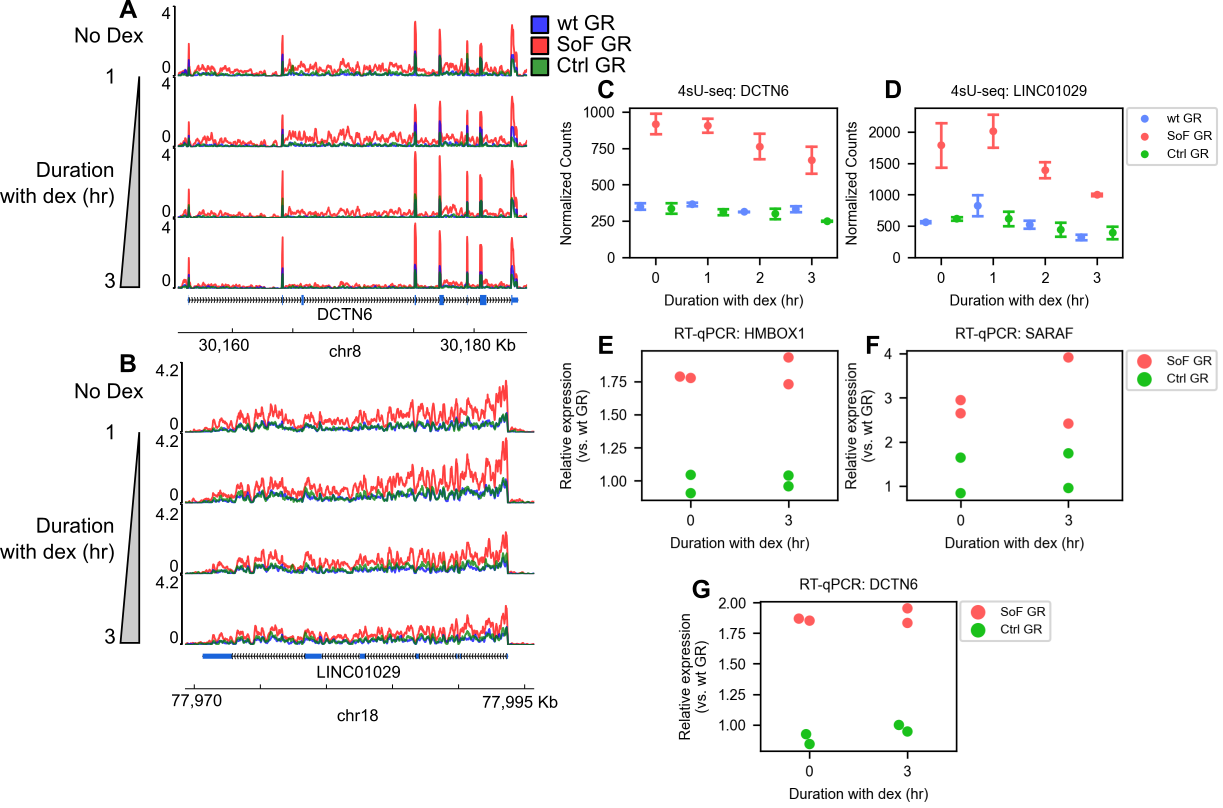** |
| --- |
| **Figure S11. Representative gene tracks, normalized gene counts, and relative expression for SoF Dex-ind. genes.** (A, B) Representative gene tracks from two SoF Dex-ind. genes: DCTN6 (A) and LINC01029 (B). Vertical progression corresponds to increasing 100 nM dexamethasone treatment time. Tracks display 4sU-seq reads normalized to transcripts per million plotted against chromosome coordinates. (C, D) Normalized gene counts generated by DESeq2 for DCTN6 (C) and LINC01029 (D) over the dexamethasone treatment time. (E, F, G) Expression of HMBOX1 (E), SARAF (F), and DCTN6 (G) in SoF and Ctrl GR cell lines with ethanol (vehicle) and 3 hours of 100 nM dexamethasone treatment normalized to wt GR cells as determined by RT-qPCR (n=2). Gene expression was determined in relation to RPLP0. Each of 2 replicates is shown. Error bars in C and D represent 95% confidence intervals. |

| **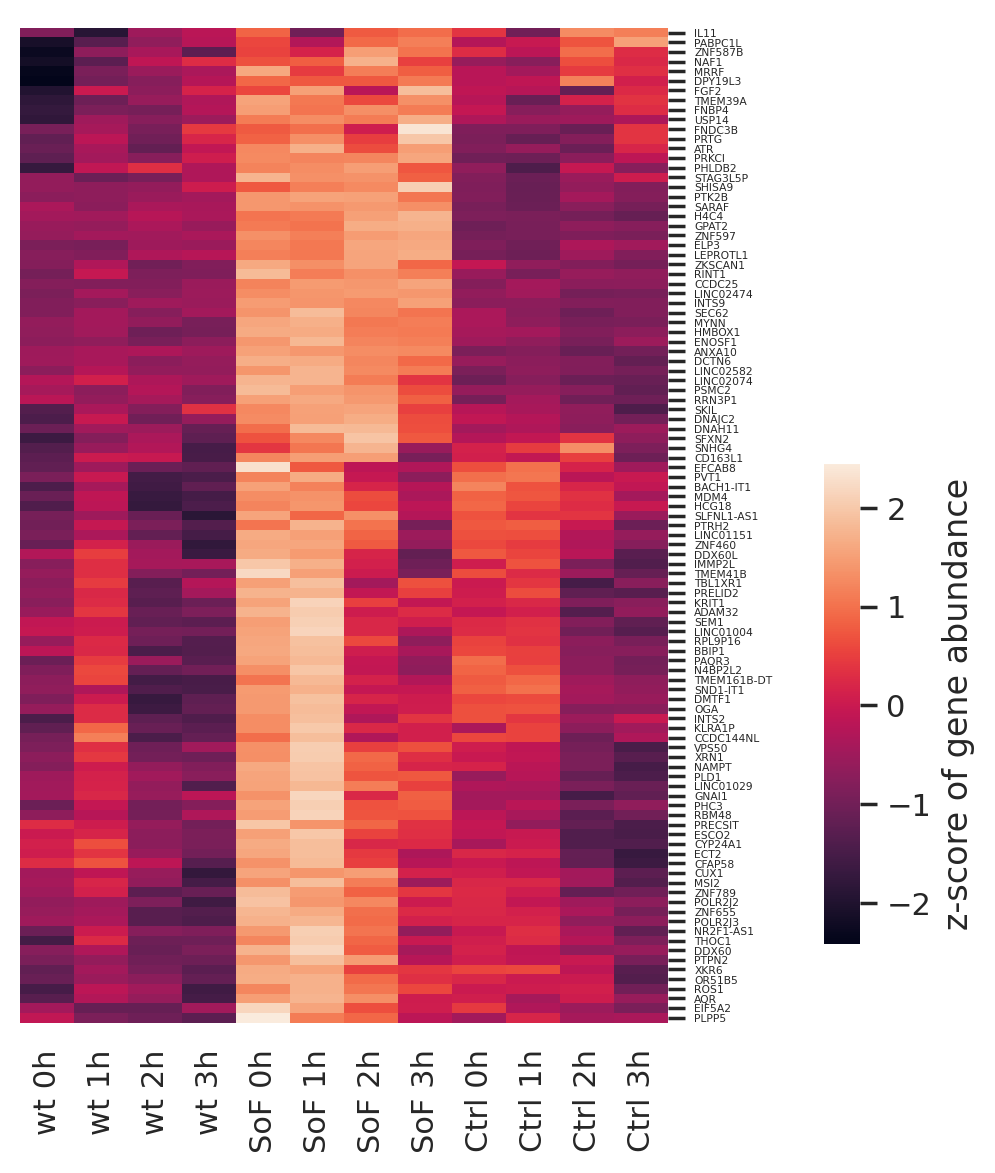** |
| --- |
| **Figure S12. Heatmap of SoF Dex-ind. gene abundance.** Z-score of gene abundance in each cell line and 100 nM dexamethasone time point for each gene in the SoF Dex-ind. gene set. Total size is 103 genes. |

| **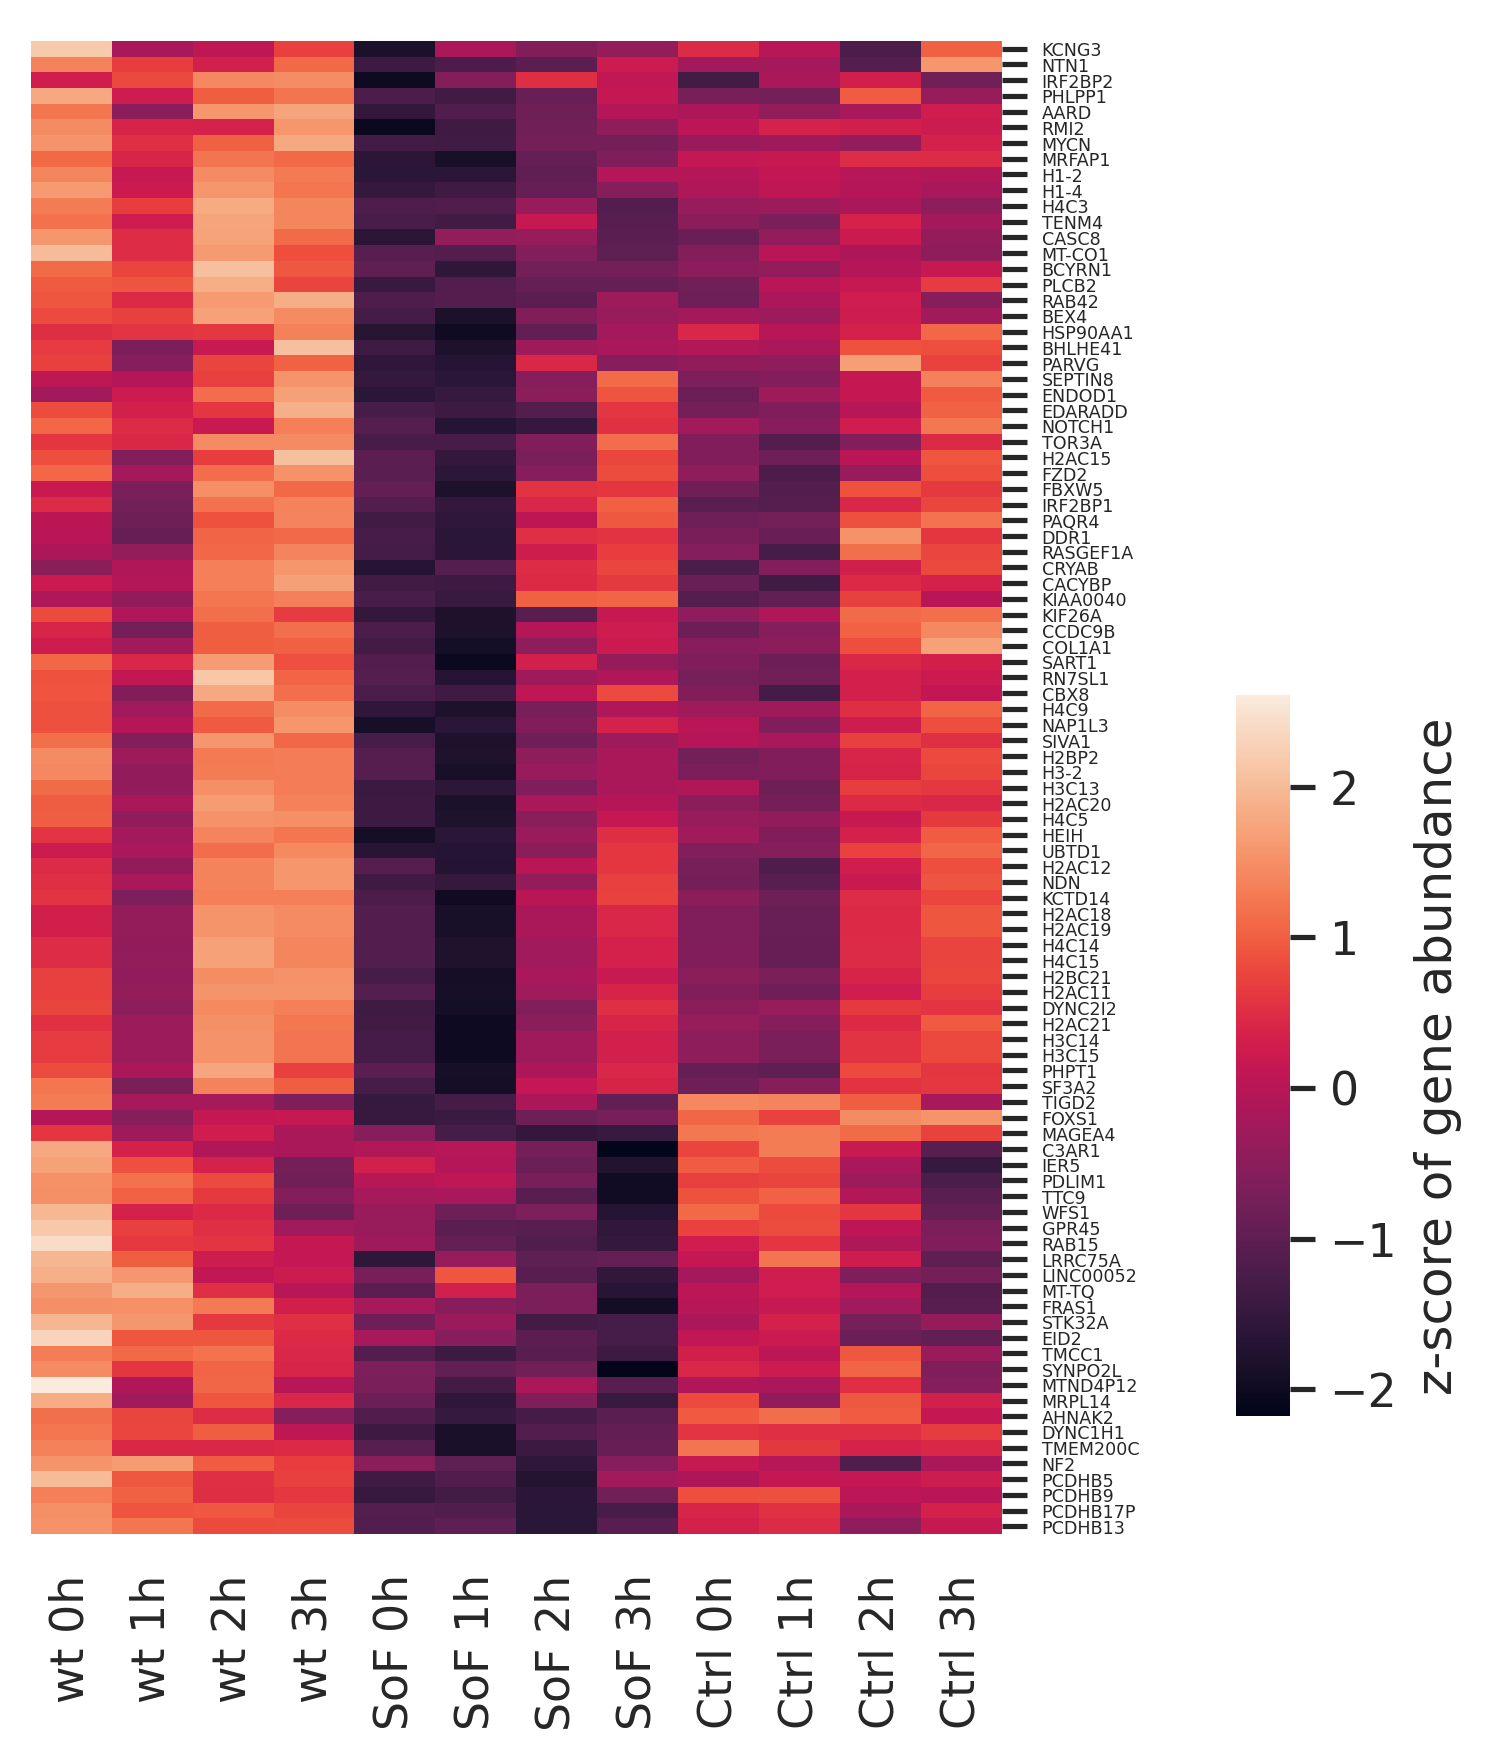** |
| --- |
| **Figure S13. Heatmap of gene abundance for genes constitutively downregulated in SoF (SoF Const. Rep.).** Z-score of gene abundance in each cell line and 100 nM dexamethasone time point for each gene in the set of genes constitutively downregulated relative to wt GR cells in SoF GR cells. Total size is 95 genes. |

| **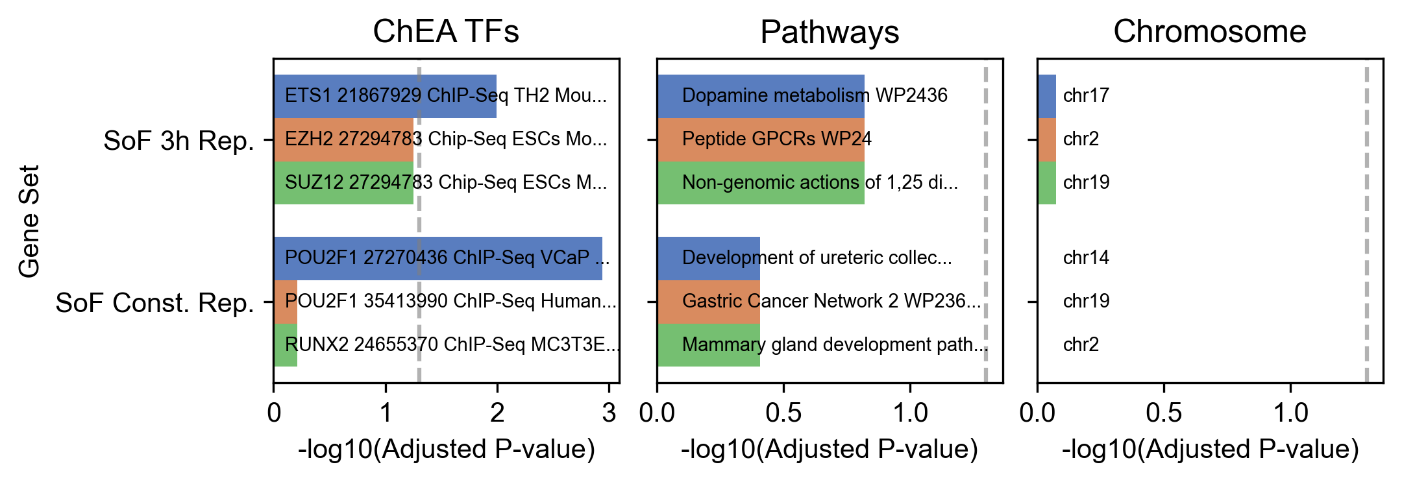** |
| --- |
| **Figure S14. Enrichr plot for SoF 3h Rep. and SoF Const. Rep. gene sets.** Enrichr gene set analysis with sets of interest for ChEA TF targets, WikiPathways, and chromosome^1^. Plotted are the top three terms in each category based on the adjusted p-value. The dashed gray line indicates an adjusted p-value = 0.05. |

| **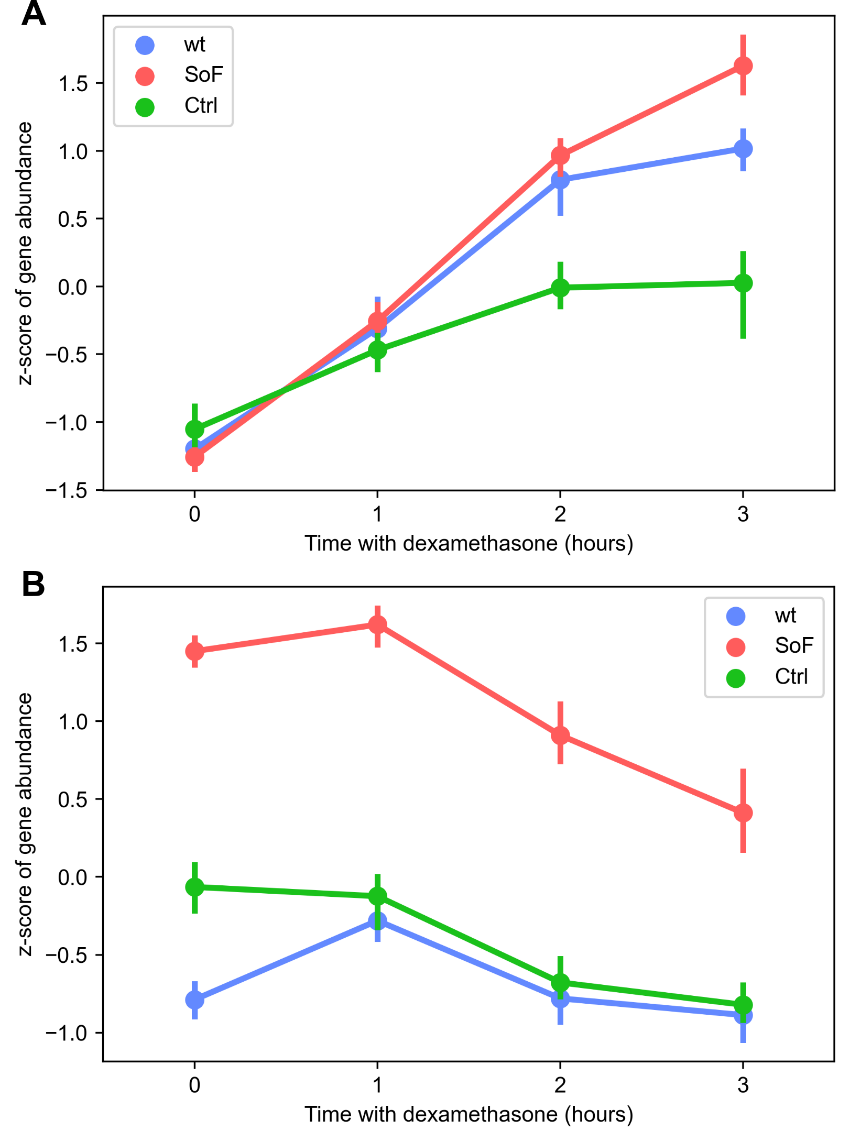** |
| --- |
| **Figure S15. Line plots of SoF Dex-dep. and SoF Dex-ind. gene abundance.** Line plots showing the z-score of gene abundance for the SoF Dex-dep. (A) and SoF Dex-ind. (B) genes over the 100 nM dexamethasone time course. The data is the same as found in Figures 3B (A) and 4A (B). Points represent the median at each time for the corresponding cell line. Error bars correspond to a 95% confidence interval. |

| **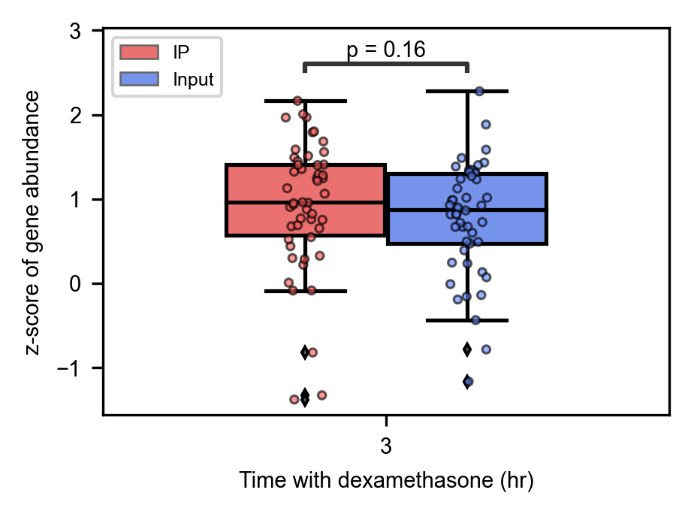** |
| --- |
| **Figure S16.** **Abundance of SoF Dex-dep. genes from GR-HaloTag RIP-seq.** Box and dot plot showing the z-score of gene abundance from GR-HaloTag RIP-seq for SoF Dex-dep. genes after 3 hours of 100 nM dexamethasone treatment. Abundance is red for the IP (GR-bound) sample and blue for the input sample. Significance testing was performed using a Mann-Whitney test. |
| **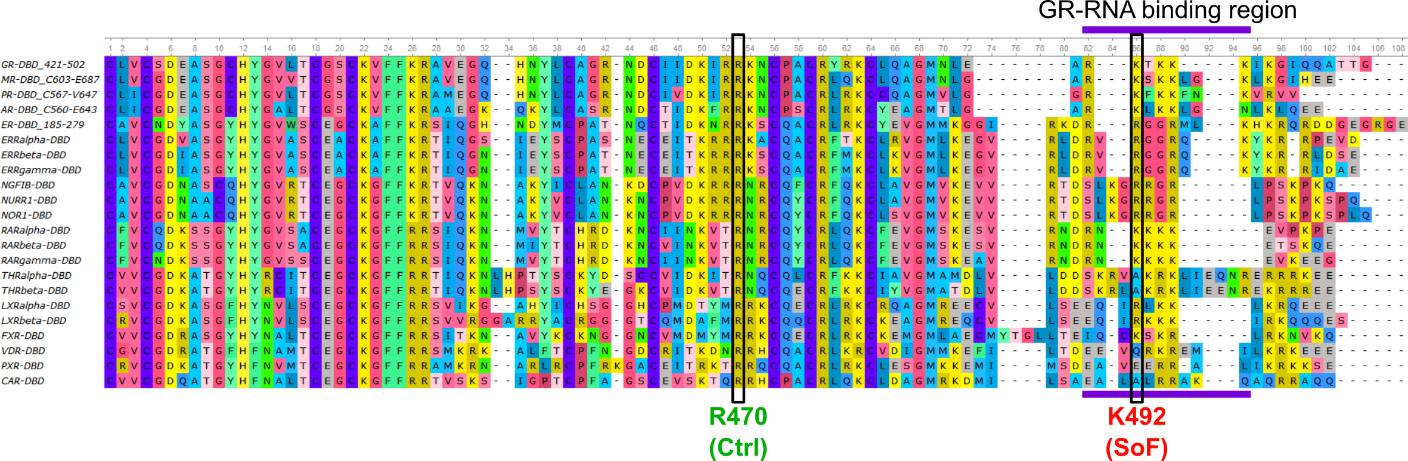** |
| **Figure S17. Alignment of select nuclear receptor DNA-binding domains with hinge regions.** DBDs with adjacent hinge regions were aligned using UGENE and MUSCLE alignment with sequences from RefSeq.^2–4^ Green bars indicate the region of GR-DBDext implicated in RNA binding. |

**Table S1. RT-qPCR primers**

| **Gene** | **Forward Primer (5’-3’)** | **Reverse Primer (5’-3’)** |
| --- | --- | --- |
| RPLP0 | CGTCCTCGTGGAAGTGACAT | TAGTTGGACTTCCAGGTCGC |
| BIRC3 | TCTGGGCAGCAGGTTTACAA | CCCGAGATTAGACTAAGTCCCTT |
| TSC22D3 | CCATGGACATCTTCAACAGC | TTGGCTCAATCTCTCCCATC |
| PDK4 | CTGGTGTATCCCAAGCAGGG | CAGGAAGCAGCACTGGTGTA |
| HMBOX1 | CGGAGAGAACTCAGCGAGG | CCAGCAAAACCACTGGAAAGG |
| SARAF | GCAGTGACGTAGGGTTGGC | CCGAACCTGGGTGCGGTAG |
| DCTN6 | TGGCTGTTATTCCCAAGCCAT | TTAGGTTGCAACAAGCCCCA |

**REFERENCES**

1. Chen, E. Y. *et al.* Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. *BMC Bioinformatics* **14**, 128 (2013).

2. Okonechnikov, K., Golosova, O., Fursov, M., & the UGENE team. Unipro UGENE: a unified bioinformatics toolkit. *Bioinformatics* **28**, 1166–1167 (2012).

3. Edgar, R. C. MUSCLE: a multiple sequence alignment method with reduced time and space complexity. *BMC Bioinformatics* **5**, 113 (2004).

4. O’Leary, N. A. *et al.* Reference sequence (RefSeq) database at NCBI: current status, taxonomic expansion, and functional annotation. *Nucleic Acids Res.* **44**, D733–D745 (2016).

How the deposited data were processed for this re-analysis (not part of the article)

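RNA bound to GR was measured by RIP-seq in U2OS cells that stably express wt GR fused to the HaloTag. The series holds 16 libraries from 8 cultures, an IP and an input library for each of 2 replicates at 0, 1, 2 and 3 h of treatment with 100 nM dexamethasone, where 0 h is 0.01% ethanol. Each library was matched to its condition by the sample labels, and 0 columns of counts were left without a sample. The 4sU-seq, imaging, ChIP and binding experiments of the paper were not analysed here.

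The authors deposited counts of reads per gene and library, as whole numbers with no normalization and with a different total in each library. The adapters carry molecular identifiers, and the label of an input library mentions a de-duplicated alignment. The aligner, counter and annotation of the RIP-seq are not given in the sources used here, and the tools that the methods name for the 4sU-seq were not taken as those of the RIP-seq. Of 61533 gene identifiers, 61369 are in Gencode 44, 56987 of them with the same version, and 164 are not. Gene positions, GC content and length were taken from Gencode 44 on GRCh38. The counts were checked on genes inside introns of other genes, which showed that they include introns and keep the strand.

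The input libraries held 18140293 to 24514269 counts on 33375 to 36106 genes, and the IP libraries held 2091459 to 3505601 counts on 25219 to 27463 genes. The counts of replicate libraries differed by more than sampling noise, with a chi-square over its degrees of freedom between 4.08 and 40.4. IP and input libraries are taken from the same lysate, so their pairing by culture is given by the design. The log2 ratio of replicate 1 to replicate 2 correlated between the IP and the input with r of 0.63, 0.48, 0.58 and 0.5 at 0, 1, 2 and 3 h across 13154 genes, which are not independent replicates. Between the inputs of different time points r lay between 0.65 and 0.83.

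Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered by the edgeR rule for low counts on the 8 groups, which left 22878 genes, and libraries were scaled by TMM. A quasi-likelihood model with robust dispersions was fitted to 8 groups, with a common dispersion of 0.0206 and a median of 7.41 prior degrees of freedom. IP was compared with input at each time point and over all time points, the enrichment at 3 h with that at 0 h, and the input at 3 h with that at 0 h. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Log2 ratios of single replicates used a prior count of 2.

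The 8 gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted over the 8 lists, and with fry. They hold secretory pathway and cell surface mRNAs, cytosolic protein mRNAs, nuclear-retained long non-coding RNAs, snoRNA host transcripts, glucocorticoid-induced genes, cytosolic ribosomal protein mRNAs, mitochondrially encoded RNAs and replication-dependent histone mRNAs. The lists were written after Fig. 2 of the paper was seen, and they leave out the genes labelled in it. The median of each list was placed among 10000 random lists matched on mean expression.

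The comparisons, the tests, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. The genes named in the text are those that the paper names in connection with GR-bound RNA, the 10 labelled in Fig. 2, the 10 enriched and 5 depleted genes with the smallest p at 3 h that changed the same way in both replicates, the 5 genes with the smallest p in each direction in the input at 3 h against 0 h, up to 5 in each direction for the difference in enrichment between 3 h and 0 h, and the 3 members of each list with the highest mean count.

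The alternatives were DESeq2 1.42.0 on the 16 libraries, the 4 libraries of a time point alone with edgeR or DESeq2, median-of-ratios size factors, library size alone, no filter beyond 1 count in total, at least 10 counts in every library, a replicate block that pairs the IP and input libraries of a culture (for the input at 3 h against 0 h, a block of the replicate number), a change of at least 2-fold, an adjusted p under 0.01, fry, an estimated inter-gene correlation, and each library left out in turn. A further alternative was an offset per library fitted as a spline with 5 degrees of freedom on GC content and on length of the gene body, alone and with the replicate block. Chosen after the data were seen were this offset at the other time points and for named genes, an offset from the canonical transcript, input libraries thinned to the depth of the IP, the calls without the 50 genes with the most counts, and the calls without genes that overlap another gene.

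The fits were tested on simulated data with 200 changed genes, 100 of them 2-fold and 100 by a log2 fold change of 0.5. Between IP and input, the edgeR fit found 62 of the 2-fold changes and 0 of the smaller ones and called 0 unchanged genes. The replicate block found 89 and 54 and called 2, and DESeq2 found 68 and 3 and called 0. For a difference in enrichment between 3 h and 0 h, the edgeR fit found 0 and 0, and the replicate block found 72 and 30 and called 3 unchanged genes. With a GC trend put into the IP libraries, 922 unchanged genes were called. With the offset 0 were called, with 78 of the 2-fold and 2 of the smaller changes found. The trend put in was a spline on gene body GC content of the same form as in the offset. Its removal thus follows by construction, and removal of a bias of another form was not tested. The offset with the replicate block found 91 and 50 and called 11 unchanged genes. The figures were drawn in Python 3.11.15.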

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

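Chosen after the results were seen were the tests of the GC trend at 0, 1 and 2 h, in genes grouped by GC content and between replicates, the partial correlation with length, thinned libraries, the calls without the 50 genes or without overlapping genes, the offset of the transcript, the offset for the input and for the difference between 3 h and 0 h, and the tests on glucocorticoid-induced genes in the input, on 7SL genes and on THBS1, while the comparisons and their other alternatives were set beforehand.

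The paper reports on the libraries of 3 h. In the other libraries, 2290 RNAs were enriched in the IP and 2902 depleted at 0 h, 2245 and 2868 at 1 h, and 1871 and 2698 at 2 h. Without replicate 1 of the IP, the enriched RNAs numbered 720 at 0 h, 808 at 1 h and 517 at 2 h, and without replicate 1 of the IP at 3 h they numbered 489. Of the RNAs enriched at 3 h, 1385 were also enriched at 0 h without dexamethasone, and 1992 had a higher level in the IP at 0 h with or without a call. The log2 fold changes at 3 h and 0 h correlated across genes with r = 0.91 over 13154 genes with 10 counts in every library, and with r = 0.52 over all genes tested, where genes are not independent replicates. These values are consistent with a capture by the resin or by GR that does not depend on dexamethasone. No library without GR-HaloTag is in the series, so that binding to GR and binding to the resin were not separated.

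The log2 fold change of IP over input followed the GC content of the gene body, with a rank correlation across 13122 genes of 0.79 at 0 h, 0.79 at 1 h, 0.78 at 2 h and 0.82 at 3 h. Over all genes tested, this rank correlation was 0.61 at 0 h, 0.59 at 1 h, 0.59 at 2 h and 0.64 at 3 h. In the tenth of genes with the lowest GC content, 12 were enriched and 1146 depleted at 3 h, and in the tenth with the highest, 578 were enriched and 5 depleted. With the offset for GC content and gene length, 275 RNAs were enriched at 3 h, a fall consistent with GC content bias between IP and input libraries behind part of the calls. How large a part depends on the fit, since with the replicate block 1357 RNAs were enriched with this offset and 2091 with the offset of the transcript, against 3703 without an offset. An offset removes a preference of GR for GC-rich RNA as well. Of the 2023 enriched RNAs, 232 kept their call and direction with the offset, and 702 with the offset and the replicate block. The rank correlation with the length of the gene body at 3 h was -0.45, and the partial rank correlation with length at fixed GC content was -0.06, which argues against gene length bias beyond what goes with GC content. The trend at 0 h, 0.79, argues against a preference of GR that needs dexamethasone. The 17 PCR cycles of the IP libraries against 9 of the input libraries and a preference of the capture for GC-rich RNA cannot be told apart. The largest rank correlation between replicates made with the same number of cycles was 0.31, but the number of cycles differs in every comparison of IP with input.

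Other technical explanations were weighed for the calls at 3 h. With the input thinned to the depth of the IP, 1636 RNAs were enriched, and without the 50 genes with the most counts, 2054, so that depth and a few abundant genes are not the reason for most calls. Among genes without an overlapping gene on the same strand, 1556 RNAs were enriched, which argues against shared reads. Over all time points, 5475 RNAs were enriched and 6274 depleted. When IP and input were swapped within cultures, 1 of 100 splits drawn from 128, the real split, gave as many calls over all time points. This argues against chance as the reason why IP and input libraries differ there, and was not run for 3 h alone. A swap puts an IP and an input library into the same group, which raises the spread. Any lasting difference between the library types, such as the PCR cycles, would therefore give this outcome. The highest count of another split was 7298, against 11749, with 1 culture swapped. These tests do not separate GR from the resin.

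In the input, which the paper uses as the reference, 1509 genes were higher and 836 lower at 3 h than at 0 h. Without replicate 2 of the input at 3 h the numbers were 545 and 289. With the replicate number as a block, they were 4031 and 3233, and replicates of the same number share differences between time points, with r = 0.65 between the inputs of 0 h and 3 h for the log2 ratio of replicate 1 to replicate 2. Of 23 glucocorticoid-induced genes tested, 18 had every 3 h library above every 0 h library, where chance gives 16.7%. Of the 23, 14 were called higher, 16 when adjusted over the list alone, and 0 lower by edgeR, which argues against a mislabelled sample. With the libraries thinned to the lowest total, 1455 genes were higher and 804 lower, and with the offset, 1463 and 1020, which argues against depth and against GC content and length bias. As a hypothesis, the change in total RNA may be the response to dexamethasone, although time in culture was not separated from it.

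The difference in enrichment between 3 h and 0 h was called for 0 RNAs by edgeR, with 576 at an unadjusted p under 0.05, and for 0 by DESeq2, with 520. With the replicate block it was called for 6 RNAs, with 1147 at an unadjusted p under 0.05. Chance alone puts a share of 0.05 of the genes tested under that p. Of the 22878 genes, 576 is 2.52%, and 1147 is near the share that chance gives. These unadjusted counts are therefore no sign of further differences. On simulated data the edgeR fit found 0 of 100 differences of 2-fold and the block found 72, so the count of 0 does not show that enrichment was unchanged. The 6 RNAs were SNORA73B (difference in log2 fold change 0.89, adjusted p = 0.0168 from edgeR), RN7SL674P (2.08, 0.0122), RN7SL767P (2.56, 0.0108) and FSIP1 (1.06, 0.002), whose ratio of IP to input was higher at 3 h than at 0 h, and SPINK13 (-3.82, 0.00259) and CCDC200 (-1.23, 3.86e-06), whose ratio was lower. SNORA73B was below the input at 0 h, with a log2 fold change of -1.02, and near the input at 3 h, at -0.13. SPINK13 had 8 and 1 counts in the input and 9 and 5 in the IP at 0 h. At 3 h it had 192 and 122 in the input and 27 and 24 in the IP. The lower ratio of SPINK13 at 3 h thus goes with a rise in the input, from few counts at 0 h, and not with a fall in the IP. With the offset and the replicate block 5 of the 6 were called, which argues against GC content and length bias for these, while SNORA73B was not called. For the 7SL pseudogenes RN7SL674P and RN7SL767P, the median difference of the other 28 genes for 7SL RNA was 1.22, and 78.6% of them were higher, against 48.1% of all genes. Reads shared between copies of the 7SL RNA and a change in 7SL RNA itself cannot be told apart, since the assignment of reads to copies is not known. FSIP1 lies opposite THBS1, whose total RNA rose by 1.21 on the log2 scale, while FSIP1 changed by -0.02 in the input. In the IP, FSIP1 rose by 1.04 and THBS1 by 1.16, so that reads from THBS1 on the opposite strand in the IP libraries and a change in captured FSIP1 cannot be told apart, since the share of reads on the wrong strand is not known for the IP libraries. A response of the captured RNA to dexamethasone stays open for all 6.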

How the results depend on the processing

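The settings chosen after the data were seen are the offset at 0, 1 and 2 h, over all time points, for the difference between 3 h and 0 h and for named genes, the offset of the transcript, thinned input libraries, the calls without the 50 genes with the most counts, and the calls without overlapping genes. Unless a setting's construction shows it, the cause was not tested.

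Median-of-ratios size factors and library size alone kept all counts of calls within 1.5 times and all gene lists on their side of the threshold. With library size alone, however, the larger number of calls changed from depleted to enriched at 0 h (3028 enriched and 2138 depleted), 1 h (2992 and 2027), 2 h (2456 and 1966) and over all time points (6411 and 5254), while at 3 h depleted RNAs stayed more numerous (2138 and 2602). Library size alone moved the median log2 fold change of all genes to 0.12 at 1 h and 0.1 at 0 h. Among the counts and lists, DESeq2 on 16 libraries moved only the genes lower in the input, to 1332. The calls at 3 h stayed within 1.5 times of 2023 and 2933 with edgeR on the 4 libraries of 3 h alone (2312 and 2690), without a filter (1677 and 3576) and with at least 10 counts in every library (2269 and 2517). DESeq2 on the 4 libraries of 3 h alone gave 1309 enriched and 1899 depleted RNAs, and edgeR on the 4 libraries of 0 h alone gave 762 and 1043. Without a filter 3 RNAs differed in enrichment between 3 h and 0 h, ANKRD28, SPINK13 and CCDC200. With at least 10 counts in every library, 999 genes were higher in the input, and 0 of the SoF Dex-dep. genes named were called, because BIRC3 was not tested.

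With the replicate block, which pairs the IP and input libraries of a culture, enriched and depleted RNAs numbered 3703 and 4801 at 3 h, 3801 and 4579 at 0 h, 3617 and 4363 at 1 h, and 3483 and 4470 at 2 h. The block gave 6 RNAs for the difference between 3 h and 0 h. For the input at 3 h against 0 h, where no culture holds both, the block was the replicate number instead, and 4031 genes were higher and 3233 lower. It takes replicates of the same number at different time points as related, which the labels do not state. The log2 ratios of replicate 1 to replicate 2 in the input correlated between time points with r of 0.83, 0.76, 0.65, 0.77, 0.7 and 0.73 across 13154 genes, so that replicates of the same number do share differences. On the 4 libraries of 3 h alone it gave 4296 and 4469. Of 70 results for named genes, 13 became called with the block and 0 lost a call or changed direction, and the block changed no other call among the lists and counts.

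A change of at least 2-fold, which is a subset by construction, left 633 enriched and 539 depleted RNAs at 3 h, 739 and 647 at 0 h, 814 and 692 at 1 h, and 577 and 559 at 2 h. An adjusted p under 0.01, also a subset, left 796 and 1576 at 3 h, 1022 and 1637 at 0 h, 1027 and 1580 at 1 h, and 805 and 1396 at 2 h.

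The offset for GC content and gene length reduces the trend on both by construction. Across 13122 genes at 3 h, it took the rank correlation with GC content from 0.82 to 0.06. It took that with gene body length from -0.45 to -0.11. The offset left 275 enriched and 165 depleted RNAs at 3 h, 580 and 278 at 0 h, and 557 and 216 at 1 h. At 2 h it left 450 and 234, and over all time points 2912 and 2359. Of the 275 and 165 RNAs at 3 h, 232 and 124 are among the calls without the offset. HMBOX1 reversed to 0.15 (adjusted p = 0.551 from edgeR) and ITGB1 to 0.06 (0.842), and 0 of the SoF Dex-dep. genes named were called. Together with the replicate block, the offset left 1357 enriched and 1543 depleted RNAs at 3 h, 2033 and 1430 at 0 h, 1831 and 1325 at 1 h, 1818 and 1446 at 2 h, and 4333 and 3931 over all time points. Enriched RNAs thus outnumbered depleted RNAs in all of these except at 3 h, while without offset and block depleted RNAs were more numerous in all of them. It also gave 12 RNAs for the difference between 3 h and 0 h and 2 SoF Dex-dep. genes, BIRC3 and CEBPB. With both, HMBOX1 was at 0.15 (0.222), ITGB1 at 0.06 (0.488) and CEBPB reversed to -0.42 (0.0491). The adjusted p of HMBOX1 over its alternatives lay between 4.29e-06 and 0.551, that of ITGB1 between 1.74e-10 and 0.842, and that of CEBPB between 0.0491 and 1. The offset of the transcript left 550 enriched and 652 depleted RNAs at 3 h, and with the replicate block 2091 and 2517.

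Among the gene lists, the mitochondrially encoded RNAs kept their direction and call under all alternatives run, with medians between -1.26 and -0.38. The secretory list fell short of the threshold with the offset (0.06, adjusted p = 0.0849 from camera), the offset of the transcript (0.07, 0.0573), fry (0.15, 0.133) and an estimated correlation (0.15, 0.841). The histone list did so with fry (0.67, 0.387) and an estimated correlation (0.67, 0.91). The nuclear-retained long non-coding RNAs did so on the 4 libraries of 3 h alone (-0.24, 0.0577), with at least 10 counts (-0.23, 0.139), with thinned input (-0.21, 0.0923), without the 50 genes (-0.31, 0.111) and with an estimated correlation (-0.29, 0.41). The ribosomal protein mRNAs passed it without a filter (-0.16, 0.0365), with the offset (-0.26, 1.43e-07), with the offset and the block (-0.26, 1.21e-13) and with the offset of the transcript and the block (-0.12, 0.011). The cytosolic list passed it with the offset of the transcript and the block (0.07, 0.0127).

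With each library left out in turn, where the remaining library is assumed to vary like the other groups, enriched RNAs ranged from 489 (without IP 3 h replicate 1) to 1203 at 3 h, 720 (without IP 0 h replicate 1) to 1891 at 0 h, 808 (without IP 1 h replicate 1) to 1532 at 1 h and 517 (without IP 2 h replicate 1) to 1177 at 2 h. Depleted RNAs ranged from 1469 (without input 3 h replicate 2) to 2530 at 3 h, 1709 (without IP 0 h replicate 1) to 2562 at 0 h, 1844 (without input 1 h replicate 2) to 2244 at 1 h and 1430 (without IP 2 h replicate 1) to 1941 at 2 h. The highest numbers of enriched RNAs at 3 h and 2 h, 1203 and 1177, came without input replicate 1 and are also lower than with all libraries by over 1.5 times. Input replicate 2 and IP replicate 2 of the same time point also moved the count by over 1.5 times, and without them the enriched RNAs numbered 983 and 1027 at 3 h, 1409 and 1389 at 0 h, 1339 and 1083 at 1 h, and 1116 and 1078 at 2 h. Depleted RNAs numbered 1746 and 1619 at 3 h without input replicate 1 and IP replicate 1, and 1600 and 1595 at 2 h without input replicate 1 and input replicate 2. In the input, genes higher at 3 h ranged from 545 (without input 3 h replicate 2) to 727, with 681 without input 0 h replicate 1 and 725 without input 3 h replicate 1, and genes lower from 289 to 616, with 404 without input 0 h replicate 2 and 399 without input 3 h replicate 1. The difference between 3 h and 0 h ranged from 0 to 2 (ANKRD28 and CCDC200 without IP 3 h replicate 2). The secretory list ranged from 0.04 to 0.36 and lost its call without IP 3 h replicate 2 (0.367) and without input 3 h replicate 1 (0.0665). The nuclear-retained list ranged from -0.51 to -0.22 and lost its call without any 3 h library except IP replicate 2. The ribosomal protein mRNAs ranged from -0.26, called without IP 3 h replicate 1 (0.0202), to 0.01. Over all time points, enriched RNAs stayed between 4082 and 5353 and depleted between 5276 and 7057.

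The IP libraries hold fewer counts than the input libraries. TSC22D3 and PDK4 had between 18 and 29 counts in the IP libraries of 3 h, and CCL7, with 5 counts in all libraries, was not tested.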

Differences from the paper's values

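No test in this part explains a difference. The fit of DESeq2 with the replicate block on the 4 libraries of 3 h alone was chosen after the values were seen.

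The paper's stated number of reads per sample is 18 to 24 M (M, mega). The counts on genes lay between 2.09 and 3.51 M in the IP libraries, which differ from the paper's 18 and 24 M, and between 18.1 and 24.5 M in the input libraries. Sequenced reads and counts on genes are different quantities, and whether duplicates were removed from the IP counts was not tested. The alternatives set before the data were examined do not change the counts.

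The paper's number of RNAs enriched at 3 h is 1980, and the value here is 2023, within 1.5 times of it. Of the alternatives set before the data were examined, apart from leaving out libraries, 7 lie within 1.5 times of the paper's count: DESeq2 (2450), the 4 libraries of 3 h alone (2312), median-of-ratios size factors (2153), library size alone (2138), no filter (1677), at least 10 counts in every library (2269) and the offset with the replicate block (1357). The other 6 do not: DESeq2 on the 4 libraries of 3 h alone (1309), the replicate block (3703), the block on those 4 libraries (4296), at least 2-fold (633), an adjusted p under 0.01 (796) and the offset (275). With a library of 3 h left out, the count lay between 489 and 1203, outside 1.5 times in each case. A like count does not show that the genes are those of the paper.

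The legend of Fig. 2 gives its labelled genes as the leading enriched genes by adjusted p. Here all 10 were enriched and 7 were among the 10 with the smallest p, with PTMS at rank 18, BAG6 at rank 22 and SHC1 at rank 11. In the other fits that were ranked, 4 were in the top 10 with the replicate block. With the block on the 4 libraries of 3 h alone, 2 were in the top 10. On these libraries, 1 was in the top 10 with DESeq2 and 1 with DESeq2 and the block. DESeq2 on the 16 libraries was not ranked over all genes. In that fit the 10 labelled genes had an adjusted p of 1.29e-20 or less. All 10 came before CASC19 and NBDY, while FSIP1 came before BAG6 and PTMS. Whether DESeq2 on the 16 libraries comes closer to the list of the paper was therefore left open.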

Other observations

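Chosen after the results were seen were the tests of GC content and length on the mitochondrial and histone lists, the tests within the 13 mitochondrial mRNAs and on short RNAs, the offset of the transcript, the offset for named genes, and the tests of the change in the IP from 0 h to 3 h, while the gene lists with their tests and other alternatives were set beforehand.

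The 13 mitochondrial mRNAs are among the 35 mitochondrially encoded RNAs tested, which had a median log2 fold change of -1.04 at 3 h (adjusted p = 1.42e-16 from camera) and -1.07 at 0 h, with 4 enriched and 21 depleted (4 and 22 adjusted over the list alone). With the offset the median was -0.51 (adjusted p = 2.07e-11, where the alternatives gave up to 0.0384), which argues against GC content and length bias as the whole reason. The log2 fold changes of the 13 mRNAs lay between -3.3 and 0.19 with an SD of 1.04, against a median standard error of 0.12, and 12 were depleted, which argues against an equal loss of all mitochondrial RNA. Across the 13 mRNAs the log2 fold change correlated with length (Spearman 0.88, two-sided permutation test, p = 2e-04, and Pearson 0.81, or 0.78 without the 2 farthest lengths). The lengths are those of the annotated genes, which need not be those of the RNA molecules. The permutation test takes the 13 as independent, although some overlap and share reads. Overlapping genes differed, with MT-ATP8 at -3.12 and MT-ATP6 at -1.88, and MT-ND4L at -1.82 and MT-ND4 at -0.57. A loss of short mitochondrial RNAs may go with the trend, but it cannot be told apart from other differences among these mRNAs. The 6 mitochondrial mRNAs of up to 700 nt were at -1.09 or lower. The median of 469 nuclear mRNAs of that length was 0.15. Of these, 14 were as low, or 2.99%, against 2.56% of all nuclear mRNAs, and of 39 with a gene body of that length 1 was as low, which argues against a loss of short RNAs of any origin. No biological explanation was tested.

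The 48 replication-dependent histone mRNAs had a median of 0.67 at 3 h (adjusted p = 0.000357 from camera) and 0.85 at 0 h, with 9 enriched and 0 depleted by edgeR (5 and 0 adjusted over the list alone). Their median was at percentile 100 of the random lists. Without IP 3 h replicate 1 the median was 0.13. Whether RNAs that end in a stem-loop are over-represented in the IP was left open, since fry (0.387) and an estimated correlation (0.91) did not call the list. With the offset of the gene body the median was 0.60 (9.86e-06), or 0.56 (1.02e-07) with the replicate block, and with the offset of the transcript it was 0.19 (0.0395), or 0.19 (0.00556) with the block. The offsets differ in how much of the median they remove, and 0.19 lies within the range of 0.13 to 0.84 with a library left out, so that GC content and length bias stays open.

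The 80 secretory pathway and cell surface mRNAs had a median of 0.15 at 3 h (adjusted p = 0.012 from camera) and 0.31 at 0 h, at percentile 100 of the random lists, with 21 enriched and 5 depleted (24 and 6 adjusted over the list alone). Over-representation of mRNAs translated at the endoplasmic reticulum may be a reason, but fry (0.133) and an estimated correlation (0.841) did not call the list, which leaves it open. The 68 cytosolic protein mRNAs had a median of 0.05 (0.507), at percentile 99.8, with 9 enriched and 9 depleted (10 and 9 over the list alone). Of the 4 lists called by camera, only the mitochondrial list was called by both fry and an estimated correlation, and the nuclear-retained list was called by fry (0.0047).

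The 15 nuclear-retained long non-coding RNAs had a median of -0.29 (adjusted p = 0.0351 from camera), with 0 enriched and 3 depleted, also adjusted over the list alone. With the offset for GC content and gene length the median was -0.1 (adjusted p = 0.0392 from camera). With the offset of the transcript it was -0.08 (0.0158), so that part of the median goes with GC content and length. The 21 snoRNA host transcripts had a median of -0.03 while the direction of the test was up (0.623), with 1 enriched and 1 depleted over all genes and over the list alone. The 23 glucocorticoid-induced genes had a median of 0.09 while the direction of the test was down (0.973), with 3 enriched and 3 depleted over all genes and over the list alone. The 84 cytosolic ribosomal protein mRNAs had a median of -0.08 (0.425), with 6 enriched and 11 depleted over all genes and over the list alone.

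The genes that the rule names and that stand at no claim had these log2 fold changes of IP over input at 3 h. HMBOX1 was at -0.41 (standard error 0.12, adjusted p = 0.0264 from edgeR) and RPLP0, which has 12 pseudogenes by name, at 0.86 (standard error 0.2, adjusted p = 0.00668 from edgeR). HMBOX1 lost its call in 3 of 4 fits with a library of 3 h left out, and RPLP0 in 1. Not called in the fit of 8 groups to 16 libraries were SARAF (-0.16), DCTN6 (-0.19), which overlaps LEPROTL1 on the same strand, LINC01029 (0.04), GAS5 (-0.58), CCL2 (0.56) and NR3C1 (-0.43), which encodes GR and whose counts do not separate the HaloTag fusion from the endogenous gene. With the replicate block GAS5 (adjusted p = 0.000237), CCL2 (0.000107) and NR3C1 (2.24e-06) were called, and over their alternatives the adjusted p reached 0.38, 0.937 and 0.834. With the offset for GC content and gene length NR3C1 changed sign to 0.12 (adjusted p = 0.834) and was not called with the replicate block either (0.12, 0.377), while GAS5 (-0.58, 0.000516) and CCL2 (0.54, 8.35e-05) were called with both. CCL2 changed sign to -0.39 without IP 3 h replicate 2. GAS5 was also called on the 4 libraries of 3 h alone (0.0272) and without a filter (0.00142), and NR3C1 without a filter (0.00715). The depleted genes with the smallest p were MT-ATP8 (-3.12), MT-ND6 (-3.3), MT-ATP6 (-1.88), MT-ND4L (-1.82) and LINC02476 (-1.26). With the offset for GC content and gene length, RPLP0 (0.62, adjusted p = 0.0946) and LINC02476 (-0.46, 0.106) lost their calls, and with the offset and the replicate block both were called (2.82e-24 and 5.2e-14). Over all alternatives the adjusted p lay between 5.36e-29 and 0.0946 for RPLP0 and between 2.55e-69 and 0.106 for LINC02476.

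In the input, the genes with the smallest p that were higher at 3 h than at 0 h were BIRC3, FKBP5 (log2 fold change 3.16), GALNT18 (2.03), ZBTB16 (6.7) and ADCY8 (4.56), and those that were lower were ENSG00000232536 (-3.11), TUFT1 (-2.69), which overlaps it, ENSG00000276241 (-2.56), EGR1 (-3.81) and MOB3B (-1.68).

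Of the list members with the highest mean count, those called in the IP at 3 h were MALAT1 (-1.27), MT-ND4 (-0.57), MT-CO3 (-0.66), MT2A (-0.94), ITGB1 (-0.38), FKBP5 (-0.48), PKM (0.7) and RPS29 (2.43), besides BIRC3 and RPLP0. RPS29 lies opposite RN7SL1 and has 32 pseudogenes by name, and with each library of 3 h left out in turn, RPS29 and MT-ND4 lost their calls in 2 of 4 fits, ITGB1 and FKBP5 in 3, and PKM in 1. With the offset for GC content and gene length, RPS29 (adjusted p = 0.0552), MT-ND4 (0.19), FKBP5 (0.343), PKM (0.199) and BIRC3 (0.43) lost their calls and ITGB1 reversed to 0.06 (0.842). With the offset and the replicate block the adjusted p was 0.038 for RPS29, 0.000933 for MT-ND4, 0.000297 for FKBP5, 1.55e-13 for PKM, 0.00373 for BIRC3 and 0.488 for ITGB1. Over all alternatives it lay between 9.24e-07 and 0.0938 for RPS29, 4.62e-17 and 0.19 for MT-ND4, 5.04e-10 and 0.343 for FKBP5, 9.23e-26 and 0.199 for PKM, 1.12e-19 and 0.43 for BIRC3, and 1.74e-10 and 0.842 for ITGB1. Not called in the fit of 8 groups to 16 libraries were FN1 (0.12), THBS1 (0.27), ACTB (0.53), EEF1A1 (0.15), NEAT1 (-0.09), PVT1 (0.09), SNHG3 (0.19), ZFAS1 (-0.08), SNHG16 (0.22), RPL4 (-0.06), MT-CO1 (0.19), H4C14 (0.49), H4C15 (0.5) and H2AC19 (0.1). With the replicate block, the adjusted p from edgeR was 0.0399 for FN1, 7.76e-07 for THBS1, 2.39e-20 for ACTB, 0.0107 for EEF1A1, 7.89e-05 for MT-CO1, 1.49e-10 for H4C14 and 1.14e-10 for H4C15, which were then called. H4C14 and H4C15 lie apart on opposite strands, yet their counts were nearly equal. In the IP at 3 h they had 1000 and 1000 in replicate 1 and 724 and 722 in replicate 2. Their calls may thus rest on the same reads and are not separate evidence. ACTB was also called on the 4 libraries of 3 h alone with edgeR (0.0197) and with DESeq2 (0.00442). With the offset, however, its log2 fold change was -0.03 (0.98), and -0.03 (0.743) with the offset and the block, while the other 6 were called with both. Over all the alternatives the adjusted p reached 0.947, 0.938, 0.98, 0.908, 0.947, 0.916 and 0.915 for these genes.

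The change in RNA from 0 h to 3 h in the IP correlated with that in the input, with r = 0.85 across 13154 genes, which are not independent replicates. IP and input of a culture share differences between cultures, and their log2 ratios of replicate 1 to replicate 2 at the same time point correlated with r between 0.48 and 0.63. Between IP and input of different replicates, the changes from 0 h to 3 h correlated with r of 0.63 and 0.72, against 0.73 and 0.78 for the same replicate. Of 2345 genes called in the input, 2289 moved the same way in the IP, where 801 genes were higher and 424 lower at 3 h.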
